# Tissue-autonomous immune response regulates stress signaling during hypertrophy

**DOI:** 10.7554/eLife.64919

**Published:** 2020-12-30

**Authors:** Robert Krautz, Dilan Khalili, Ulrich Theopold

**Keywords:** innate immunity, hypertrophy, salivary gland, Drosomycin, JNK, dorsal, *D. melanogaster*

## Abstract

Postmitotic tissues are incapable of replacing damaged cells through proliferation, but need to rely on buffering mechanisms to prevent tissue disintegration. By constitutively activating the Ras/MAPK-pathway via *Ras^V12^*-overexpression in the postmitotic salivary glands (SGs) of *Drosophila* larvae, we overrode the glands adaptability to growth signals and induced hypertrophy. The accompanied loss of tissue integrity, recognition by cellular immunity, and cell death are all buffered by blocking stress signaling through a genuine tissue-autonomous immune response. This novel, spatio-temporally tightly regulated mechanism relies on the inhibition of a feedback-loop in the JNK-pathway by the immune effector and antimicrobial peptide Drosomycin. While this interaction might allow growing SGs to cope with temporary stress, continuous Drosomycin expression in *Ras^V12^*-glands favors unrestricted hypertrophy. These findings indicate the necessity to refine therapeutic approaches that stimulate immune responses by acknowledging their possible, detrimental effects in damaged or stressed tissues.

## eLife digest

Tissues and organs work hard to maintain balance in everything from taking up nutrients to controlling their growth. Ageing, wounding, sickness, and changes in the genetic code can all alter this balance, and cause the tissue or organ to lose some of its cells. Many tissues restore this loss by dividing their remaining cells to fill in the gaps. But some – like the salivary glands of fruit fly larvae – have lost this ability.

Tissues like these rely on being able to sense and counteract problems as they arise so as to not lose their balance in the first place. The immune system and stress responses are crucial for this process. They trigger steps to correct the problem and interact with each other to find a common decision about the fate of the affected tissue. To better understand how the immune system and stress response work together, Krautz, Khalili and Theopold genetically manipulated cells in the salivary gland of fruit fly larvae. These modifications switched on signals that stimulate cells to keep growing, causing the salivary gland’s tissue to slowly lose its balance and trigger the stress and immune response.

The experiments showed that while the stress response instructed the cells in the gland to die, a peptide released by the immune system called Drosomycin blocked this response and prevented the tissue from collapsing. The cells in the part of the gland not producing this immune peptide were consequently killed by the stress response. When all the cells in the salivary gland were forced to produce Drosomycin, none of the cells died and the whole tissue survived. But it also allowed the cells in the gland to grow uncontrollably, like a tumor, threatening the health of the entire organism.

Mapping the interactions between immune and stress pathways could help to fine-tune treatments that can prevent tissue damage. Fruit flies share many genetic features and molecular pathways with humans. So, the next step towards these kinds of treatments would be to screen for similar mechanisms that block stress activation in damaged human tissues. But this research carries a warning: careless activation of the immune system to protect stressed tissues could lead to uncontrolled tissue growth, and might cause more harm than good.

## Introduction

Immune and stress responses have evolved to protect the organism from both exogenous and endogenous stimuli (Eming, 2014; Adamo, 2017; Rankin and Artis, 2018). By sensing deviations from homeostasis and inducing compensatory mechanisms, immune and stress responses keep physiological parameters within tolerable limits (Hoffmann and Parsons, 1991; Vermeulen and Loeschcke, 2007).

Heat shock, radiation, starvation, toxic metabolites, hypoxia, or hyperoxia are all well-characterized stressors. They activate stress responses which can ultimately lead to the induction of programmed cell death (Lowe et al., 2004; Loboda et al., 2016). In *Drosophila*, the Keap1-Nrf2-, JNK-, and p38-signaling pathways are crucial for mounting these anti-stress-responses (Stronach and Perrimon, 1999; Fuse and Kobayashi, 2017). Immune responses on the other hand, like the *Drosophila* Toll and imd pathways, are typically activated by molecular structures exposed on the surfaces of pathogens (Medzhitov and Janeway, 2002; Kurata, 2004). These pathways coordinate the humoral and cellular immune system to eliminate intruding pathogens (Lemaitre and Hoffmann, 2007; Buchon et al., 2014).

Humoral immune responses in *Drosophila* are characterized by the production and secretion of large sets of effector molecules, most notably antimicrobial peptides (AMPs) like Drosomycin (Drs) (Imler and Bulet, 2005). AMPs not only target extrinsic threats in the form of intruding pathogens, but also react to intrinsic stimuli such as tumorigenic transformation with the possibility to induce apoptosis (Araki et al., 2019; Parvy et al., 2019). However, it remains poorly understood whether AMPs also have functions beyond promoting apoptosis when sensing and reacting to accumulating stress such as during wound healing and tumor formation.

Apart from their described individual roles, immune and stress pathways are proposed to be either induced successively or concomitantly dependent on the level of deviation from homeostasis (Chovatiya and Medzhitov, 2014; Ammeux et al., 2016). However, detailed characterization of wound healing and tumor models in *Drosophila* revealed a more complex picture (Park et al., 2004; Buchon et al., 2009; Meyer et al., 2014; Wu et al., 2015; Liu et al., 2015). Accordingly, immune and stress responses often neither occur separately, nor do they follow a simple linear cascade, but rather regulate each other via context-dependent mutual crosstalk (Wu et al., 2015; Liu et al., 2015; Fogarty et al., 2016; Pérez et al., 2017). One recurring motif throughout most of these models is the central role of the stress-responsive JNK-pathway and its frequent interaction with the Toll and imd immune pathways (Park et al., 2004; Rämet et al., 2002; Galko and Krasnow, 2004; Uhlirova et al., 2005; Igaki et al., 2006; Enomoto et al., 2015; Andersen et al., 2015). However, while JNK-signaling can function either in a tumor-promoting, anti-apoptotic or in a tumor-suppressive, pro-apoptotic manner depending on the context, Toll- and imd-signaling have only been shown to display a tumor-suppressing, pro-apoptotic role in *Drosophila* (Uhlirova et al., 2005; Igaki et al., 2006; Enomoto et al., 2015; Uhlirova and Bohmann, 2006; Cordero et al., 2010; Vidal, 2010).

These tumor-suppressive, pro-apoptotic functions of immune responses have been well characterized and attributed to the secretion of humoral factors or the recruitment of immune cells through the systemic immune system (Fogarty et al., 2016; Pérez et al., 2017; Babcock et al., 2008; Pastor-Pareja et al., 2008; Parisi et al., 2014; Hauling et al., 2014). In addition, during clonal cell competition in imaginal discs, Toll- and imd-signaling were implicated in the elimination of less fit cell clones by inducing apoptosis (Meyer et al., 2014). Importantly, the selective growth disadvantage of these less fit cells is thought to be a response to systemic infection (Germani et al., 2018) and it remains an open question whether genuine tissue-autonomous immune responses can contribute to adaptation of growth during wound healing and tumor formation.

The larval salivary gland (SG) of *Drosophila* is a powerful system to study adaptive growth control, because growth is not completely predetermined, but modulated by the nutritional status (Smith and Orr-Weaver, 1991; Britton and Edgar, 1998). In contrast to mitotically active tissues, growth in post-mitotic tissues like the larval SG is based on endoreplication and hypertrophy rather than on cell division (Edgar et al., 2014; Orr-Weaver, 2015). Modifying the underlying, tight growth regulation, for instance by continuous growth signaling via constitutively activated Ras/MAPK-signaling can easily lead to the accumulation of oxidative stress and DNA damage (Mason et al., 2004; Bartkova et al., 2005; Bartkova et al., 2006; Di Micco et al., 2006; Shim et al., 2013; Shim, 2015). However, the parameters defining the natural limit of growth adaptation and the buffering mechanisms in place to cope with prolonged or continuous stress remain poorly understood.

Here, we uncover a genuine tissue-autonomous immune response which directly regulates hypertrophic growth and adaptation to accumulating stress in larval SGs. By overexpressing a dominant-active form of the small GTPase Ras, *Ras^V12^*, we induced hypertrophic growth. This activates a tissue-autonomous immune response which allows the hypertrophic gland to cope with the resulting stress through spatio-temporally regulated inhibition of the JNK-mediated stress response. We present evidence that tissue-autonomous expression of the AMP Drosomycin (Drs) is at the core of this inhibition: Drs directly interferes with JNK-signaling and inhibits JNK-dependent programmed cell death. This prevents recognition of the stressed tissue by the cellular immune response and allows survival and unrestricted growth of hypertrophic SGs.

## Results

### Local immune reaction accompanies Ras^V12^-dependent hypertrophy

In order to identify buffering mechanisms that compensate for continuous stress, we made use of our previously published hypertrophy model in the SGs of *Drosophila* larvae (Hauling et al., 2014). We expressed a dominant-active form of Ras, *Ras^V12^*, across the entire secretory epithelium of SGs throughout larval development by using the *Bx^MS1096^* enhancer trap (Figure 1—figure supplement 1A,C for 96/120 hr after egg deposition, AED). To further enhance *Ras^V12^*-dependent hypertrophy, we combined *Ras^V12^*-expression with RNAi-mediated knockdown of the cell polarity gene *lethal* (2) *giant larvae* (lgl; Figure 1—figure supplement 1C–H; Jacob et al., 1987; Strand et al., 1994). Their individual and cooperative role in tumor formation in mitotic tissues has been well characterized (Bilder et al., 2000; Pagliarini and Xu, 2003; Herranz et al., 2016). Cell- and tissue-morphology was assessed using Phalloidin staining (Figure 1A; Figure 1—figure supplement 1A,C) and nuclear morphology by DAPI (Figure 1B–C; Figure 1—figure supplement 1C–F).

**Figure 1.**
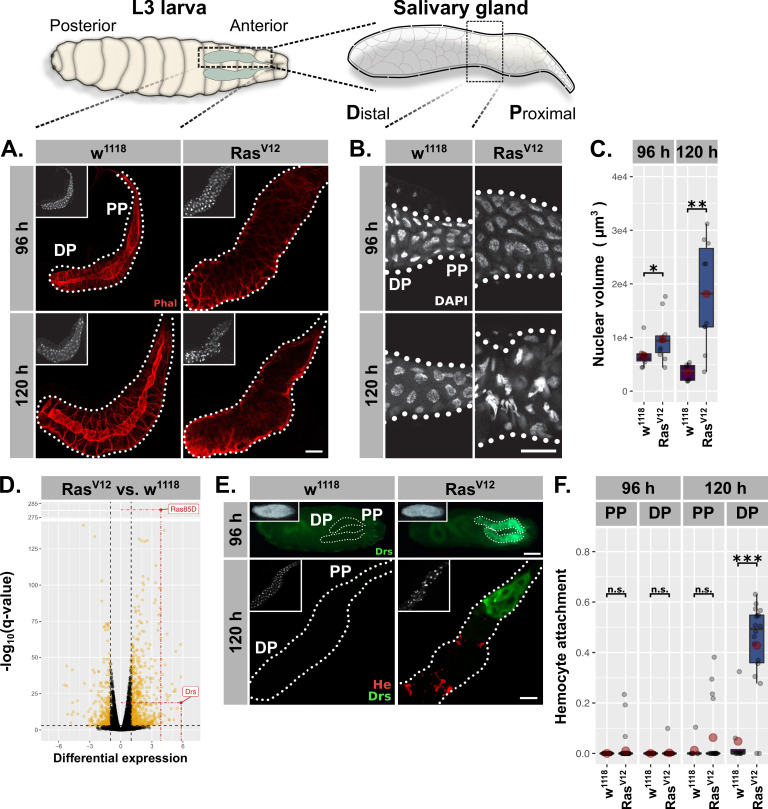
*Ras^V12^*-induced hypertrophy induces local and cellular immune responses. (**A**) *Ras^V12^*-glands and controls stained with Phalloidin (red) to monitor tissue integrity at 96 hr and 120 hr after egg deposition (AED). (**B**) Nuclei stained with DAPI (white) to visualize nuclear volume and disintegration at 120 hr AED in *Ras^V12^*-glands. (**C**) Nuclear volume as quantified by z-stacks of DAPI-stained salivary glands (SGs) at 96 hr and 120 hr AED and averaged per gland. (**D**) Comparative transcriptome analysis of *Ras^V12^*- vs. *w^1118^*-glands. Differential expression quantified as beta statistic with q-values by Wald test. Significantly differentially expressed genes (*log2(beta) ≥1; q-value ≤0.05)* highlighted in yellow. (**E**) Upper: Whole larvae with DrsGFP reporter (green) expressing *Ras^V12^* in glands or controls at 96 hr AED. Lower: *Ras^V12^*- and control-glands with DrsGFP reporter (green) stained for hemocytes (anti-Hemese, red). Proximal and distal gland parts are indicated by ‘PP’ and ‘DP’. (**F**) Hemocyte attachment measured as *ln(Hemese-area)/ln(SG-area)* and separated by time and gland part. Insets: (**A/E** Lower) DAPI, (E Upper) brightfield. Scalebars: (**A-B, E** Lower) 100 µm, (**E** Upper) 500 µm. Boxplots in (**C, F**): lower/upper hinges indicate 1st/3rd quartiles, whisker lengths equal 1.5*IQR, red circle and bar represent mean and median. Significance evaluated by Student's t-tests (***p*<0.001*, **p*<0.01*, *p*<0.05, n.s.* p*≥0.05*).

**Figure 1—figure supplement 1.**
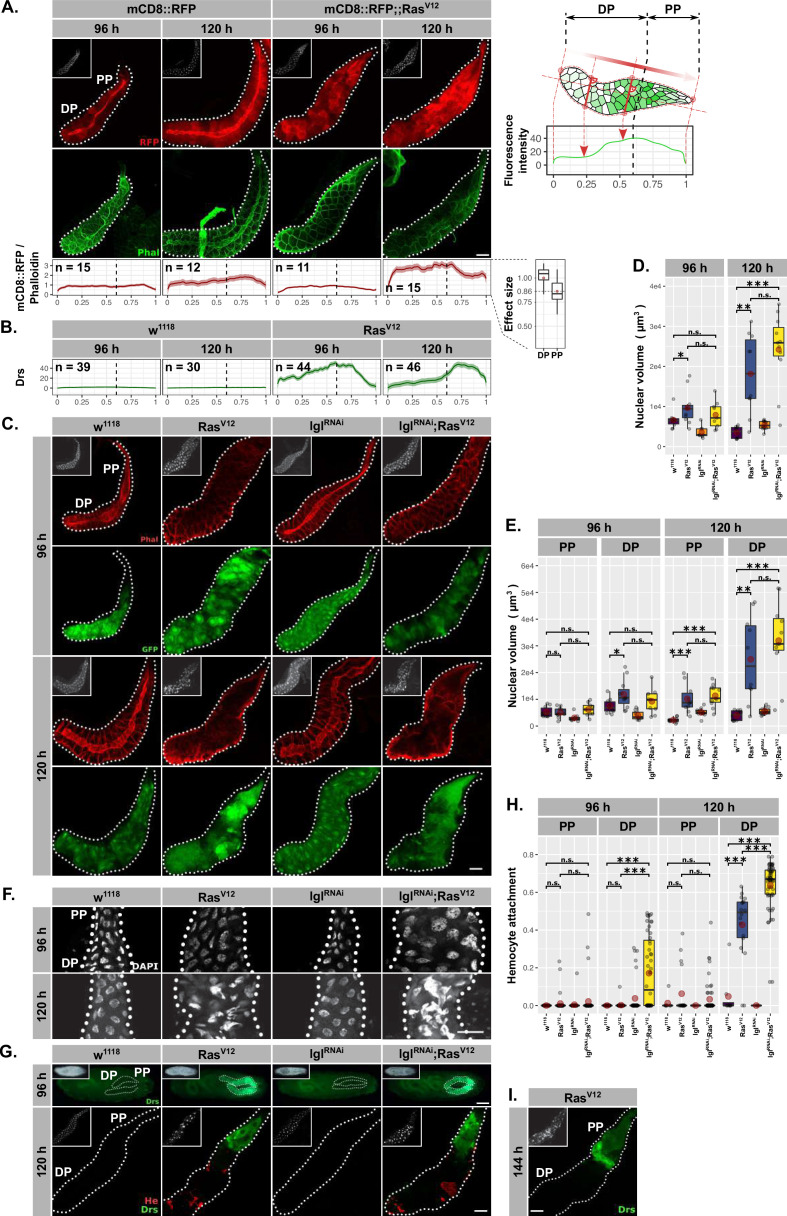
Homeostasis, local and cellular immune responses separate along the longitudinal axis of *Ras^V12^*-glands. (**A**) Right: Schematic representation of deployed algorithm to measure fluorescene signals along all vertical axis perpendicular to the glands longitudinal axis. Left: *mCD8::RFP;;Ras^V12^*- and *mCD8::RFP*-control glands stained with Phalloidin (green) to assess *Bx^MS1096^* driven, Phalloidin-normalized RFP-expression at 96 hr and 120 hr after egg deposition (AED) along the longitudinal gland axis (bottom). Signals averaged across n=x glands showed 86% of the signal intensity in proximal part (PP) compared to distal part (DP; right). (**B**) DrsGFP-reporter intensities along the longitudinal gland axis in *Ras^V12^*- and *w^1118^*-control glands at 96 hr and 120 hr AED. (**C**) GFP (green) expression to validate continued *Bx^MS1096^*-driven expression at 96 hr and 120 hr AED in both gland parts across all genotypes and Phalloidin (red) staining to trace tissue integrity. (**D**) Volume of DAPI-stained nuclei derived from SG z-stacks and averaged per gland. (**E**) Nuclear volume separated per gland into DP and PP. (**F**) SG nuclei stained with DAPI (white) to indicate nuclear size and disintegration. (**G**) Upper: Whole larvae carrying DrsGFP reporter (green). Lower: SGs with DrsGFP reporter signal (green) and stained hemocytes (anti-Hemese, red). (**H**) Attached hemocytes quantified as *ln(Hemese-area)/ln(SG-area)* separated for DP and PP. (**I**) DrsGFP-reporter signal in *Ras^V12^*-glands at 144 hr AED. Insets: (A Left, C, G Lower, I) DAPI, (G Upper) brightfield. Scalebars: (**A, C, F, G** Lower) 100 µm, (**G** Upper) 500 µm. Boxplots in (D-E, H): lower/upper hinges indicate 1st/3rd quartiles, whisker lengths equal 1.5*IQR, red circle and bar represent mean and median. Significance evaluated by Student's t-tests (***p*<0.001*, **p*<0.01*, *p*<0.05, n.s.* p*≥0.05).* (C-D.,F-G.) *w^1118^* and *Ras^V12^* data reused from Figure 1. (**E**) Separated nuclei measurements based on data in (**D**). (**H**) Separated hemocyte attachment measurements based on data in Figure 1F.

At 96 hr AED, *Ras^V12^*-expressing SG cells retained most of their normal morphology compared to *w^1118^*-control glands. However, their integrity and polarity were severely disrupted at 120 hr AED (Figure 1A; Figure 1—figure supplement 1C). Nuclei of *Ras^V12^*-glands showed a continuous increase in volume at 96 hr and 120 hr AED (1.33 fold compared to *w^1118^* controls at 96 hr AED; 5.66 fold at 120 hr AED; Figure 1C) and signs of nuclear disintegration at 120 hr AED implying the induction of programmed cell death (PCD; Figure 1B). Both loss of cell integrity and nuclear disintegration coincided temporarily (Figure 1A–B) and were exacerbated upon coexpression of *l(2)gl^RNAi^* (Figure 1—figure supplement 1C–F). These results confirm our previous findings and demonstrate that continuous growth signaling in larval SGs leads to increased organ size accompanied with additional endocycles at 96 hr AED, both hallmarks of compensatory hypertrophy (Tamori and Deng, 2014). Furthermore, the additional, *Ras^V12^*-induced endoreplications without obvious effect on tissue integrity imply an adaptability to excess growth signaling, whereas the subsequent collapse of nuclear integrity and cellular polarity at 120 hr AED delineate its limitations.

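For each genotype, 3 replicates of 30 pairs of complete salivary glands were dissected at 96 hr AED, and poly(A)-selected RNA was sequenced as paired-end reads. The authors assigned the reads to annotated transcripts with kallisto and deposited, for each replicate, the estimated counts per transcript without normalization. The total of the estimated counts was between 27584224 and 35658020 in the w1118-replicates (median 28524084) and between 33240912 and 36122132 in the RasV12-replicates (median 36025644). In the shallowest of these libraries, 3 counts, taken here as the detection floor, corresponded to 0.109 counts per 1000000 (CPM), a limit that covers counting error only. The 20 genes with the highest counts took between 39.9% and 47.4% of the counts in w1118-glands, but between 21.8% and 24.2% in RasV12-glands. For the comparison, the counts of all transcripts of a gene were summed, rounded and normalized by edgeR's TMM method, and the genes passing a minimum count of 10 in edgeR's filter were tested, which left 9012 genes. The paper writes its limits as log2(beta) of at least 1 and a q-value of at most 0.05. If beta is on a natural log scale, which the paper's text does not state, its limit corresponds to a fold change of e. Here, differentially expressed genes had a log2 fold change of at least 1 in either direction and an adjusted p of at most 0.05. The p came from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By these limits, 1020 genes were higher and 810 genes were lower in RasV12-glands than in w1118-glands. By the adjusted p alone, 2325 genes were higher and 2078 lower, and 5009 genes had an unadjusted p under 0.05. Of 6 fat body genes, 6 were lower in RasV12-glands (median log2 fold change -1.5). Whether unequal amounts of fat body tissue in the libraries account for part of the genes lower was not tested. The 3 RasV12-replicates did not overlap with the 3 w1118-replicates for 57.3% of all tested genes, where chance gives 10%. Replicates that share a number in their titles were weakly related across genes (mean Pearson's r of 0.16 between residuals, with genes not being independent), and with the replicate number added to the model 1018 genes were higher and 793 lower. The deposited labels also end in a number whose meaning the paper's text does not give and which was treated here as a possible batch, and RasV12-replicates 2 and 3 share it with all w1118-replicates. With RasV12-replicate 1 left out, so that only libraries with this shared number were compared, 946 genes were higher and 685 lower. Among the alternatives, the number of genes higher changed most in a limma-trend fit on log2(TPM + 0.1), to 2426, with 201 lower, and the number lower in the same fit on log2(TPM + 1), to 117, with 1709 higher. The TPM of these fits were not TMM-normalized. Some of the largest changes were in genes at or below the floor in every replicate of a genotype. Compared to the floor in w1118-glands, CG13215 was at least 45.9-fold higher in RasV12-glands, CG16978 at least 20.8-fold and Obp50e at least 13.0-fold. In the opposite direction, CG12934 was at least 116-fold lower in RasV12-glands, CG9826 at least 72.0-fold and CG46303 at least 14.9-fold.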

To characterize the mechanisms involved in the early phase of SG growth adaptation at 96 hr AED, we performed total RNA sequencing of complete *Ras^V12^*-expressing and *w^1118^*-control SGs dissected at 96 hr AED prior to cellular and nuclear disintegration. The most significantly upregulated gene in *Ras^V12^*-glands compared to their *w^1118^*-counterpart was Ras85D itself (q-value = 6.51⋅10^−282^), which validates the experimental set-up (Figure 1D). 

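Ras85D (FBgn0003205) lies on the minus strand of chromosome arm 3R of dm6, from 9510561 to 9513067. Because the estimated counts are assigned to the transcripts of the endogenous gene, reads of the RasV12-transgene are included in its count. The normalized count of Ras85D was 63.9 ± 10.5 CPM in w1118-glands (SD, n = 3) and 3110 ± 344 CPM in RasV12-glands (SD, n = 3). This corresponds to a log2 fold change of 5.61 with a standard error of 0.17 and an adjusted p of 2.79e-09 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every RasV12-replicate was above every w1118-replicate. With the replicate number in the model, the log2 fold change was again 5.61 with an adjusted p of 4.41e-08 from edgeR's quasi-likelihood test. Ordered by p, Ras85D was the second of the 1020 genes higher in RasV12-glands, behind CG6293, and it had rank 33 when they were ordered by fold change. With DESeq2's Wald test in place of edgeR's test, Ras85D had rank 1 by p.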

The most differentially expressed gene in turn was the AMP Drs, which indicates the activation of a local immune response in *Ras^V12^*-glands. 

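Drs (FBgn0283461) occupies positions 3369556 to 3369942 on the plus strand of chromosome arm 3L and consists of 1 exon. Its normalized count was 6.25 ± 5.87 CPM in w1118-glands and 1530 ± 237 CPM in RasV12-glands (SD, n = 3 each). The log2 fold change was 7.97 (standard error 0.62) with an adjusted p of 1.53e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 8.08 with an adjusted p of 8.44e-06 when the replicate number was part of the edgeR model. All RasV12-replicates exceeded all w1118-replicates. By fold change, Drs had rank 6 among the genes higher in RasV12-glands, and by the difference in mean CPM it had rank 17. Of the 5 genes above it by fold change, 4 were at or below the floor in every w1118-replicate, so that their fold change is not determined, and with these bounded against the floor, an order chosen after the values were seen, Drs had rank 2. In both limma-trend fits on log-transformed TPM, it had rank 1 by fold change. It had a lower rank in the fit of transcripts, and ranks from 4 to 10 over the fits that left out a replicate. From the expression of Drs, the paper reasons that a local immune response is active in RasV12-glands.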

To evaluate this further, we employed a GFP reporter for Drs and observed strong induction in *Ras^V12^*-glands, but not in any other larval tissue (Figure 1E; Figure 1—figure supplement 1B,G,I; Ferrandon et al., 1998). At 96 hr AED, the entire secretory epithelium of the SG expressed Drs with a strong tendency for increased induction in the proximal part (PP) closest to the duct (Figure 1—figure supplement 1B,G). At 120 hr AED Drs was almost exclusively expressed in the PP, an expression pattern that persisted until *Ras^V12^*-expressing larvae belatedly puparate (Figure 1E; Figure 1—figure supplement 1B,G,I). To rule out artifacts derived from driver related unequal expression across the SG epithelium, we measured *Bx^MS1096^*-driven RFP-expression across the longitudinal gland axis at 96 hr and 120 hr AED and normalized the acquired signal with driver-independent Phalloidin-fluorescence (Figure 1—figure supplement 1A; see ‘Materials and methods’). The average Drs-reporter signal already peaks at 96 hr AED in the middle of the gland epithelium, while *Bx^MS1096^*-driven expression increases further until 120 hr AED. Hence, while *Bx^MS1096^*-driven expression of *Ras^V12^* is crucial for activating Drs-expression, both are not qualitatively correlated (Figure 1—figure supplement 1A–B). In order to assess whether hemocytes were recruited as part of a parallel, cellular immune response, we stained glands with an antibody against the pan-hemocyte-marker Hemese. While *Ras^V12^*-glands were completely devoid of hemocytes at 96 hr AED, at 120 hr AED they were recruited to the gland surface. However, hemocyte attachment was restricted to the distal, non-Drs expressing part (DP), rendering Drs expression and hemocyte attachment across the gland epithelium mutually exclusive (Figure 1E–F). Coexpression of *l(2)gl^RNAi^* elevated the level of recruited hemocytes at 120 hr AED and pre-empted this recruitment to the DP already at 96 hr AED (Figure 1—figure supplement 1G–H).

We next investigated whether the change in nuclear volume as a marker for growth adaptation follows a similar proximal-distal-divide as Drs-expression and hemocyte attachment (Figure 1—figure supplement 1E). Nuclei in the DP of the SG at 96 hr AED showed a moderate volume increase upon *Ras^V12^*-expression compared to distal *w^1118^*-control nuclei. However, after 120 hr AED distal nuclei had undergone a drastic increase in nuclear volume (6.28 fold compared to distal *w^1118^*-control nuclei) while nuclei in the PP of the SG displayed only a moderate increase in size compared to *w^1118^*-control nuclei, that did not increase over time. This indicates that nuclei in the DP of *Ras^V12^*-glands undergo more rounds of endoreplication than their proximal counterparts coinciding with the decline of Drs-expression and an increase in hemocyte attachment in this part. Moreover, this difference also explains the marginal reduction in *Bx^MS1096^*-driven expression from DP to PP (Figure 1—figure supplement 1A; PP shows 86% of DP-expression level).

### Dorsal-dependent Drs expression is part of a genuine tissue-autonomous immune response

As barrier epithelia, the lumen of the SG forms part of a continuum with the exterior, exposing them to extrinsic stimuli including nutritional cues and pathogens (Andrew et al., 2000). Since systemic infection can modulate tissue growth, we sought to clarify whether the observed local immune response in the gland epithelium fulfills the criteria of a genuine tissue-autonomous immune response or was rather embedded in a wider systemic immune response (Germani et al., 2018). Therefore, we eradicated the majority of putative systemic infections, food-derived signals and pathogens or bacterial contamination by raising larvae with *Ras^V12^*-glands under sterile conditions, on minimal medium or by bleaching embryos (Figure 2—figure supplement 1A–A’’; Shaukat et al., 2015; Kenmoku et al., 2017; Asri et al., 2019). None of these changes diminished the Drs expression, strongly indicating that Drs is indeed induced in a *bona fide* tissue-autonomous manner as a response to *Ras^V12^*-dependent hypertrophic growth (Figure 2—figure supplement 1A–A’’; Colombani et al., 2005; Mirth et al., 2014).

We further sought to identify the upstream factors controlling Drs expression. The homeobox-like transcription factor Caudal is necessary for Drs expression in the female reproductive organs and the adult SG (Ferrandon et al., 1998; Ryu et al., 2004; Han et al., 2004). However, RNAi-lines directed against Caudal or its canonical interaction partner, Drifter (dfr / vvl), did not reduce Drs expression in *Ras^V12^*-glands indicating that the regulation of Drs expression as part of the tissue-autonomous immune response is clearly different from its counterpart in the adult SG (Figure 2—figure supplement 2A; Junell et al., 2010).

In order to evaluate whether either Toll- or – as is the case for local infections – imd-signaling plays a role in Drs expression, we used the reproducible fluorescence pattern of the Drs-GFP reporter at 96 hr AED to assay RNAi-lines directed against canonical components of both pathways in *Ras^V12^*-glands (Figure 2A; see ‘Materials and methods’ for scored phenotypes; Ferrandon et al., 1998; Tzou et al., 2000; Takehana et al., 2004; Wagner et al., 2009). Of the 11 tested RNAi-lines, most of which were previously published to cause phenotypes, only one targeting the NFκB-transcription factor Dorsal (dl) significantly reduced the fluorescence signal of the Drs-reporter (Figure 2A; Supplementary file 3). However, Drs expression is completely independent of the upstream modules of the two classical *Drosophila* immune pathways, Toll and imd.

**Figure 2.**
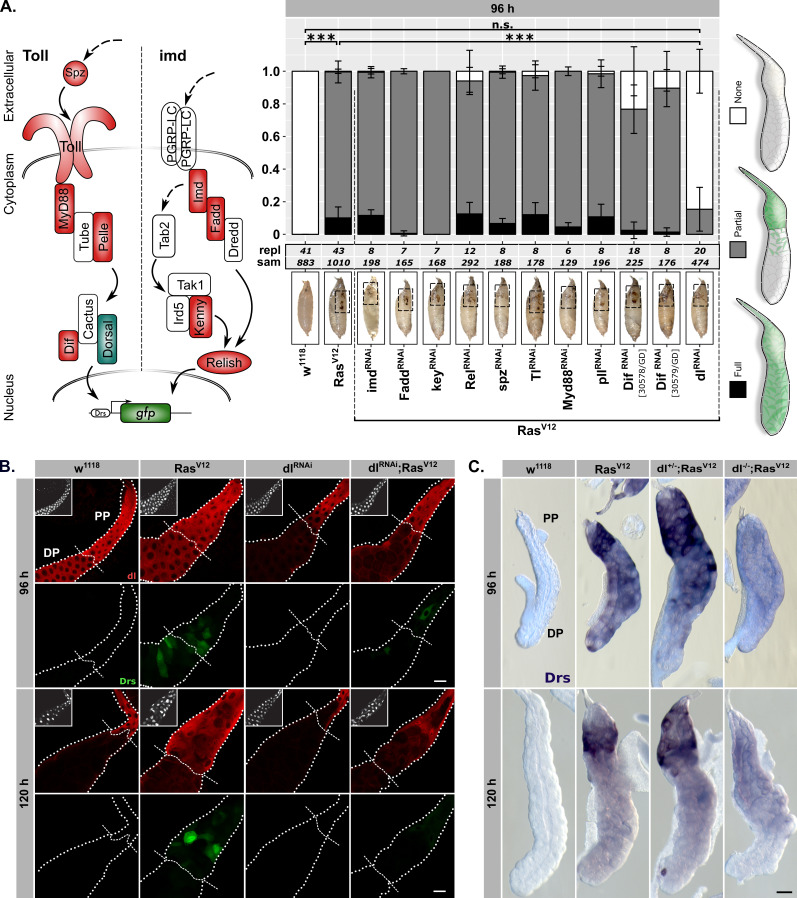
Drs expression is part of a genuine tissue-autonomous immune response. (**A**) Semi quantitative DrsGFP reporter assay to identify upstream effectors of Drs expression by RNAi in *Ras^V12^*-glands. Schematic representation (left) of the Toll-/imd-pathways showing components with (green) and without an effect (red). The three distinguished phenotypes (right) were scored per replicate, means and standard deviations plotted (middle) and p-values for ‘None’-phenotype calculated via Dunn’s test based on Kruskal-Wallis rank sum test (***p*<0.001*, *n.s. p≥0.05)*. Monitoring melanization in pupae (insets) confirmed *Ras^V12^*-expression to avoid false positives (Hauling et al., 2014). (**B**) dl staining (red) and DrsGFP signal (green) in *Ras^V12^*-glands with and without dl-knock-down. Dashed lines added to aid separating proximal part (PP) from distal part (DP). (**C**) In-situ hybridization for endogenous Drs in *Ras^V12^*-glands hetero- or homozygous mutant for dl (*dl^15^*). Insets: (**B**) DAPI. Scalebars: (**B–C**) 100 μm.

**Figure 2—figure supplement 1.**
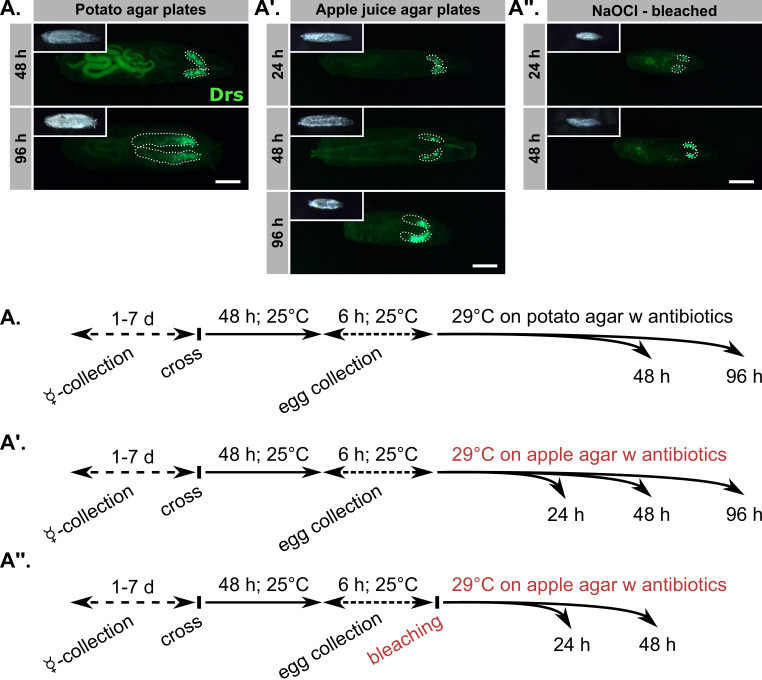
Drs expressed in a *bona fide,* tissue-autonomous, *Ras^V12^*-dependent manner. Larvae with *Ras^V12^*-glands and DrsGFP reporter (green). (**A**) raised on plates with standard potatomash/molasses medium including stringent antibiotics cocktail, (**A’**) transferred immediately after hatching to germ- and yeast-extract free apple-agar supplemented with antibiotics or (**A’’**) after egg dechorionization were raised on sterile apple-agar including antibiotics. Scalebars: (**A-A’’**. Upper) 500 µm.

**Figure 2—figure supplement 2.**
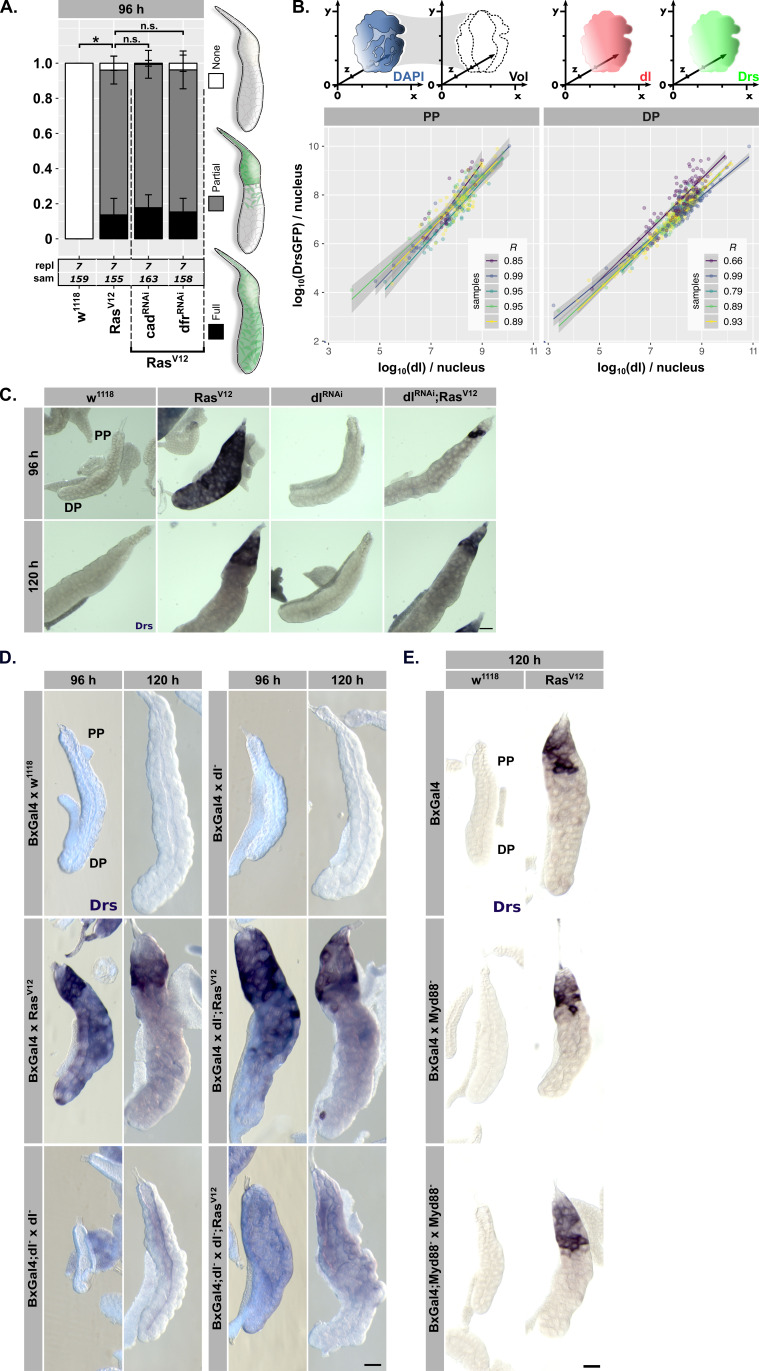
Drs expression in *Ras^V12^*-glands is dorsal-dependent. (**A**) DrsGFP reporter assay with RNAi constructs against Caudal and Drifter in *Ras^V12^*-glands. Sketched phenotypes (right) were scored, their mean and standard deviations plotted. Dunn’s test performed to evaluate significant differences in distribution of ‘None’-phenotype (*p*<0.05*, *n.s. p≥0.05)*. (**B**) Upper: Schematic representation of the correlation assay. DAPI-signal defines nuclei location and volume used to subsequently accumulate fluorescence signals from nuclear DrsGFP-reporter and dl-staining. Lower: Scatterplot of associated dl- and Drs-signals per nucleus in proximal part (PP) or distal part (DP) across five glands at 96 hr after egg deposition (AED). Pearson correlation coefficient shown for all five samples. Lines with confidence intervals indicate linear regression for Drs- as a function of dl-signal per sample and gland compartment. (**C**) Endogenous Drs mRNA detected by in-situ hybridization in *Ras^V12^*-glands with or without knocking down dl. (**D**) Complete set of experimental genotypes for Drs in-situ hybridization as shown in Figure 2C. including additional controls. (**E**) Drs in situ hybridization in 120-hr-old *Ras^V12^*- and control-glands hetero- or homozygous mutant for Myd88 (*Myd88^KG03447^*). Scalebars: (**C**) 100 µm.

**Figure 2—figure supplement 3.**
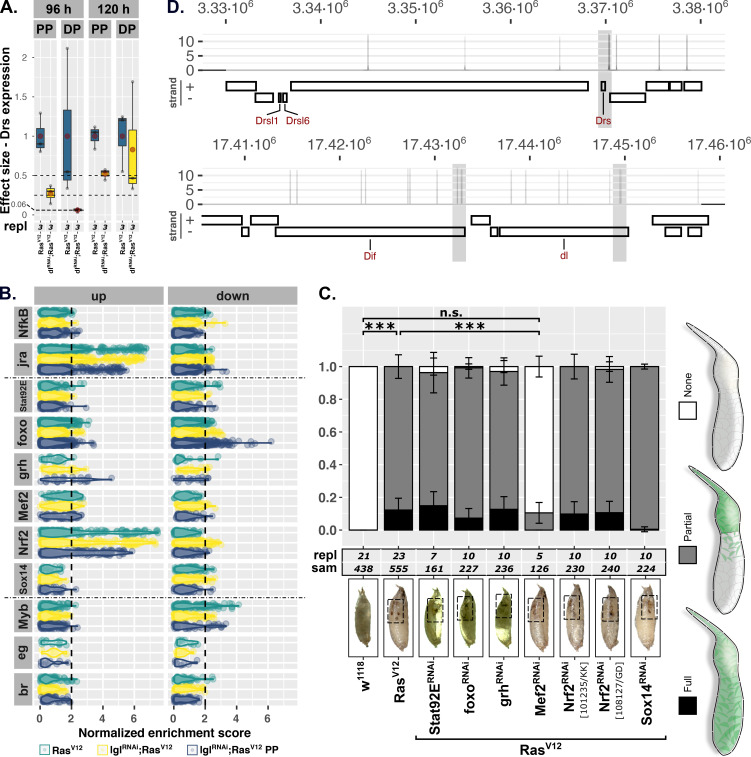
Mef2 contributes to Drs expression in *Ras^V12^*-glands. (**A**) Effect sizes of *dl^RNAi^*-knock-down on Drs-expression in proximal part (PP) and distal part (DP) compartments of and compared to *Ras^V12^*-glands at 96 and 120 hr after egg deposition (AED). Mean of Drs-expression in *Ras^V12^*-glands was set to '1’. Boxplots: lower/upper hinges indicate 1st/3rd quartiles, whisker lengths equal 1.5*IQR, red circle and bar represent mean and median. (**B**) Transcription factor binding site analysis in up- and down-regulated genesets of *Ras^V12^*-, *lgl^RNAi^;Ras^V12^*-, and *lgl^RNAi^;Ras^V12^*-PP samples. Normalized enrichment scores represent statistical overrepresentation (NES >2) of transcription-factor-binding motifs in the six screened genesets. Cis-BP-derived motifs were sorted into the displayed transcription factor groups. NFκB- and jra- as well as Myb-, eg-, and br-motif groups were included as positive and negative examples. (**C**) DrsGFP-reporter-based assay including screened RNAi-lines targeting transcription factors identified in binding site analysis. three different phenotypes were scored (right) per genotype and their mean and standard deviation plotted. Dunn’s post-hoc test conducted on ‘None’-phenotype to validate significant differences (***p*<0.001*, *n.s.* p*≥0.05)*. To avoid false positives, melanization was monitored in pupae (insets) to confirm *Ras^V12^*-expression (Hauling et al., 2014). (**D**) Wider Drs-locus on ‘3L’- and ‘Dif/dl’-locus on ‘2L’-chromosome shown including outlines for gene loci encoded on plus and minus strands. Log-transformed motif scores are represented as a function of the motif’s location along the respective gene loci.

The dl-Drs-relationship in *Ras^V12^*-glands was further confirmed by the strong correlation of nuclear signals between dl-immunofluorescence and Drs-reporter intensities across PP and DP at 96 hr AED (Figure 2—figure supplement 2B; see ‘Materials and methods’). Moreover, at 96 hr AED dl was present in the entire secretory epithelium of both *Ras^V12^*- and *w^1118^*-control glands. In contrast, at 120 hr AED its expression was solely confined to the PP (Figure 2B). This overlapped with the Drs-mRNA expression as determined by in situ hybridization (ISH; Figure 2—figure supplement 2C). Furthermore, both SG-specific knock-down or whole organism homozygous knock-out (*dl^15^*) of dl abolished the majority of Drs-expression in the DP of the gland at 96 hr AED and reduced it in the PP at both time points (Figure 2A–C; Figure 2—figure supplement 2C–D). On the contrary, *Ras^V12^*-glands hetero- or homozygous mutant for Myd88 (*Myd88^KG03447^*) do not exhibit abolished Drs-mRNA-expression at 120 hr AED in line with our results from the reporter assay (Figure 2—figure supplement 2E).

To assess the extent to which Drs relies on dl for its expression, we measured the effect size on Drs expression of the employed *dl^RNAi^*-construct in *Ras^V12^*-glands (Figure 2—figure supplement 3A). A reduction of Drs-expression to 6% in the DP of 96-hr-old *dl^RNAi^;Ras^V12^*- compared to *Ras^V12^*-glands indicates not only a strong reliance for Drs on dl in this part at 96 hr, but also a high efficiency of the *dl^RNAi^*-construct. However, a less pronounced decrease of Drs-expression in the PP at 96 hr and 120 hr AED to 27% and 52% upon *dl^RNAi^*-coexpression implies the presence of additional Drs-regulating factors. Putative candidates for this Drs-regulating role were identified by screening transcription factor binding sites amongst the up- and downregulated genes in *Ras^V12^*-glands and all other acquired transcriptomes (Figure 2—figure supplement 3B; see Figure 3 for *lgl^RNAi^;Ras^V12^*, *lgl^RNAi^;Ras^V12^* – PP). 

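The gene sets that entered this screen were limited by the paper to a q-value under 0.001. At an adjusted p under 0.001 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with the same limit on the fold change, 759 genes were higher and 400 lower in RasV12-glands than in w1118-glands. The corresponding sets held 803 and 372 genes for entire lglRNAi;RasV12-glands, and 1081 and 670 genes for their proximal part (PP). A model with the replicate number gave 744 and 424 genes in RasV12-glands, 769 and 379 in lglRNAi;RasV12-glands and 1051 and 674 in the PP (mean Pearson's r between residuals of same-numbered replicates 0.16, 0.20 and -0.10 across genes, which are not independent). The enrichment of binding motifs in these sets was not analysed here. Of 15 transcription factor genes that the paper names, 13 passed the filter on low counts. The expression of Mef2 (FBgn0011656) fell from 255 ± 15.1 CPM in w1118-glands to 140 ± 13.1 CPM in RasV12-glands, to 80.6 ± 16.9 CPM in lglRNAi;RasV12-glands and to 54.3 ± 5.17 CPM in the PP (SD, n = 3 each). Its log2 fold change against w1118-glands was -0.87 (adjusted p 0.000354) in RasV12-glands, -1.66 (adjusted p 2.94e-06) in lglRNAi;RasV12-glands and -2.23 (adjusted p 2.83e-07) in the PP, from edgeR's quasi-likelihood test, and -0.86 (adjusted p 0.000436), -1.67 (adjusted p 7.81e-06) and -2.23 (adjusted p 1.2e-06) with the replicate number in the model. The lowering in RasV12-glands depended on the setting, with a log2 fold change of -0.44 with library size in place of TMM (adjusted p 0.0244 from edgeR) and -0.18 in the limma-trend fit on log2(TPM + 1) (adjusted p 0.347). The TPM of this fit were not TMM-normalized either. In lglRNAi;RasV12-glands, Mef2 no longer passed the limits in 2 of 11 alternatives, with log2 fold changes up to -0.9. Dif, Jra, Rel and Sox14 were differentially upregulated in all 3 comparisons to w1118-glands, and dl in lglRNAi;RasV12-glands only, with log2 fold changes of 0.88 in RasV12-glands, 1.38 in lglRNAi;RasV12-glands and 0.91 in the PP, although dl passed in RasV12-glands under 4 of 11 alternatives (up to 1.60) and in the PP under 4 (up to 1.50). With the replicate number in the model, dl had 0.90 in RasV12-glands (adjusted p 0.000137) and 0.94 in the PP (adjusted p 6.98e-05) from edgeR's quasi-likelihood test. It was thus higher there by the adjusted p and missed only the limit on the fold change. Grh and vvl were lower in RasV12-glands by the same limits, and only vvl with the replicate number in the model, which left the other calls of these genes as they were.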

Of the six identified candidates, only one RNAi-line targeting the transcription factor Mef2 significantly reduces the expression of Drs as assayed by DrsGFP-reporter signal at 96 hr AED (Figure 2—figure supplement 3C). This is further emphasised by clusters of putative Mef2-binding sites just downstream of the *Drs*-locus and in the 5’-ends of the *Dif*- and *dl*-loci, implying both direct and indirect regulatory potential on Drs-expression (Figure 2—figure supplement 3D).

**Figure 3.**
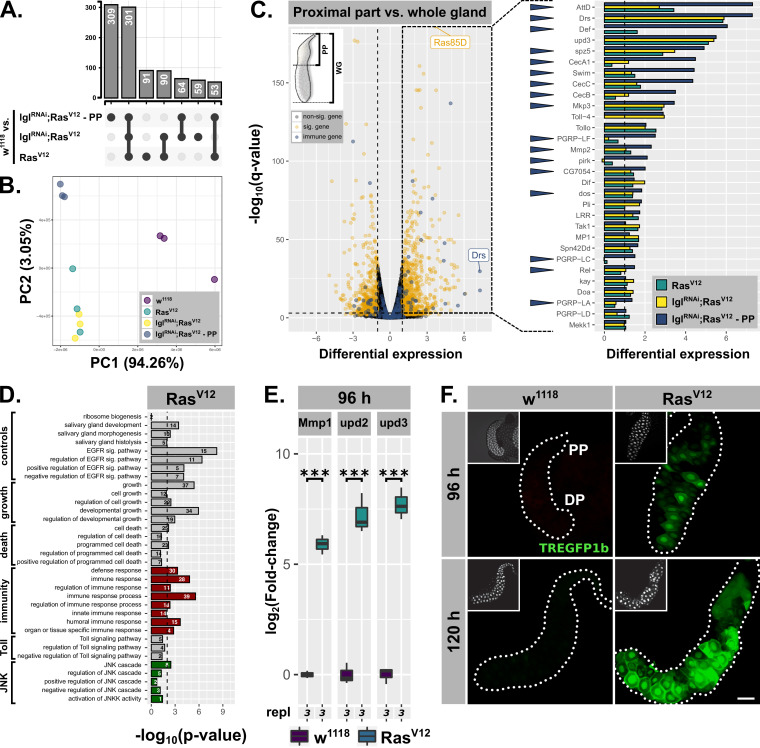
Hypertrophic *Ras^V12^*-glands induce parallel immune and stress responses. (**A**) Common and specific genesets significantly upregulated (*log2(beta) ≥1; q-value ≤0.05*) in either *Ras^V12^*, *lgl^RNAi^;Ras^V12^*, or *lgl^RNAi^;Ras^V12^*-PP compared to *w^1118^*-glands. (**B**) PCA including all transcriptome replicates of all sequenced genotypes. (**C**) Left: Comparative transcriptome analysis between proximal part (PP) of *lgl^RNAi^;Ras^V12^*- and entire *w^1118^*-glands. Significantly differentially expressed genes (*log2(beta) ≥1; q-value ≤0.05)* and genes belonging to GO-term ‘immune response’ (GO:0006955) highlighted in yellow and blue. Right: Gene expression in *Ras^V12^*, *lgl^RNAi^;Ras^V12^* or *lgl^RNAi^;Ras^V12^*-PP compared to *w^1118^*-glands for immune genes significantly upregulated in the PP. Blue arrows indicate strongest expression in the PP for the indicated genes between all three groups. Missing bars indicate absence of expression values in the RNAseq data. (**D**) GO term enrichment among significantly upregulated genes in *Ras^V12^*-glands including terms related to activation of JNK (green) and immune responses (red). Numbers in bars indicate amount of upregulated genes belonging to associated GO term. (**E**) qPCR results for canonical JNK target genes (*log2*-transformed, fold-change over *Rpl32*) at 96 hr after egg deposition (AED). Lower/upper hinges of boxplots indicate 1st/3rd quartiles, whisker lengths equal 1.5*IQR and bar represents median. Significance evaluated by Student's t-tests (***p*<0.001*). (**F**) TREGFP1b reporter (green) signal in *Ras^V12^*- and control-glands at 96 hr and 120 hr AED. Scalebar: 100 µm.

**Figure 3—figure supplement 1.**
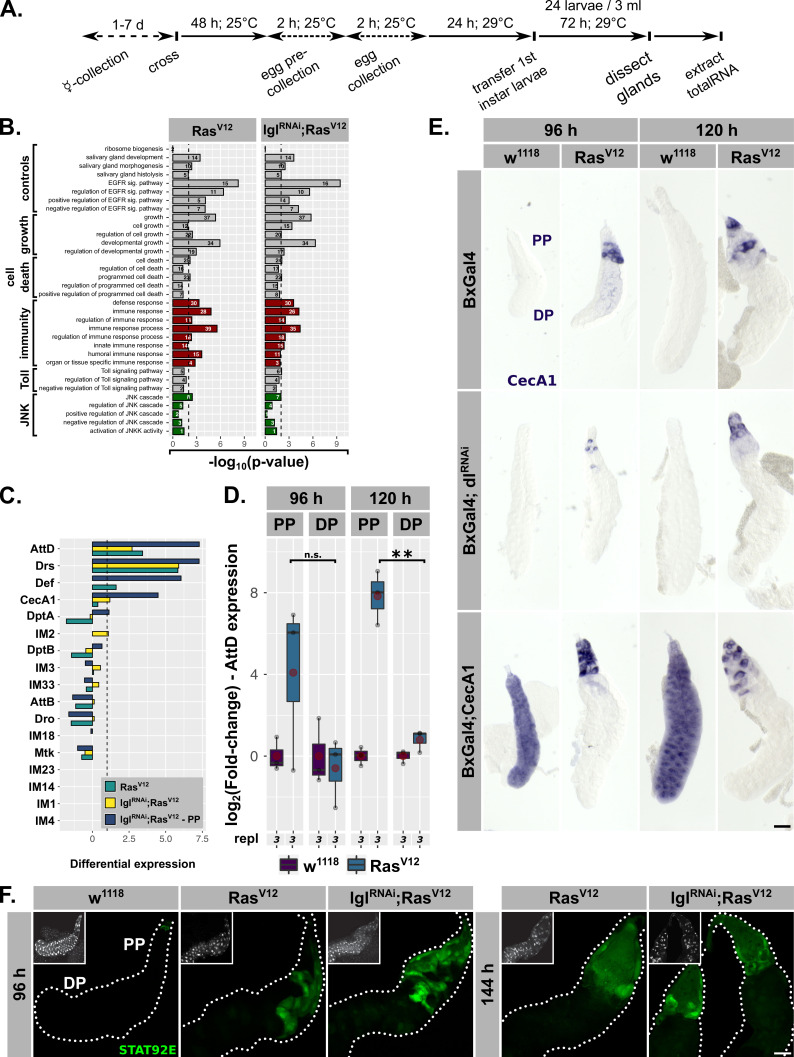
Drs is the only AMP detected to be expressed in the distal part of *Ras^V12^*-glands until 96 hr. (**A**) Schematic overview of protocol for preparing tissues analyzed by RNAseq. (**B**) Comparative GO term enrichment analysis for genes significantly upregulated in either *Ras^V12^*- or *lgl^RNAi^;Ras^V12^*-glands. Terms associated with activation of JNK (green) or immune response (red) are highlighted. GO terms for *Ras^V12^* also shown in Figure 3D. (**C**) Expression of AMP genes in *Ras^V12^*, *lgl^RNAi^;Ras^V12^* or *lgl^RNAi^;Ras^V12^*-PP- in comparison to *w^1118^*-samples. Missing bars indicate absence of expression values in the RNAseq data. (**D**) AttD gene expression as determined by qPCR in separated proximal part (PP) and distal part (DP) of *Ras^V12^*- and *w^1118^*-control glands at 96 hr and 120 hr after egg deposition (AED; *log2*-transformed, fold-change over *Rpl32*). Lower/upper hinges of boxplots indicate 1^st^/3^rd^ quartiles, whisker lengths equal 1.5*IQR, red circle and bar represent mean and median. Student's t-tests determine statistical significance (**p*<0.01*, *n.s. p≥0.05).* (**E**) *CecA1*-mRNA detected by in-situ hybridization in *Ras^V12^*- and *w^1118^*-control glands at 96 hr and 120 hr AED upon coexpression of either a *dl^RNAi^*-knock-down or a *CecA1*-overexpression construct. (**F**) *Ras^V12^*-, *lgl^RNAi^;Ras^V12^*- and *w^1118^*-control glands carrying the 10xStat92E-GFP reporter (green) at 96 hr and 144 hr AED (*w^1118^*-larvae pupate at 120 hr AED). Insets represent DAPI (white) staining. Scalebars: (**E–F**) 100 µm.

**Figure 3—figure supplement 2.**
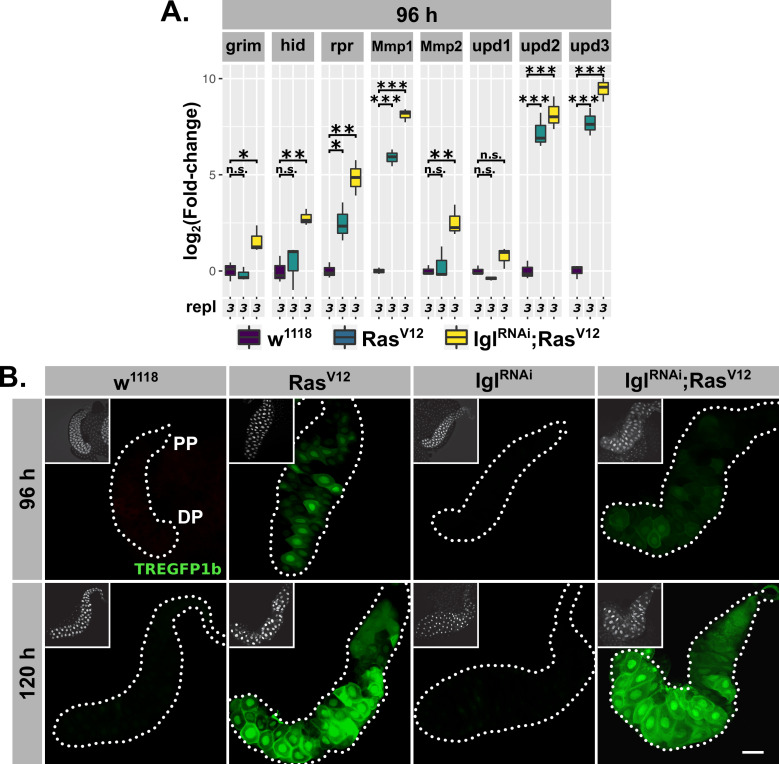
JNK-signaling is predominantly activated in the distal part of *Ras^V12^*-glands. (**A**) Gene expression for canonical target genes measured by qPCR (*log2*-transformed, fold-change over *Rpl32*). Lower/upper hinges of boxplots indicate 1st/3rd quartiles, whisker lengths equal 1.5*IQR and bar represents median. Significance evaluated by Student's t-tests (***p*<0.001*, **p*<0.01*, *p*<0.05, n.s.* p*≥0.05)*. Results for Mmp1, upd2 and upd3 in *Ras^V12^*- and *w^1118^*-glands also presented in Figure 3E. (**B**) Activation of TREGFP1b reporter (green) used to evaluate induction of JNK-signaling at 96 hr and 120 hr after egg deposition (AED). *Ras^V12^* and *w^1118^* images also presented in Figure 3F. Scalebar: 100 µm.

Together, our results indicate that the spatio-temporal dynamics of Drs expression are strongly correlated to the decrease in endogenous dl expression, independent of canonical Toll- and imd-signaling. While dl expression is *Ras^V12^*-independent, Drs is only expressed in the presence of dl during *Ras^V12^*-induced hypertrophy. Alongside dl, Mef2 regulates Drs-activation emphasising the notion of non-canonical activation of this immune effector even further.

### Hypertrophy in SGs induces parallel immune and stress responses

Between 96 hr and 120 hr AED, the decrease in Drs-expression (Figure 1E; Figure 2B–C) is correlated with deterioration of tissue integrity (Figure 1A–B) in the DP of hypertrophic *Ras^V12^*-glands. Thus, we hypothesized that the tissue-autonomous immune response revealed by Drs-expression aids in preventing the collapse of nuclear as well as cellular integrity until 96 hr AED in the DP and due to its prolonged expression in the PP until 120 hr AED and beyond (Figure 1—figure supplement 1I).

To identify possible targets and effector mechanisms of the immune response that buffer the detrimental effects of hypertrophic growth, we analyzed the transcriptome data acquired for the *w^1118^*-control and *Ras^V12^*-glands at 96 hr AED in further detail. 

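In lglRNAi;RasV12-glands, an RNAi construct against the polarity gene l(2)gl is expressed together with RasV12. At 96 hr AED, 3 replicates of 30 pairs of entire glands and 3 replicates of 60 pairs of isolated proximal parts (PP) were sequenced and processed like the RasV12-glands and w1118-glands. The estimated counts per library were between 30516609 and 48540724 (median 33750904) in entire lglRNAi;RasV12-glands and between 29532039 and 73043536 (median 31530137) in the PP, where replicate 2 was the deepest library of the study. The PP of w1118-glands was not analysed here, so that in each comparison of the PP to entire w1118-glands the genotype and the position along the gland change together. As a check of the design, l(2)gl (FBgn0002121; chromosome arm 2L of dm6, from 9839 to 21376) was measured in every library. Its normalized counts in replicates 1 to 3 were 156, 140 and 189 CPM in w1118-glands, 264, 244 and 286 CPM in RasV12-glands, 191, 148 and 162 CPM in lglRNAi;RasV12-glands, and 208, 282 and 242 CPM in the PP. Compared to RasV12-glands, l(2)gl was lower in lglRNAi;RasV12-glands, with a log2 fold change of -0.66 (standard error 0.14) and an adjusted p of 0.0132 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The PP, which carries the same construct, did not differ detectably from RasV12-glands (-0.12, adjusted p 0.54 from edgeR) and was above entire lglRNAi;RasV12-glands by 0.54 (adjusted p 0.0118 from edgeR), so that a lower level than in RasV12-glands was detectable in entire glands only. Compared to w1118-glands, it was not detectably changed in lglRNAi;RasV12-glands (log2 fold change 0.05, standard error 0.14, adjusted p 0.81 from edgeR's quasi-likelihood test), and it was higher in the PP by 0.59 on the log2 scale (adjusted p 0.00399 from edgeR). The value in lglRNAi;RasV12-glands against w1118-glands depended on the setting, and it was 0.45 with library size in place of TMM (adjusted p 0.0194 from edgeR) and 0.79 in the limma-trend fit on log2(TPM + 0.1) (adjusted p 0.000634). Neither of these fits used TMM. Ras85D had 2330 ± 255 CPM in lglRNAi;RasV12-glands and 2670 ± 234 CPM in the PP (SD, n = 3 each), log2 fold changes of 5.19 and 5.39 compared to w1118-glands. With the replicate number in the edgeR model, the log2 fold changes against w1118-glands were 0.05 (adjusted p 0.79) for l(2)gl and 5.20 (adjusted p 3.84e-08) for Ras85D in lglRNAi;RasV12-glands.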

In order to distinguish whether the differences between *Ras^V12^*- and *lgl^RNAi^;Ras^V12^*-glands (Figure 1—figure supplement 1C–H) are of quantitative or qualitative nature and to characterize the PP with its persistent dl and Drs expression in depth, we also profiled transcriptomes of entire *lgl^RNAi^;Ras^V12^*-glands and solely the PP of *lgl^RNAi^;Ras^V12^*-glands at 96 hr AED (Figure 3—figure supplement 1A; see ‘Materials and methods’).

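Against w1118-glands, 1088 genes were higher and 709 lower in entire lglRNAi;RasV12-glands, and 1413 genes were higher and 1017 lower in the PP, by the limits applied to the RasV12-glands above. Without the limit on the fold change, 2539 genes were higher and 2116 lower in lglRNAi;RasV12-glands, and 3017 genes were higher and 2267 lower in the PP. Of 6 fat body genes, 2 were lower in lglRNAi;RasV12-glands (median log2 fold change of the 6 genes -0.93) and 6 in the PP (median -2.81). A share of unequal fat body tissue in the genes lower was not tested. The replicates of the groups did not overlap for 58.9% of the tested genes in lglRNAi;RasV12-glands and for 64.4% in the PP, against 10% by chance. For lglRNAi;RasV12-glands and w1118-glands, the residuals of replicates with the same number had a mean Pearson's r of 0.20 across genes, which are not independent, and with the replicate number in the model 1085 genes were higher and 696 lower. All lglRNAi;RasV12-replicates carry a label number that none of the w1118-replicates carries, and the effect of this number could be seen only within the RasV12-glands, where replicate 1 carries the number of the lglRNAi;RasV12-replicates, while the PP-replicates carry 3 different numbers, with that of replicate 1 shared by the w1118-replicates. In the 1797 genes that differed between lglRNAi;RasV12-glands and w1118-glands, RasV12-replicate 1 departed from RasV12-replicates 2 and 3 by a median of 10.2% of that difference (quartiles 0% and 21.3%). Over the alternatives, the numbers of genes higher changed most in a limma-trend fit on log2(TPM + 0.1), to 2899 in lglRNAi;RasV12-glands and 2595 in the PP, and the numbers lower in the same fit on log2(TPM + 1), to 115 and 321. Among the genes with the largest fold change in lglRNAi;RasV12-glands were Cyp12d1-d, at least 33.4-fold higher than the floor in w1118-glands, CG16978 and Drs. CG16978 was at least 12.8-fold higher by its mean, with 3.1 CPM in replicate 1 and 0.894 and 0.84 CPM in replicates 2 and 3. In the opposite direction, CG14273 was at least 37.9-fold lower, Eig71Eg at least 16.0-fold lower and CG32073 fell by 7.85 on the log2 scale. In the PP, the largest increases were in AttD, Drs and CG16978, the last at least 23.1-fold above the floor, and the largest decreases in Eig71Eg (at least 17.6-fold), CG14273 (at least 41.9-fold) and Dscam4, which fell by 6.73 on the log2 scale.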

The sets of significant and differentially upregulated genes (i.e. *log2(beta) ≥1; q-value ≤0.05*) for all three conditions (i.e. *Ras^V12^* / *lgl^RNAi^;Ras^V12^* / *lgl^RNAi^;Ras^V12^*-PP each normalized to *w^1118^*-controls) were intersected to determine common and specific genesets (Figure 3A). 

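In total, 1803 genes were higher than in w1118-glands in at least 1 of the groups RasV12, lglRNAi;RasV12 and lglRNAi;RasV12-PP. Of these, 658 (36.5%) were shared by the 3 groups and 520 (28.8%) were found in the PP alone. The remaining sets were smaller, with 167 genes shared by RasV12-glands and lglRNAi;RasV12-glands, 157 by lglRNAi;RasV12-glands and the PP, and 78 by RasV12-glands and the PP, and with 117 genes in RasV12-glands alone and 106 in lglRNAi;RasV12-glands alone. The order of the largest pair of sets was the same under every alternative, although the set shared by the 3 groups grew most, to 1563 genes, in the limma-trend fit on log2(TPM + 0.1). With the replicate number in the model, the shared set held 655 genes and the PP set 515. Passing a limit in the PP and missing it in entire glands does not by itself show a difference between them, and the PP was therefore also compared directly to each group of entire glands. Of the 520 genes of the PP set, 287 were higher by the same limits in the PP than in entire lglRNAi;RasV12-glands and 293 than in RasV12-glands. By the adjusted p alone, these were 422 and 429 genes. The genes were chosen on the same libraries for passing in the PP and not in entire glands, so that a positive difference is expected from the choice itself. Of the 117 genes in RasV12-glands alone, 25 were directly lower in lglRNAi;RasV12-glands, and 12 of the 106 genes in lglRNAi;RasV12-glands alone were directly higher than in RasV12-glands.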

Notably, the two biggest genesets are differentially upregulated genes shared between all three conditions and genes specifically upregulated in the PP (Figure 3A). Furthermore, while all 6 *Ras^V12^*- and *lgl^RNAi^;Ras^V12^*-replicates are in close proximity along the first two principle components in the PCA, the sets of replicates for *w^1118^* and especially the PP are distant from the rest along PC2 emphasizing the distinctiveness of the PP compared to the rest of the gland (Figure 3B).

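A principal component analysis was computed on normalized counts that were not log-transformed. PC1 held 94.6% and PC2 2.89% of the variance. A few genes made up PC1, with Sgs3 contributing 57.6%, Sgs1 15.5% and Eig71Ee 13.5% of its squared loadings, whereas CG12310 contributed 24.5%, Arc1 12.3%, CG13947 10.0% and Drs 1.9% to PC2. Along PC2, the mean score was -284800 (SD 247300, n = 3) in RasV12-glands, -462300 (SD 91500, n = 3) in lglRNAi;RasV12-glands, 138900 (SD 174600, n = 3) in w1118-glands and 608300 (SD 54700, n = 3) in the PP. All PP-replicates lay above every other library on PC2, while w1118-replicate 1 (-62319) lay below RasV12-replicate 3 (-23872) and the other w1118-replicates lay between the PP and the other entire glands. On PC1, the w1118-replicates lay apart from the rest, with a mean score of 4098000 (SD 1620200) compared to -1150500 (SD 212900) in RasV12-glands, -1043000 (SD 141700) in lglRNAi;RasV12-glands and -1904500 (SD 116200) in the PP. The share of PC1 changed most with log-transformed CPM, to 47.11%, with 22.97% on PC2, and that of PC2 changed most without the 20 genes of highest count, to 29.36%, with 57.71% on PC1, and in both settings the PP again lay apart from all other libraries on PC2. With TPM in place of normalized counts, the PP was separate on PC1 and not on PC2. On log-transformed CPM, without the 20 genes and with TPM, all w1118-replicates were separate from the other entire glands on PC2, as seen in a comparison added after the main values were known.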

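The gene set behind this screen consisted of the 1413 genes higher in the PP than in entire w1118-glands. The assignment of genes to ontology terms was not analysed here, and the 30 immune genes that the paper displays in Figure 3C were followed instead. All 30 genes were quantified and passed the filter on low counts. All 30 were differentially upregulated in the PP, compared to 22 in RasV12-glands and 21 in entire lglRNAi;RasV12-glands. With the adjustment made over these 30 genes alone, 30 genes passed in the PP, 23 in RasV12-glands and 23 in lglRNAi;RasV12-glands, and with the adjustment over all genes the model with the replicate number gave 30, 23 and 21. Since the paper selected these genes by their increase in the PP on the same libraries, the full number in the PP carries no independent information.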

By screening for enriched gene ontology (GO) terms amongst the significantly upregulated genes in the PP of *lgl^RNAi^;Ras^V12^*-glands in comparison to the entire *w^1118^*-glands, we identified genes belonging to the GO-term ‘immune response’ (i.e. GO:0006955) as significantly enriched (Figure 3C; p-value=1.45⋅10^−4^). 

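Of the 30 immune genes of Figure 3C, 21 had their highest log2 fold change against w1118-glands in the PP, 6 in entire lglRNAi;RasV12-glands and 3 in RasV12-glands. The 21 included each of the 17 genes with a blue arrowhead and, in addition, upd3, Pli, Spn42Dd and Mekk1. A direct comparison of the PP to both groups of entire glands gave an adjusted p of at most 0.05 for 14 of the 21 genes, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 12 were at least 2-fold higher in the PP than in either group. Among the 17 genes with an arrowhead, 13 were differentially upregulated in the PP compared to entire lglRNAi;RasV12-glands and 13 compared to RasV12-glands. With the replicate number in the model, the number of genes highest in the PP was again 21, and with each replicate left out in turn it was between 19 and 23. Tak1 and MP1 were lower in the PP than in both groups of entire glands by the adjusted p, and for Tak1 the log2 fold change was -0.80 compared to lglRNAi;RasV12-glands and -0.75 compared to RasV12-glands.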

Detailed examination of the fold-enrichment of these genes across all three experimental groups (i.e. *Ras^V12^*, *lgl^RNAi^;Ras^V12^*, *lgl^RNAi^;Ras^V12^-PP*) showed a preferential expression in the PP, too (17 of 30 genes highest expressed in PP; blue arrowheads in Figure 3C). In addition, 5 of the top 20 upregulated genes in the PP belong to this GO-term as well. Thus, the Drs-expression we observed using reporter lines serves as a proxy for a more complex, tissue-autonomous immune response in hypertrophic glands, especially in the PP. 

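Ordered by the log2 fold change against w1118-glands, the top 20 genes in the PP contained 3 of the immune genes followed here, AttD at rank 1, Drs at rank 2 and Def at rank 5. Of these 20 genes, 11 were at or below the floor in every w1118-replicate, so that their fold changes and this order are not determined, and when they were bounded against the floor, a setting chosen after the values were seen, the top 20 genes held 7 immune genes, AttD, Drs, Def, upd3, spz5, CecA1 and Swim. With DESeq2's Wald test, 5 of the top 20 genes were among them, and with the limma-trend fit on log2(TPM + 0.1) 7. Def (FBgn0010385; chromosome arm 2R, from 10054178 to 10054576) had 24.3 ± 20.8 CPM in the PP (SD, n = 3) and was at or below the floor in every w1118-replicate, so that its increase is given as at least 193-fold. This bound is for the mean and depends on replicate 2, as PP-replicates 1 to 3 had 15, 48 and 9.76 CPM. The 17 other genes included several with low expression, such as CG16978 with 2.9 CPM and Obp50e with 1.32 CPM in the PP, both with 0 counts in w1118-glands, and highly expressed genes such as CG13946 with 950 CPM and ebony (e) with 496 CPM.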

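Among the genes higher than in w1118-glands, Drs had rank 3 by fold change in entire lglRNAi;RasV12-glands and rank 2 in the PP. Both genes above it in lglRNAi;RasV12-glands were at or below the floor in every w1118-replicate, and with such genes bounded against the floor, chosen after the values were seen, Drs had rank 1 there and again rank 2 in the PP. When the genes were ordered by p instead, the ranks of Drs were 144 in RasV12-glands, 154 in lglRNAi;RasV12-glands and 135 in the PP. By the difference in mean CPM, Drs had rank 18 in lglRNAi;RasV12-glands and rank 5 in the PP. Its log2 fold change was 8.08 (standard error 0.62, adjusted p 1.24e-06) in lglRNAi;RasV12-glands and 10.12 (standard error 0.67, adjusted p 2.79e-07) in the PP, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With the replicate number in the edgeR model, the values were 8.19 (adjusted p 6.67e-06) and 10.23 (adjusted p 1.93e-06). The rank by fold change varied from 2 to 5 in lglRNAi;RasV12-glands and from 1 to 6 in the PP over the fits that left out a replicate.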

Nonetheless, Drs itself remains one of the top significantly, differentially upregulated genes across all three conditions (Figure 1D; Figure 3C; not shown for *lgl^RNAi^;Ras^V12^*). In fact, Drs-expression in the PP compared to the two conditions for entire glands is even further increased, confirming the strong tendency for proximal over distal Drs-GFP reporter activation (Figure 1E; Figure 2B; Figure 3C). Moreover, AttD and Drs are the only two AMPs that showed considerable expression in the two groups involving whole gland samples (i.e. *Ras^V12^*, *lgl^RNAi^;Ras^V12^*). 

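The normalized count of Drs was 1650 ± 143 CPM in entire lglRNAi;RasV12-glands and 6820 ± 703 CPM in the PP (SD, n = 3 each). Compared directly, Drs was higher in the PP than in lglRNAi;RasV12-glands by 2.05 on the log2 scale (standard error 0.46, adjusted p 0.00521, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and than in RasV12-glands by 2.15 (standard error 0.46, adjusted p 0.00391, same test). All 3 PP-replicates were above all 6 replicates of entire glands. PP-replicates and lglRNAi;RasV12-replicates with the same number had a mean Pearson's r of -0.14 between residuals across genes, which are not independent, and with the replicate number in the edgeR model the log2 fold changes were 2.04 (adjusted p 0.00794) and 2.15 (adjusted p 0.00625). Entire lglRNAi;RasV12-glands and RasV12-glands did not differ detectably in Drs (log2 fold change 0.11, standard error 0.45, adjusted p 0.903 from edgeR). Over all genes, 740 were higher and 562 lower in the PP than in entire lglRNAi;RasV12-glands, or 724 and 536 with the replicate number in the model, and 784 were higher and 490 lower than in RasV12-glands.

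**Figure D1:**
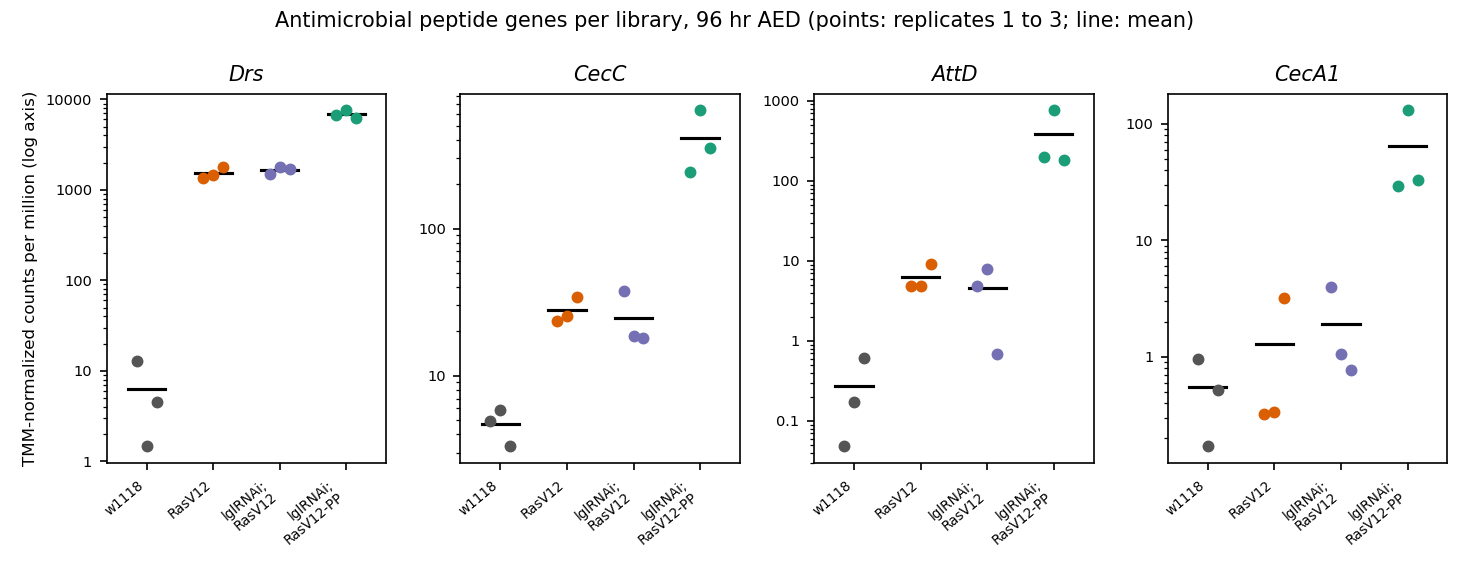
TMM-normalized counts (CPM) of Drs, CecC, AttD and CecA1 at 96 hr AED on logarithmic axes that differ between genes, with a point for each of the 3 replicates and a line for the mean of each group. Drs lies at means of 1530 and 1650 CPM in the RasV12-glands and entire lglRNAi;RasV12-glands and at 6820 CPM in the PP, and all 4 genes have their highest mean in the PP.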

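AttD (FBgn0038530; plus strand of chromosome arm 3R of dm6, from 17625268 to 17626086) had 0.276 ± 0.295 CPM in w1118-glands, 6.34 ± 2.47 CPM in RasV12-glands, 4.53 ± 3.68 CPM in lglRNAi;RasV12-glands and 381 ± 329 CPM in the PP (SD, n = 3 each). The log2 fold changes against w1118-glands were 4.52 (standard error 1.13, adjusted p 0.00603) in RasV12-glands, 4.05 (standard error 1.16, adjusted p 0.012) in lglRNAi;RasV12-glands and 10.43 (standard error 1.1, adjusted p 9.14e-06) in the PP, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the 17 AMP genes that the paper displays in Figure 3—figure supplement 1C, 12 passed the filter on low counts, and AttD and Drs were the differentially upregulated ones in both groups of entire glands. These are calls by fold change, whereas the paper writes of considerable expression. Adjustment over these AMP genes alone gave the same number, 2. When the model held the replicate number, AttD had 4.76 in RasV12-glands (adjusted p 0.00429) and 4.03 in lglRNAi;RasV12-glands (adjusted p 0.0118) from edgeR, and 3 of the genes passed in RasV12-glands and 2 in lglRNAi;RasV12-glands, while an adjusted p under 0.001 from edgeR left 1 in each. Among 11 other AMP genes, CecC (FBgn0000279), which the paper displays in Figure 3C, was also differentially upregulated in both groups, with 4.69 ± 1.27 CPM in w1118-glands, 27.8 ± 5.86 CPM in RasV12-glands and 24.8 ± 11.2 CPM in lglRNAi;RasV12-glands (SD, n = 3 each). For CecC, the log2 fold change was 2.56 (standard error 0.41, adjusted p 0.0003) in RasV12-glands and 2.40 (standard error 0.41, adjusted p 0.000441) in lglRNAi;RasV12-glands, from edgeR's quasi-likelihood test, and with the replicate number in the model 2.60 (adjusted p 0.000704) and 2.43 (adjusted p 0.00104). Reads can be shared between the Cecropin genes, and the sum of CecA1, CecA2, CecB and CecC was 29.8 ± 7.79 CPM in RasV12-glands compared to 5.7 ± 1.15 CPM in w1118-glands (SD, n = 3 each).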

Strong expression of particular genes in the PP might occur as expression throughout the whole gland samples. Therefore, we tested AttD expression separately in PP and DP, which showed almost exclusive AttD-expression in the PP at 96 hr and 120 hr AED (Figure 3—figure supplement 1D). Similarly, CecA1 as the 4^th^ highest expressed AMP in the PP-RNAseq was also confined exclusively to the PP as evaluated by ISH (Figure 3—figure supplement 1C,E). Thus, based on the RNAseq and additional evaluations, Drs appears to be the only AMP to be significantly expressed in the DP until 96 hr AED, while in parallel the PP shows a much broader immunocompetence.

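CecA1 (FBgn0000276; chromosome arm 3R, from 30210874 to 30211273) was the fourth of 28 AMP genes in the PP by mean CPM and also by mean TPM, behind Drs, CecC and AttD. Its normalized count was 64.4 ± 57.7 CPM in the PP, compared to 0.551 ± 0.395 CPM in w1118-glands, 1.29 ± 1.66 CPM in RasV12-glands and 1.93 ± 1.76 CPM in entire lglRNAi;RasV12-glands (SD, n = 3 each). In the PP, CecA1 was higher than in w1118-glands by 6.96 on the log2 scale (standard error 1.1, adjusted p 0.000198) and higher than in entire lglRNAi;RasV12-glands by 4.99 (standard error 0.9, adjusted p 0.00145), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For the latter comparison, the model with the replicate number gave 4.87 (adjusted p 0.00414 from edgeR). No change against w1118-glands was detectable in RasV12-glands (log2 fold change 1.30, standard error 1.27, adjusted p 0.423 from edgeR's quasi-likelihood test) or in lglRNAi;RasV12-glands (1.98, standard error 1.2, adjusted p 0.188), nor with the replicate number in the model (adjusted p 0.466 and 0.232). In lglRNAi;RasV12-glands, CecA1 passed the limits as higher in 1 of 11 alternatives, with log2 fold changes up to 2.43 over them. In RasV12-glands the direction depended on replicate 3, without which the log2 fold change was -0.65.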

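Of the 28 AMP genes followed here, 1 reached a mean of at least 10 CPM in w1118-glands, 3 in RasV12-glands, 5 in entire lglRNAi;RasV12-glands and 9 in the PP. AttD was not among those of RasV12-glands (6.34 CPM) or entire lglRNAi;RasV12-glands (4.53 CPM). The counts in lglRNAi;RasV12-glands included AttB and AttC, whose means of 14 and 13.4 CPM rest on replicate 1. In the PP, DptB (10.1, 44.6 and 6.71 CPM in replicates 1 to 3) and CecB (4.37, 26.2 and 6.23 CPM) reached this mean through replicate 2. The distal part was not analysed here, and the data compare the PP to entire glands. CecC had 410 ± 203 CPM in the PP (SD, n = 3) and was higher there than in entire lglRNAi;RasV12-glands by 4.04 on the log2 scale (standard error 0.4, adjusted p 3.15e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For AttD the same comparison gave 6.38 (standard error 0.82, adjusted p 0.000168 from edgeR's quasi-likelihood test), or 6.26 with the replicate number in the model (adjusted p 0.0002 from edgeR), and for Def 8.63 (standard error 0.78, adjusted p 1.44e-05 from edgeR). For CecC and Def, the replicate number in the model gave 4.00 (adjusted p 0.000122) and 8.46 (adjusted p 2.48e-06) from edgeR. By the same limits, AttA, AttB, AttC, Dro, IM2 and IM33 were lower in the PP than in entire lglRNAi;RasV12-glands, but for AttA, AttB, Dro and IM2 the replicates overlapped and the difference rests on lglRNAi;RasV12-replicate 1, without which only AttC (log2 fold change -2.73, adjusted p 0.0158 from edgeR's quasi-likelihood test) and IM33 (-1.21, adjusted p 0.016) were still lower. In the comparison with all replicates, 5 of 6 fat body genes were lower in the PP as well (median log2 fold change of the 6 genes -1.88). Whether less fat body tissue in the PP libraries accounts for AttC and IM33 was not tested. From the RNAseq together with its in situ hybridization and qPCR, the paper proposes that Drs alone among the AMPs is expressed in the distal part until 96 hr AED, whereas the PP is more broadly immunocompetent.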

A similar GO-term analysis amongst significantly, upregulated genes in entire *Ras^V12^*- or *lgl^RNAi^;Ras^V12^*-glands revealed the enrichment of genes associated with GO-terms related to ‘growth’, ‘salivary gland development’ and ‘EGFR signaling’ consistent with the studied tissue and the induced *Ras^V12^*-overexpression. 

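A set of 12 genes of the EGFR pathway, comprising ligands, regulators and targets, was followed in place of the ontology terms. Of these, 10 were differentially upregulated in RasV12-glands and the same number in entire lglRNAi;RasV12-glands, compared to 11 in the PP, and adjustment over the 12 genes alone gave the same numbers, as did the model with the replicate number. The genes were Mkp3, aos, dos, edl, kek1, rho, spi, sty, vn and Ras85D itself, and pnt was added in the PP. Apart from Ras85D, large increases were found in aos, with log2 fold changes of 6.38 (standard error 0.36, adjusted p 2e-07) in RasV12-glands and 6.64 (standard error 0.35, adjusted p 1.27e-07) in lglRNAi;RasV12-glands, and in rho, with 4.45 (standard error 0.27, adjusted p 3.06e-07) and 4.29 (standard error 0.27, adjusted p 3.28e-07), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The replicate number in the model changed these values to 6.36 and 6.65 for aos and 4.43 and 4.29 for rho. Egfr itself was not upregulated, with a log2 fold change of -0.40 in RasV12-glands (adjusted p 0.0532) and -0.62 in lglRNAi;RasV12-glands (adjusted p 0.00599 from edgeR). The count of sty was 8.64 ± 0.964 CPM in w1118-glands, 54 ± 8.65 CPM in RasV12-glands and 122 ± 1.87 CPM in lglRNAi;RasV12-glands (SD, n = 3 each).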

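Of 7 genes of the JAK-STAT pathway chosen beforehand, 6 were quantified and 5 passed the filter on low counts. The ligand upd3 was differentially upregulated in both groups of entire glands, with log2 fold changes of 6.67 (standard error 0.56, adjusted p 2.8e-06) in RasV12-glands and 7.07 (standard error 0.55, adjusted p 1.41e-06) in lglRNAi;RasV12-glands, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In RasV12-glands it was the only gene of the set to pass, while dome and the target Socs36E passed as well in lglRNAi;RasV12-glands and in the PP, and adjustment over the tested genes of the set alone gave the same numbers, 1, 3 and 3, as did the model with the replicate number, where upd3 had log2 fold changes of 6.67 and 7.08 in the entire glands and Socs36E 0.73 (adjusted p 0.0842 from edgeR) and 1.53 (adjusted p 0.00302 from edgeR). Socs36E rose from 22.8 ± 7.11 CPM in w1118-glands to 38.1 ± 13 CPM in RasV12-glands, 65.4 ± 20.1 CPM in lglRNAi;RasV12-glands and 135 ± 54.1 CPM in the PP (SD, n = 3 each). In RasV12-glands its log2 fold change of 0.74 was not past the limits (adjusted p 0.0898 from edgeR), and the difference between lglRNAi;RasV12-glands and RasV12-glands was not detectable either (0.78, adjusted p 0.146 from edgeR). The PP was higher in Socs36E than entire lglRNAi;RasV12-glands by 1.05 on the log2 scale (adjusted p 0.0275 from edgeR's quasi-likelihood test). Stat92E had a log2 fold change of -0.17 in RasV12-glands (adjusted p 0.175), 0.22 in lglRNAi;RasV12-glands (adjusted p 0.074) and 0.45 in the PP (adjusted p 0.00169 from edgeR), and with library size in place of TMM its direction in RasV12-glands changed to 0.27.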

Amongst the genes enriched in both *Ras^V12^*- and *lgl^RNAi^;Ras^V12^*-glands were also sets significantly overlapping with GO-terms indicating activated JAK-STAT-signaling (data not shown). By using a construct reporting Stat92E-expression, we were able to confirm this geneset enrichment and show restriction of Stat92E-expression to the PP throughout development of *Ras^V12^*-glands (Figure 3—figure supplement 1F; Bach et al., 2007). This may implicate JAK-STAT-signaling in the maintenance of immune competence in the PP and underlines the separation into PP and DP along the gland epithelium further. Moreover, the lack of unique, significantly enriched GO terms and thus distinct gene expression signatures for either *Ras^V12^*- or *lgl^RNAi^;Ras^V12^*-glands at 96 hr AED excludes qualitative differences between these two genotypes as an explanation for their phenotypic differences (Figure 3—figure supplement 1B).

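Entire lglRNAi;RasV12-glands and RasV12-glands were also compared directly. By the limits used against w1118-glands, 182 genes were higher and 117 lower in lglRNAi;RasV12-glands, and 647 were higher and 461 lower by the adjusted p alone, while 2618 of the 9012 genes had an unadjusted p under 0.05. The replicates of the groups did not overlap for 36.7% of the tested genes, compared to 10% by chance. At an adjusted p under 0.001 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which moved the numbers most, 43 genes were higher and 17 lower. The largest changes were in genes near the detection floor in either genotype. Cyp12d1-d was at least 52.4-fold higher in lglRNAi;RasV12-glands and CG43235 at least 21.3-fold, and CG18853 was higher by 5.99 on the log2 scale (standard error 0.51, adjusted p 3.67e-05, edgeR's quasi-likelihood test). Ada1-1 was at least 54.7-fold lower and CG13215 at least 73.4-fold lower, and CG4563 fell by 5.38 on the log2 scale (standard error 0.83, adjusted p 0.00237 from edgeR). RasV12-replicate 1 shares its label number with the lglRNAi;RasV12-replicates, unlike RasV12-replicates 2 and 3. In the 241 genes that passed without this replicate, its expression lay at a median of 8.9% of the way from RasV12-replicates 2 and 3 to the lglRNAi;RasV12-mean, and 240 genes kept their direction against it. All 6 genes named above lie on chromosome 2, which held 53.8% of the 299 differentially expressed genes and 37.9% of the other tested genes (Fisher's exact test, two-sided p = 5.88e-08, across genes, which are not independent). Among the immune genes of Figure 3C, Pli and Toll-4 were higher in lglRNAi;RasV12-glands, and in the EGFR set sty was higher by 1.17 on the log2 scale (adjusted p 0.000238 from edgeR's quasi-likelihood test). The direct comparison gave 0 differentially expressed genes of the JNK and cell death sets, of which 0 and 1 had an unadjusted p under 0.05. From the lack of ontology terms unique to either genotype, the paper concludes that qualitative differences do not explain their phenotypes.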

Importantly, we detected signatures of an activated JNK-cascade as well as cell death in *Ras^V12^*- and *lgl^RNAi^;Ras^V12^*-transcriptomes indicating the presence of an activated stress response and confirming the stimulation of PCD as implied by nuclear disintegration at 120 hr AED (Figure 1B; Figure 3D; Figure 3—figure supplement 1B; GO:0006955; GO:0008219). 

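Of 10 JNK target genes chosen beforehand, 9 were quantified and 7 passed the filter on low counts. In RasV12-glands and in entire lglRNAi;RasV12-glands, 6 of the 7 were differentially upregulated, namely hid, Mmp1, puc, rpr, Timp and upd3, and 7 of 7 with the adjustment made over the set alone. Mmp1 (FBgn0035049) had 6.65 ± 2.03 CPM in w1118-glands, 367 ± 142 CPM in RasV12-glands and 509 ± 223 CPM in lglRNAi;RasV12-glands (SD, n = 3 each). Its log2 fold change was 5.80 (standard error 0.49, adjusted p 2.81e-06) in RasV12-glands and 6.27 (standard error 0.5, adjusted p 1.51e-06) in lglRNAi;RasV12-glands, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For puc (FBgn0243512), the values were 1.81 (standard error 0.2, adjusted p 1.81e-05) and 2.11 (standard error 0.2, adjusted p 5.61e-06) from the same edgeR test. With a replicate block, 6 of the 7 targets passed in either group, and Mmp1 had 5.75 and 6.23 and puc 1.82 and 2.11. Timp, the gene written TIMP in the paper, rose by 5.67 in RasV12-glands and 5.95 in lglRNAi;RasV12-glands on the log2 scale. Of 7 genes of the kinase cascade and its transcription factors, 4 were differentially upregulated in both groups, namely Jra, kay, Mekk1 and Tak1. Of the 6 tested cell death genes, 3 were differentially upregulated in RasV12-glands (Drice, hid and rpr) and 5 in lglRNAi;RasV12-glands, where Dronc and the inhibitor Diap1 were added, with the same numbers after adjustment over the set and with the replicate block, which also left 4 genes of the cascade. In RasV12-glands Dronc and Diap1 had log2 fold changes of 0.94 (adjusted p 0.00187) and 0.57 (adjusted p 0.0341 from edgeR), below the limit on the fold change. The expression of rpr was 0.713 ± 0.379 CPM in w1118-glands and 7.16 ± 3.16 CPM in RasV12-glands (SD, n = 3 each), and that of hid 3.98 ± 1.96 CPM and 11.8 ± 5.23 CPM. The number of cell death genes varied from 3 to 5 in lglRNAi;RasV12-glands when a replicate was left out.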

To validate these signatures further, we performed qPCR for canonical JNK-targets at 96 hr AED and found that the expression of all tested genes was significantly increased compared to *w^1118^*-control glands (Figure 3E; Figure 3—figure supplement 2A). We used the TRE-GFP1b-reporter construct, which recapitulates JNK-activation by expressing GFP under the control of binding sites for JNK-specific AP-1 transcription factors (Figure 3F; Chatterjee and Bohmann, 2012). This not only confirmed JNK-signaling in *Ras^V12^*-glands, but also uncovered its prevalence in the DP of these glands at 96 hr and 120 hr AED consistent with the transcriptome data (Figure 3F; Figure 3—figure supplement 2B). Moreover, the elevated fluorescence signal in the DP at 120 hr AED compared to 96 hr AED implies an increase in activation over time correlating with the collapse of nuclear and cellular integrity during this period.

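The distal part of RasV12-glands was not analysed here, and the transcriptomes allow a comparison of the PP of lglRNAi;RasV12-glands to entire glands, which contain both parts. Compared to w1118-glands, 6 of the 7 tested JNK targets were differentially upregulated in the PP as well, with Mmp2 in place of hid. In the direct comparison to entire lglRNAi;RasV12-glands, 0 of the 7 were higher in the PP by these limits, with 1 at an unadjusted p under 0.05, and hid was lower. The replicate number in the model left this at 0, while compared to w1118-glands it raised the number in the PP to 7. The log2 fold change of hid was -1.31 (standard error 0.41, adjusted p 0.0258, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 18.2 ± 7.73 CPM in entire lglRNAi;RasV12-glands to 7.35 ± 1.44 CPM in the PP (SD, n = 3 each). This difference of hid was not past the limits in the fit of transcripts (adjusted p 0.123) and in 3 of the 6 fits that left out a replicate, with log2 fold changes from -1.50 to -0.90 over these 6, and it was -1.17 with the replicate block (adjusted p 0.025 from edgeR). For puc it was -0.99 (standard error 0.19, adjusted p 0.00224 from edgeR's quasi-likelihood test), from 245 ± 49.6 CPM to 124 ± 14.7 CPM (SD, n = 3 each). All PP-replicates were below all replicates of entire lglRNAi;RasV12-glands in puc, with -0.96 (adjusted p 0.00262 from edgeR) under the replicate block. Thus puc missed only the limit on the fold change, and it passed as lower in 4 of 11 alternatives, down to -1.19. Its call also changed in 3 of the 6 fits that left out a replicate. Compared to RasV12-glands, puc fell by 0.69 on the log2 scale in the PP (adjusted p 0.0148 from edgeR) and hid was not detectably changed (-0.68, adjusted p 0.211). In the same comparison, Mmp1 was higher by 1.03 (adjusted p 0.0567 from edgeR), with all PP-replicates above all RasV12-replicates. It was past the limits in 2 of 11 alternatives, among them the replicate block (1.12, adjusted p 0.0406 from edgeR). The caspase gene Drice, which is in the cell death set, fell by 0.68 compared to lglRNAi;RasV12-glands (standard error 0.09, adjusted p 0.000258 from edgeR). For Mmp1, Timp, rpr and upd3, no difference between the PP and entire lglRNAi;RasV12-glands was detectable, with log2 fold changes of 0.56, -0.47, -0.18 and 0.15 and adjusted p of 0.278, 0.158, 0.691 and 0.737 from edgeR's quasi-likelihood test. Mmp2 had 6.29 ± 5.29 CPM in the PP and 1.84 ± 1.84 CPM in entire lglRNAi;RasV12-glands (SD, n = 3 each), a log2 fold change of 1.74 that did not pass (standard error 0.75, adjusted p 0.0885 from edgeR). From the reporter and the transcriptomes, the paper reasons that JNK-signaling prevails in the distal part.

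**Figure D2:**
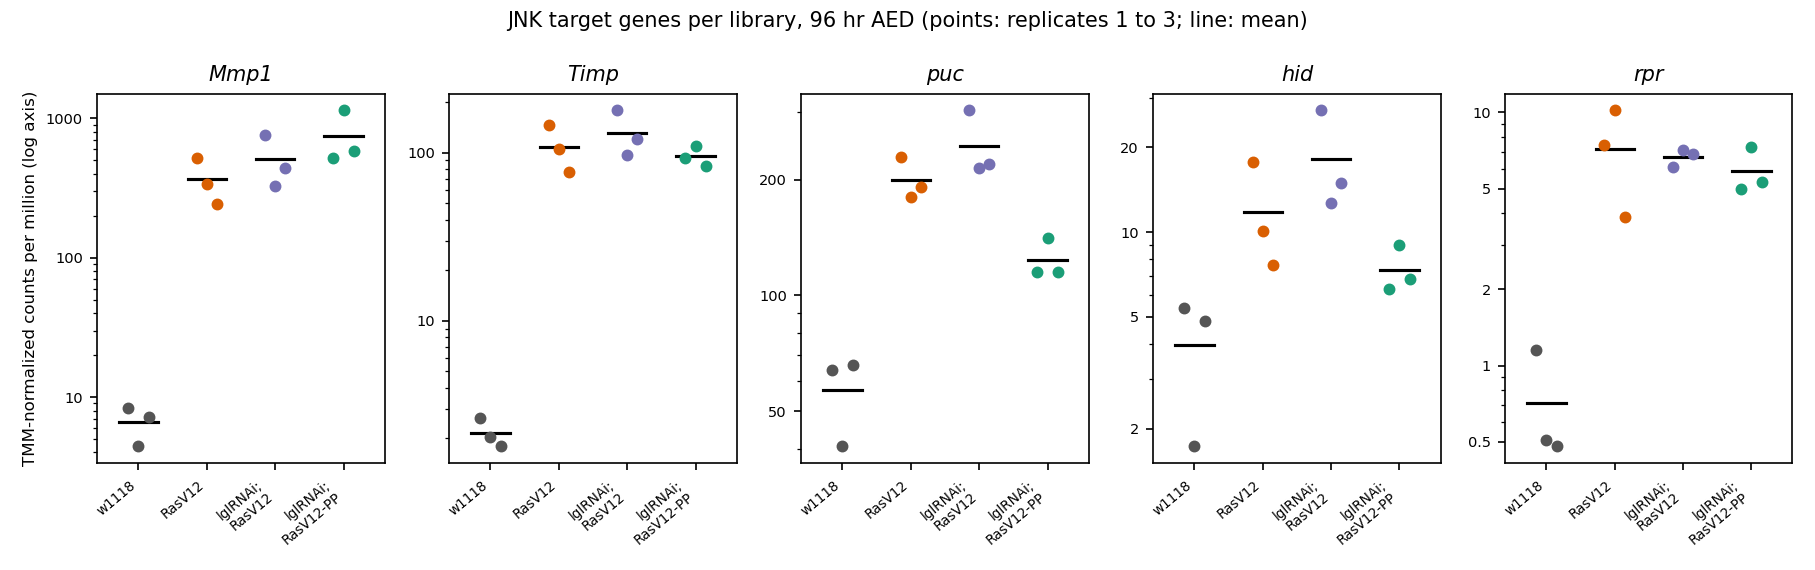
TMM-normalized counts (CPM) of the JNK targets Mmp1, Timp, puc, hid and rpr at 96 hr AED on logarithmic axes that differ between genes, with a point for each of the 3 replicates and a line for the mean of each group. The mean of puc is 124 CPM in the PP and 245 CPM in entire lglRNAi;RasV12-glands, whereas the mean of Mmp1 is 749 CPM in the PP and 509 CPM in entire lglRNAi;RasV12-glands, with overlapping replicates.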

In summary, the transcriptome analysis confirms our findings that *Ras^V12^*-overexpression induces a strong tissue-autonomous immune response in the PP of the SG, beyond sole Drs expression. In contrast, the DP shows a striking increase in JNK-signaling which correlates with decreasing Drs expression and cellular and nuclear disintegration at 120 hr AED, consistent with the described role of JNK target genes in PCD.

### Drs overexpression and JNK inhibition prevent Ras^V12^-induced tissue disintegration

The increase in JNK-signaling in the DP of the SG as revealed by our transcriptome analysis coincided in space and time with the downregulation of Drs suggesting an interaction between the tissue-autonomous immune response and the stress response.

To test this assumption, we first overexpressed either Drs or a dominant negative form of the *Drosophila* Jun kinase jnk (basket) individually with *Ras^V12^* throughout the entire secretory epithelium of the SG (Figure 4A). Either Drs overexpression or JNK inhibition had a profound effect on the gland size, which was significantly increased at 120 hr AED, compared to *Ras^V12^* or UAS-dilution control *mCD8::RFP;;Ras^V12^* only (Figure 4B–C; Figure 4—figure supplement 1A).

**Figure 4.**
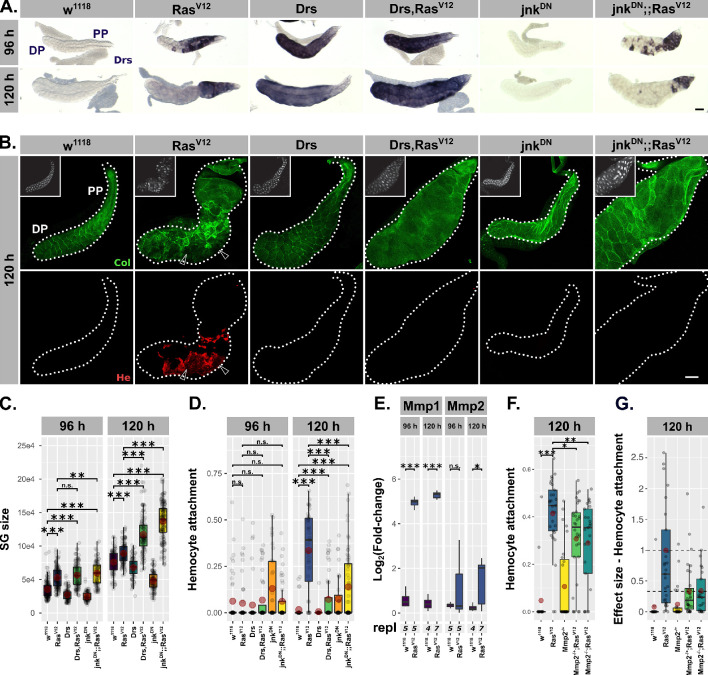
Drs overexpression and JNK inhibition individually prevent tissue disintegration. (**A**) Drs-specific in-situ hybridization identifies endogenous (*Ras^V12^*, *jnk^DN^;;Ras^V12^*) and exogenous (*Drs*, *Drs,Ras^V12^*) Drs expression. (**B**) Collagen-GFP trap (*vkg^G00454^*, green) and Hemese staining (red) identify integrity of BM and hemocyte attachment to gland surface. Arrows indicate BM-free areas occupied and surrounded by hemocytes. Insets show DAPI (white) staining. (**C**) Size of salivary glands measured as outlined area in captured images of indicated genotypes at 96 hr and 120 hr after egg deposition (AED). (**D**) Hemocyte attachment at 96 hr and 120 hr AED represented as *ln(Hemese-area)/ln(SG-area)*. (**E**) *log2*-transformed, *Rpl32*-normalized gene expression values for matrix metalloproteinases obtained by qPCR at 96 hr and 120 hr AED. (**F**) Hemocyte attachment at 120 hr AED in *Ras^V12^*-glands hetero- and homozygous mutant for Mmp2 (*Mmp2^k00604^*). (**G**) Effect size of hetero- and homozygous mutant Mmp2-allele (*Mmp2^k00604^*) on hemocyte attachment to and compared to *Ras^V12^*-glands. Mean of hemocyte attachment in *Ras^V12^*-glands at 120 hr was set to ‘1’. (**E**) and (**F**) represent the same data points. Scalebars: (**A–B**) 100 µm. Boxplots in (**C–G**): lower/upper hinges indicate 1st/3rd quartiles, whisker lengths equal 1.5*IQR, red circle and bar represent mean and median. Significance evaluated by Student's t-tests (***p*<0.001*, **p*<0.01*, *p*<0.05, n.s.* p*≥0.05)*.

**Figure 4—figure supplement 1.**
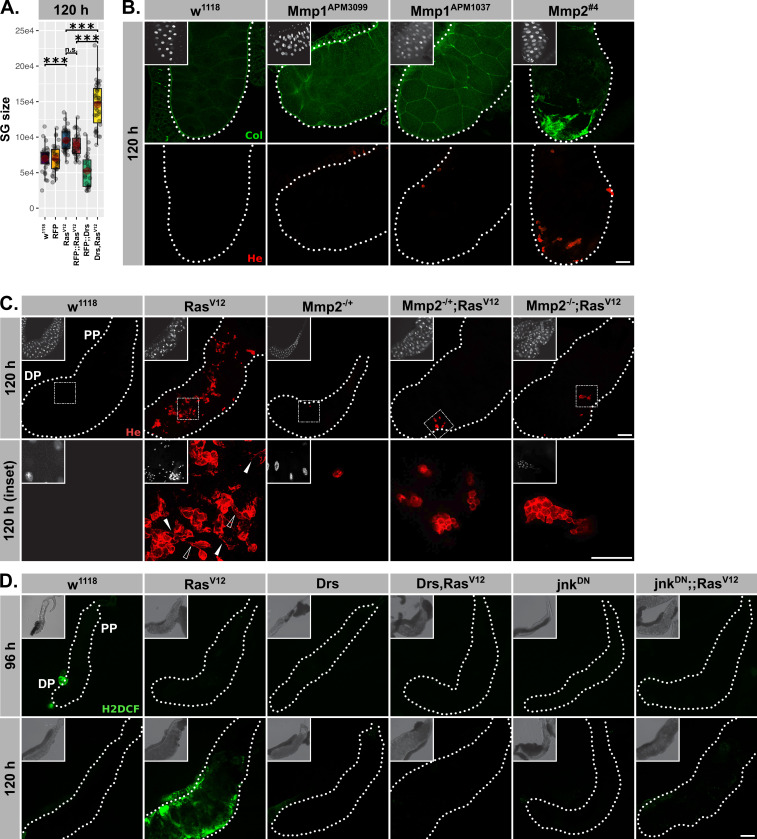
Hemocyte recruitment requires JNK-dependent Mmp2 expression. (**A**) SG size as measured by outlining images of the 120 hr-old, experimental and control glands with the indicated genotypes. Lower/upper hinges of boxplots indicate 1st/3rd quartiles, whisker lengths equal 1.5*IQR, red circle and bar represent mean and median. Significance evaluated by Student's t-tests (***p*<0.001*, *n.s.* p*≥0.05)*. (**B**) Staining of BM via Collagen-GFP trap (green) and attached hemocytes via Hemese antibody (red) upon sole Mmp1- or Mmp2-overexpression. (**C**) *w^1118^*-control and *Ras^V12^*-glands hetero- or homozygous for Mmp2 (*Mmp2^k00604^*) stained for attached hemocytes with anti-Hemese-antibody. Lower image row shows magnifications of the insets in the upper row. Filopodia (filled arrowheads) and lamellipodia (open arrowheads) indicate hemocyte activation on the surface of *Ras^V12^*-, but not glands mutant for Mmp2. (**D**) H2DCF-staining (green) of live glands as general means to evaluate the presence of ROS at 96 hr and 120 hr after egg deposition (AED). Insets: (**B–C**) DAPI, (**D**) brightfield. Scalebars: (**B, C**. Upper, **D**) 100 µm, (C Lower) 50 µm.

Importantly, despite this size increase, glands of both genotypes (i.e. *Drs,Ras^V12^* / *jnk^DN^;;Ras^V12^*) showed no morphological abnormalities and resembled control *w^1118^*- much more than *Ras^V12^*-glands (Figure 4A–B). Strikingly, *jnk^DN^;;Ras^V12^*- and *Drs,Ras^V12^*-glands were completely devoid of attached hemocytes (Figure 4B,D). Given the basement membrane’s (BM) role in directly regulating organ morphology, the rescue of the gland shape upon coexpression of either Drs or jnk^DN^ with Ras^V12^ pointed towards changes in the integrity of the BM (Ramos-Lewis and Page-McCaw, 2019). In addition, previous reports suggested that hemocytes are only recruited to tissue surfaces upon tissue disintegration and when the integrity of the BM is lost (Kim and Choe, 2014). To trace the BM we used an endogenous GFP-trap in the *viking* gene, which encodes one subunit of CollagenIV (Figure 4B). Both, in the presence of Drs or by inhibiting jnk, the BM remained a continuous sheet surrounding the entire gland, whereas the BM on the surface of *Ras^V12^*-glands was clearly disrupted.

Matrix metalloproteinases (Mmps) are likely candidates for executing the disruption of the BM and known target genes of the JNK-pathway (Uhlirova and Bohmann, 2006; Hauling et al., 2014; Stevens and Page-McCaw, 2012). In order to see whether hypertrophic glands express Mmps, we performed qPCRs for Mmp1 and Mmp2 at 96 hr and 120 hr AED on *Ras^V12^*- and control *w^1118^*-glands. At 96 hr AED, *Ras^V12^*-glands already exhibit increased Mmp1 expression (Figure 4E). However, Mmp2 only reaches a significant level of expression at 120 hr AED coinciding with the appearance of hemocyte attachment (Figure 4D–E). SG-wide, *Ras^V12^*-independent overexpression of Mmp2, but not of Mmp1, caused opening of the BM and hemocyte attachment to the surface (Jia et al., 2015). In contrast, knock-out of Mmp2 reduces hemocyte recruitment significantly compared to *Ras^V12^*-glands (Figure 4F–G; 33% in *Mmp2^-/+^;Ras^V12^*; 34% in *Mmp2^-/-^;Ras^V12^*). In turn, residual hemocytes still attached to the gland surface of *Mmp2^-/-^;Ras^V12^*-glands were not activated (i.e. no filo- or lamellipodia, no spreading; Figure 4—figure supplement 1C). This indicates the necessity for a JNK-dependent expression of Mmp2 in the hypertrophic *Ras^V12^*-glands prior to the recruitment of hemocytes to the tissue surface. However, the presence of residual hemocytes indicates additional cues such as reactive oxygen species (ROS) as recently suggested for neoplastic tumors (Diwanji and Bergmann, 2019). In fact, while *Ras^V12^*-glands show accumulation of ROS in the DP, this accumulation is reverted upon Drs-overexpression or JNK-inhibition (Figure 4—figure supplement 1D). A parallel block of ROS-accumulation and Mmp2-dependent BM-degradation in *Drs,Ras^V12^* and *jnk^DN^;;Ras^V12^* could explain the absence of any attached hemocytes on the surface of these glands (Figure 4B,D).

Taken together, overexpression of Drs alone is sufficient to mimic the inhibition of the JNK-pathway in *Ras^V12^*-glands: both lead to excess hypertrophic growth compared to *Ras^V12^*-glands, but simultaneously prevent tissue disintegration and PCD. Prohibiting the disruption of the basal membrane reduces hemocyte recruitment and activation, thus preventing the cellular immune response from sensing hypertrophic growth. This in turn suggests that the endogenous Drs expression in *Ras^V12^*-glands is seminal for maintaining nuclear and tissue integrity and thus part of the buffer mechanism to adapt to continuous growth signaling.

### Drs inhibits JNK-signaling

The strong correlation between loss of Drs and the increase in JNK-signaling in the DP of *Ras^V12^*-glands between 96 hr and 120 hr AED indicated an active interaction between Drs and the JNK-pathway, which prompted us to resolve their hierarchy by epistatic analysis.

Coexpression of *jnk^DN^* with *Ras^V12^* did not deplete Drs in the PP of 120-hr-old glands, since neither the fluorescence signal of the Drs-GFP reporter nor staining for endogenous *Drs*-mRNA via ISH showed any effects (Figure 4A; Figure 5—figure supplement 1A). This excludes a direct regulation of Drs by JNK-signaling and also negates indirect reduction of Drs-expression in the DP due to JNK-induced PCD at 120 hr AED (see Figure 6 for more details). qPCR for Drs in *Ras^V12^*- and *jnk^DN^;Ras^V12^*-glands confirmed these results further (Figure 5—figure supplement 1B). In contrast, qPCR in hypertrophic *Ras^V12^*-glands showed a significant reduction in expression of JNK target genes upon coexpression of Drs at 96 hr and 120 hr AED (Figure 5B; Figure 5—figure supplement 2C,D), which could not be reciprocated by coexpressing mCD8::RFP as a UAS-dilution control (Figure 5—figure supplement 3A) and which was in line with a decrease in activated jnk (Figure 5C,E; Figure 5—figure supplement 3B–C) and TRE-GFP1b signal in *Drs,Ras^V12^*- compared to *Ras^V12^*-glands (Figure 5B,D,F). Thus, the overexpression of the AMP Drs actively and tissue-autonomously inhibits the JNK-dependent stress response in hypertrophic *Ras^V12^*-glands beyond 96 hr AED.

**Figure 5.**
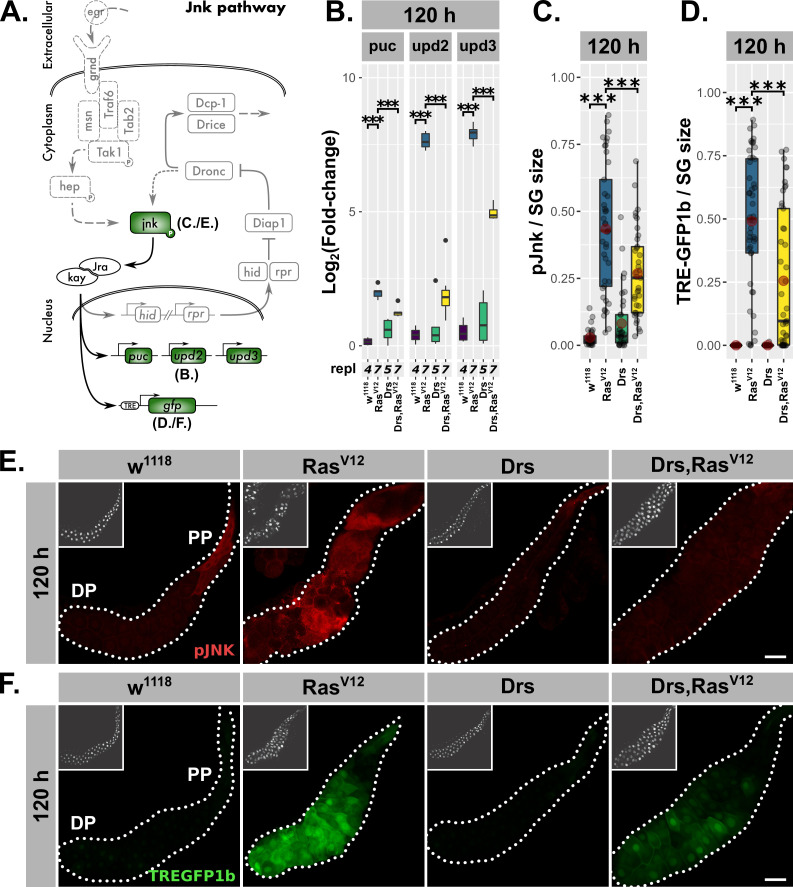
Drs overexpression inhibits JNK-activation. (**A**) Schematic representation of the JNK-pathway including read-outs (green) employed to track its activation. (**B**) qPCR results for canonical JNK-target genes (*log2*-transformed, fold-change over *Rpl32*) at 120 hr after egg deposition (AED). (**C**) Quantification of activated jnk by staining with phosphorylation-sensitive antibody normalized for the salivary gland (SG) size per gland at 120 hr AED. (**D**.) Quantification of TREGFP1b signal normalized for SG size per gland indicating JNK-dependent transcriptional activation at 120 hr AED. (**E**) Visualization of phosphorylated jnk in *Ras^V12^*-glands with and without Drs-coexpression. (**F**) Distribution of TREGFP1b reporter signal in *Ras^V12^*-glands in the presence or absence of coexpressed Drs. Insets: (**E–F**) DAPI. Scalebars: (**E–F**) 100 µm. Boxplots in (**B–D**): lower/upper hinges indicate 1st/3rd quartiles, whisker lengths equal 1.5*IQR, red circle and bar represent mean and median. Significance evaluated by Student's t-tests (***p*<0.001)*.

**Figure 5—figure supplement 1.**
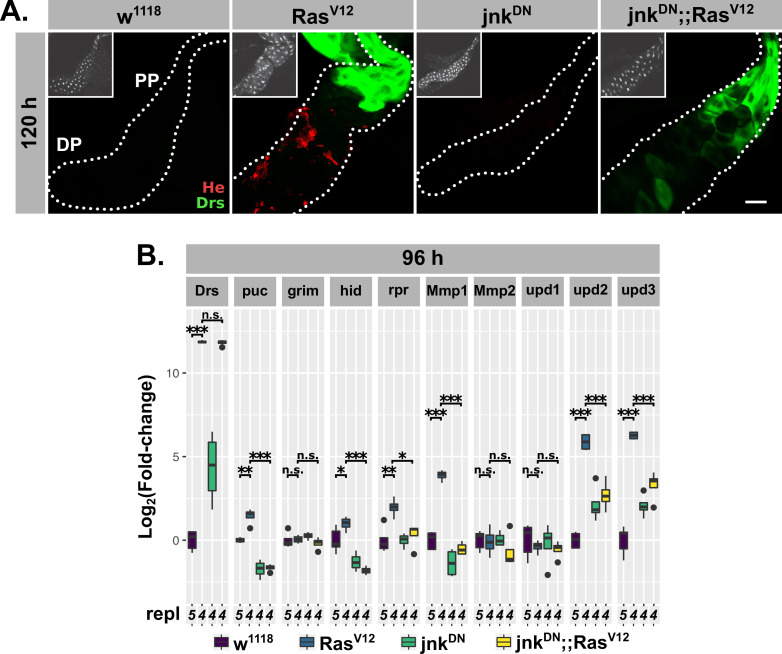
JNK-signaling does not regulkate Drs expression. (**A**) DrsGFP reporter (green) and Hemese antibody (red) used to detect endogenous Drs expression and attached hemocytes. Scalebar indicates 100 µm. (**B**) Expression of Drs and JNK-target genes as measured by qPCR (*log2*-transformed; normalized to *Rpl32* expression) in *Ras^V12^*-glands with and without inhibited JNK-pathway at 96 hr after egg deposition (AED). Boxplots comprise lower/upper hinges which inidcate 1st/3rd quartiles, whiskers with lengths equal to 1.5*IQR, red circle and bar representing mean and median. Significance levels evaluated by Student's t-tests (***p*<0.001*, **p*<0.01*, *p*<0.05, n.s.* p*≥0.05*).

**Figure 5—figure supplement 2.**
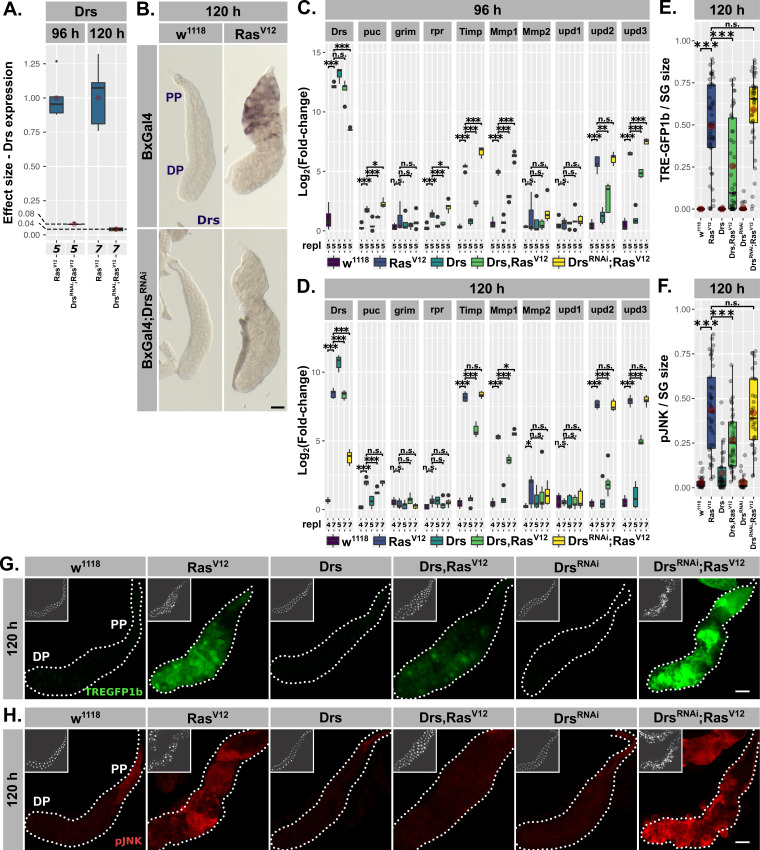
Drs levels determine JNK-activation. (**A**) Effect size of Drs-knock-down on Drs-expression in *Ras^V12^*-glands. Mean *Ras^V12^*-expression was set to ‘1’ separately at 96 hr and 120 hr after egg deposition (AED). (**B**) ISH with Drs-probe in *Ras^V12^*-glands with or without coexpressed *Drs^RNAi^*-construct. (**C–D**) qPCR-derived expression values for Drs and JNK target genes in *Ras^V12^*-glands with and without Drs-overexpression or Drs-knock-down at 96 hr AED and 120 hr AED (*log2*-transformed; normalized to *Rpl32* expression). (**E**/**G**) *Ras^V12^*-glands with in- (Drs) or decreased (Drs^RNAi^) Drs expression carrying TREGFP1b-reporter (green) to detect JNK-dependent transcriptional activation and corresponding quantifications of reporter signal normalized for SG size. (**F**/**H**) *Ras^V12^*-glands with in- (Drs) or decreased (Drs^RNAi^) Drs expression stained for activated jnk with a phosphorylation sensitive antibody (pJnk, red) and corresponding quantifications of detected signal normalized for SG size. Insets: (**G–H**) DAPI. Scalebars: (B.,G-H.) 100 µm. Boxplots in (**A**, **C-F**): lower/upper hinges indicate 1st/3rd quartiles, whisker lengths equal 1.5*IQR, red circle and bar represent mean and median. Significance evaluated by Student's t-tests (***p*<0.001*, **p*<0.01*, *p*<0.05, n.s.* p*≥0.05).* Mmp1 and Mmp2 expression in (**C–D**) for *w^1118^*- and *Ras^V12^*-glands also shown in Figure 4E. Images for *w^1118^*, *Ras^V12^*, *Drs*, and *Drs,Ras^V12^* in (**G–H**) also presented in Figure 5E–F.

**Figure 5—figure supplement 3.**
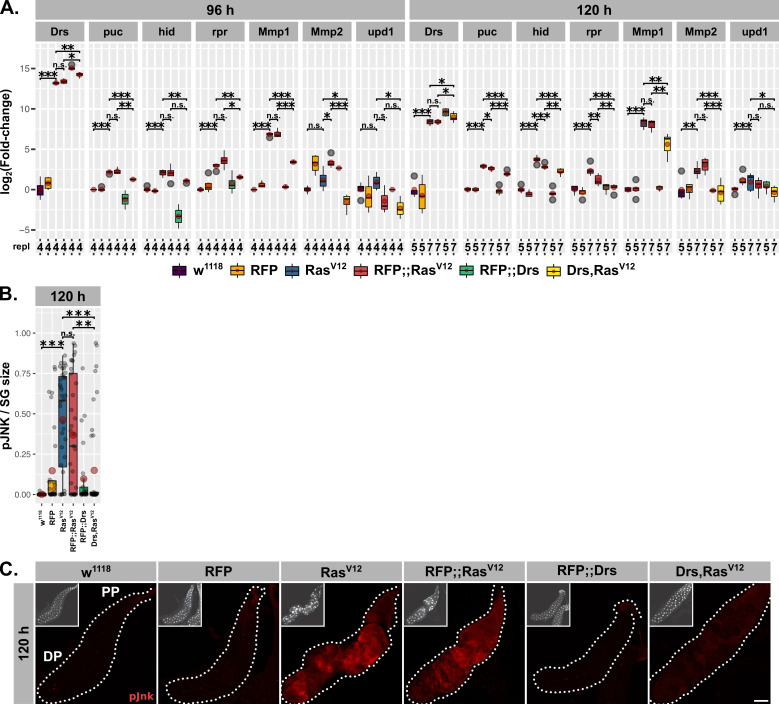
Overexpression of Drs is specific in its effect on JNK-signaling. (**A**) Expression values for Drs and JNK target genes as determined by qPCR for *Ras^V12^*-glands coexpressing either Drs or mCD8::RFP as an UAS-dilution control at 96 hr and 120 hr after egg deposition (AED; *log2*-transformed; normalized to *Rpl32* expression). (**B–C**.) Quantifications and prototypical representations of activated jnk assessed by anti-phosphoJNK-antibody staining and normalized for gland size in *Ras^V12^*-glands coexpressing Drs or mCD8::RFP. Insets in (**C**) indicate DAPI (white) and the scalebar illiustrates 100 µm. Boxplots in (**A–B**): lower/upper hinges indicate 1st/3rd quartiles, whisker lengths equal 1.5*IQR, red circle and bar represent mean and median. Significance evaluated by Student's t-tests (***p*<0.001*, **p*<0.01*, *p*<0.05, n.s.* p*≥0.05*).

In addition, we used an efficient RNAi-line against Drs, which in combination with Ras^V12^ reduced Drs-expression significantly compared to its expression in *Ras^V12^*-glands as shown by qPCR and ISH (Figure 5—figure supplement 2A–D; 8% residual Drs-expression at 96 hr and 4% at 120 hr in *Drs^RNAi^;Ras^V12^*- compared to *Ras^V12^*-glands). All significantly upregulated JNK-target genes in *Ras^V12^*-glands apart from *upd2* were further increased upon knockdown of Drs at 96 hr AED (Figure 5—figure supplement 2C). However, this effect ceased at 120 hr AED (Figure 5—figure supplement 2D) consistent with a lack of change in activated jnk (Figure 5—figure supplement 2F,H; Figure 5—figure supplement 3B–C) and TRE-GFP1b-signal (Figure 5—figure supplement 2E,G), as well as the canonical loss of Drs expression in the DP of *Ras^V12^*-glands (Figure 1E). This result demonstrates that until 96 hr AED the endogenously expressed Drs has the same inhibitory effect on the JNK-pathway as the Drs-overexpression has at 120 hr AED.

### Drs prevents cell death in Ras^V12^-glands

The capacity to induce apoptosis is a well-established function of the JNK-pathway in *Drosophila* (Uhlirova et al., 2005; Igaki et al., 2006; Enomoto et al., 2015; Uhlirova and Bohmann, 2006; Cordero et al., 2010). Combined with the identification of ‘cell death’ as a significantly enriched term in the GO-analysis, we hypothesized that the observed nuclear disintegration in *Ras^V12^*-glands after 96 hr AED was a consequence of the JNK-dependent induction of PCD (Figure 1B–C; Figure 1D–F; Figure 3D; Figure 3—figure supplement 1B).

In mitotic tissues, the apoptotic inducer *head involution defective* (hid) is inhibited by Ras/MAPK-signaling (Bergmann et al., 1998; Kurada and White, 1998). However, in *Ras^V12^*-glands hid expression gradually increased from 96 hr to 120 hr AED coinciding with the increase in nuclear disintegration (Figure 6A). Coexpression of Drs with *Ras^V12^* significantly decreased hid expression at both time points, while Drs-knock-down in *Ras^V12^*-glands increased hid expression even further already at 96 hr AED. Together with the reduction in hid expression upon JNK-inhibition in *jnk^DN^;;Ras^V12^*-glands, Drs emerges as a negative regulator of the apoptotic inducer hid by inhibiting JNK-signaling (Figure 5—figure supplement 1B).

**Figure 6.**
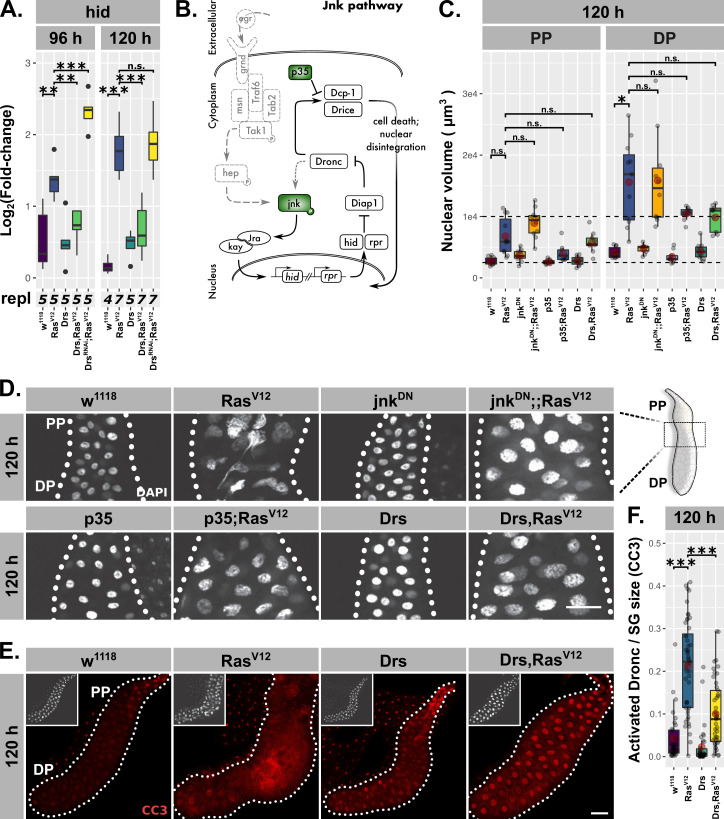
Drs inhibits programmed cell death. (**A**) Hid expression as measured by qPCR and plotted as *log2*-transformed values normalized to *Rpl32*-expression in *Ras^V12^*-glands with in- (Drs) or decreased (Drs^RNAi^) Drs expression. (**B**) Schematic representation of the JNK-pathway including used methods of interference (green). (**C**) Nuclear volumina derived from z-stacks of DAPI-stained salivary glands (SGs) and averaged per gland at 96 hr and 120 hr after egg deposition (AED). (**D**) DAPI-stained (white) SG nuclei to indicate nuclear size and disintegration. (**E–F**) *Ras^V12^*-glands with increased Drs expression stained with anti-CC3-antibody to detect Dronc activation (red) and corresponding quantifications of detected signal normalized for SG size. Insets in (**E**) show DAPI and scalebars in (**D–E**) represent 100 µm. Lower/upper hinges of boxplots in (**A, C, F**) indicate 1st/3rd quartiles, whisker lengths equal 1.5*IQR, red circle and bar represent mean and median. Significance evaluated by Student’s t-tests (***p*<0.001)*.

**Figure 6—figure supplement 1.**
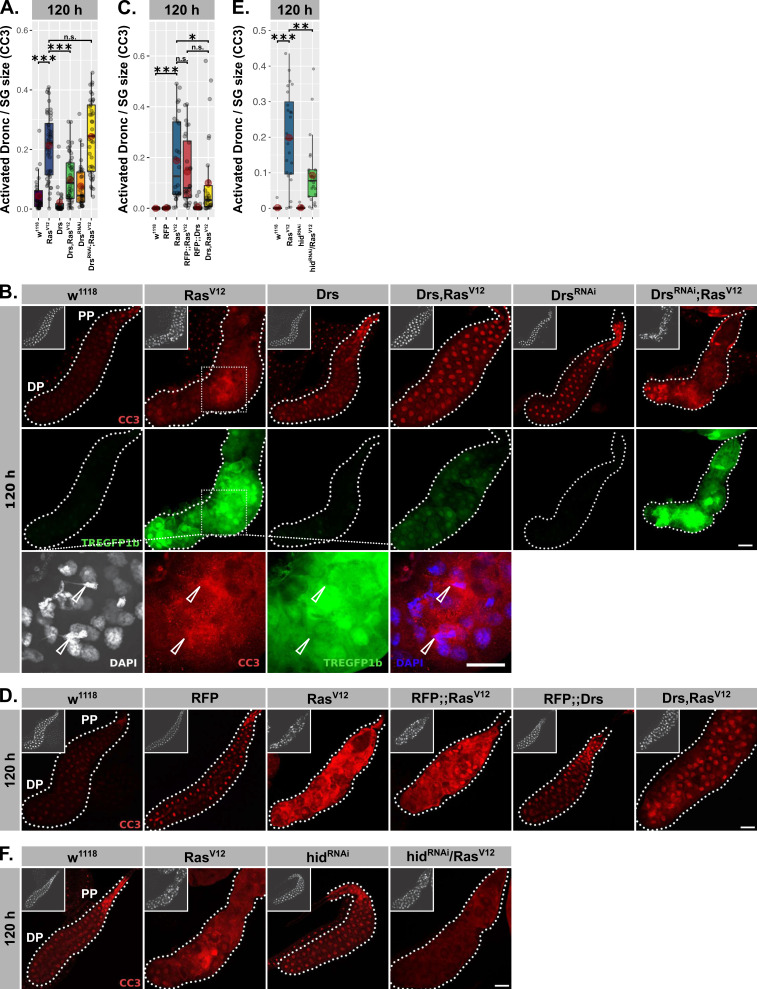
Drs inhibits programmed cell death via hid and Dronc. (**A–B**) Quantifications and prototypical examples of *Ras^V12^*-glands with in- (Drs) or decreased (Drs^RNAi^) Drs expression stained for activated Dronc (red) via the CC3-antibody, JNK-dependent transcriptional activation via the TREGFP1b reporter (green) and nuclei size and disintegration via DAPI (white). Arrows in magnified images point toward strong CC3-staining correlating with disintegrating nuclei. (**C–D**) CC3-staining (red) of *Ras^V12^*-glands with coexpressed Drs or mCD8::RFP as a UAS-dilution control and corresponding quantifications. (**E–F**) Staining and quantification of CC3 to measure Dronc-activation upon *hid*-knock-down in *Ras^V12^*-glands. All quantifications (**A, C, E**) of CC3-staining are normalized per gland for SG size. Insets: (**B, D, F**) DAPI. Scalebars: (**B, D, F**) 100 µm. Lower/upper hinges of boxplots in (**A, C, E**) indicate 1st/3rd quartiles, whisker lengths equal 1.5*IQR, red circle and bar represent mean and median. Significance evaluated by Student's t-tests (***p*<0.001*, **p*<0.01*, *p*<0.05, n.s.* p*≥0.05)*.

To evaluate the induction of PCD in *Ras^V12^*-glands, we either inhibited JNK-signaling at the level of jnk activation or coexpressed the caspase-inhibitor p35 with *Ras^V12^* and examined nuclear volume and integrity (Figure 6B–D). p35 inhibits Drice and thus blocks PCD at the level of effector caspase activation (Hay et al., 1994; Meier et al., 2000; Hawkins et al., 2000). While both interventions successfully blocked nuclear disintegration, the additional rounds of endoreplication as observed in *Ras^V12^*-glands were not significantly suppressed (Figure 6C–D). Crucially, Drs-coexpression in *Ras^V12^*-glands phenocopies the inhibition of JNK-signaling and effector caspases both in terms of restoring nuclear integrity as well as the persistence of excess endoreplications, in spite of a trend of overall nuclei size reduction similar to *p35;Ras^V12^*-glands.

Last, to validate the inhibition of PCD by Drs, we monitored Dronc activity using the cleaved caspase 3 (CC3) antibody. In fact, the strongest Dronc activity occurred in cells that also displayed heavy disintegration of nuclei, confirming the relation between caspase activation and nuclear disintegration as part of PCD (Figure 6—figure supplement 1B). However, in *Drs,Ras^V12^*-glands Dronc was significantly less activated compared to *Ras^V12^*-glands, a phenotype which we showed to be independent of UAS-dilution effects (Figure 6E–F; Figure 6—figure supplement 1A–D; Fan and Bergmann, 2010). Given the strong reduction of Dronc activity upon knock-down of hid in *Ras^V12^*-glands, the inhibitory effect of Drs on PCD is most likely to a large extent dependent on hid-inhibition (Figure 6—figure supplement 1E–F).

Taken together, we show that JNK-dependent induction of PCD is a consequence of the collapse in adaptation to *Ras^V12^*-induced hypertrophy. Importantly, overexpression of Drs in *Ras^V12^*-glands prevents PCD by blocking full JNK-activation. This is in contrast to recent observations where AMPs, including Drs, act pro-apoptically aiding in the elimination of tumor cells and limiting tumor size (Araki et al., 2019; Parvy et al., 2019).

### Drs inhibits the JNK-feedback loop

Various *Drosophila* models for tissue transformation have shed light on the functional separation of the JNK-pathway into an upstream kinase cascade leading to jnk-activation and a downstream feedback-loop converging again on jnk activation (Figure 7A; Fogarty et al., 2016; Pérez et al., 2017; Shlevkov and Morata, 2012; Muzzopappa et al., 2017).

**Figure 7.**
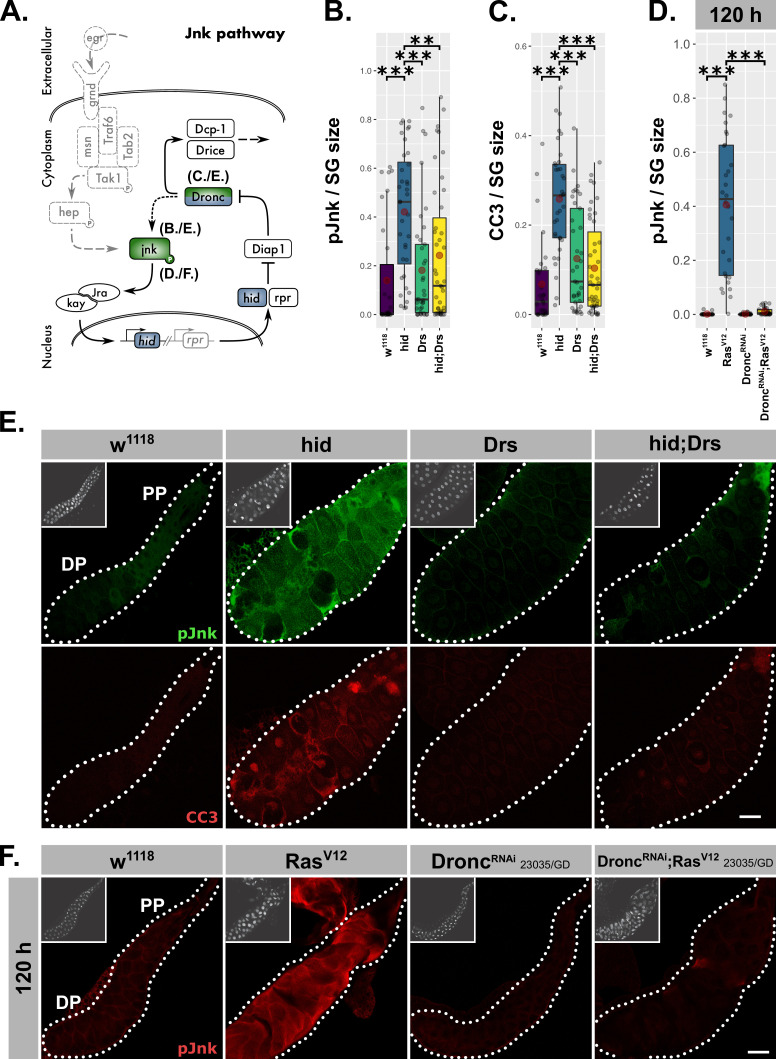
Drs inhibits the JNK-feedback loop. (**A**) Schematic representation of the JNK-feedback loop including levels of interference (blue) and used read-outs of its activity (green). *hid*-overexpressing glands with or without coexpressed Drs were quantified for (**B**) activated jnk via a phosphorylation sensitive antibody and (**C**) activated Dronc via the CC3-antibody. (**D**) Activated jnk (pJnk) was quantified and normalized to tissue size in *Ras^V12^*-glands upon knockdown of Dronc. (**E**) Salivary glands solely overexpressing hid with or without Drs-coexpression were stained for activated jnk (green) and activated Dronc (red). (**F**) Activated jnk (red) was detected in *Ras^V12^*-glands with or without Dronc-knock-down at 120 hr AED. Insets: (**E–F**) DAPI. Scalebars: (**E–F**) 100 µm. Boxplots in (**B–D**): lower/upper hinges indicate 1st/3rd quartiles, whisker lengths equal 1.5*IQR, red circle and bar represent mean and median. Significance evaluated by Student's t-tests (***p*<0.001*, **p*<0.01*).

**Figure 7—figure supplement 1.**
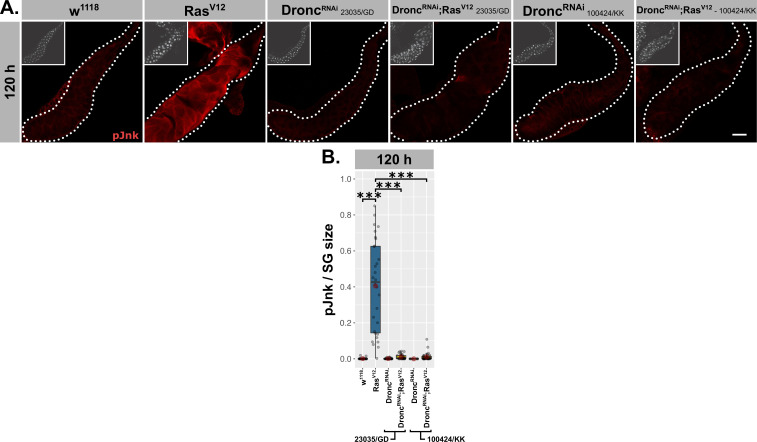
Dronc-reduction blocks the JNK-feedback loop in *Ras^V12^*-glands. (**A**) *Ras^V12^*-glands with or without Dronc-knock-down were stained for activated jnk with a phosphorylation sensitive antibody at 120 hr after egg deposition (AED) and (**B**) the signal was quantified per SG and normalized for its size. Results for both RNAi-lines used, 23035/GD and 100424/KK, were consistent. Insets in (**A**) show DAPI and scalebar represents 100 µm. Lower/upper hinges of boxplots in (**B**) indicate 1st/3rd quartiles, whisker lengths equal 1.5*IQR, red circle and bar represent mean and median. Significance evaluated by Student's t-tests (***p*<0.001)*.

Our results revealed a negative regulatory impact of Drs on JNK-signaling in *Ras^V12^*-glands, but did not determine which part of the pathway is targeted by Drs. To answer this question, we uncoupled the feedback loop from the upstream kinase cascade by solely overexpressing hid (Figure 7A). Irrespective of the differing models for the signal propagation downstream of Dronc, this initiator caspase remains seminal for establishing the actual feedback with jnk (Fogarty et al., 2016; Shlevkov and Morata, 2012). Thus, we stained glands for activated Dronc and jnk after a pulse of hid-overexpression during the larval wandering stage (Figure 7A). As expected, *hid*-expressing glands showed highly elevated levels of activated Dronc, but also jnk, which indicates the presence of feedback activation. Moreover, both phenotypes were reversed upon coexpression of Drs during the hid-expression pulse (Figure 7B–C,E).

To clarify that Drs operates in a similar fashion during *Ras^V12^*-induced hypertrophic growth, we stained *Ras^V12^*-glands (Figure 6E–F) for activated jnk in the presence and upon knock-down of Dronc (Figure 7D,F; Figure 7—figure supplement 1A–B). In fact, the absence of a signal for activated jnk in *Dronc^RNAi^;Ras^V12^*- compared to strong *Ras^V12^*-glands confirms the presence of a genuine feedback-regulation as part of JNK-signaling in SGs. Thus, Drs seems to inhibit JNK-signaling downstream of hid and upstream of Dronc and jnk, emphasizing an inhibition of the JNK-feedback loop rather than the initial kinase cascade.

## Discussion

### Tissue-autonomous vs. cellular immune response mediated via JNK-signaling

By overexpressing *Ras^V12^* in larval SGs, we made use of and overrode the gland’s ability to adapt to growth signals. Activating constitutive Ras/MAPK-signaling allowed us to identify local immune and stress responses as part of a buffering mechanism to compensate the accumulation of stress and decipher natural limits of growth adaptation (Hauling et al., 2014). Remarkably, in this context, the local immune response inhibits the parallel stress response, an effect that to our knowledge has not been described before. Central to this inhibition is the AMP Drs, which directly impinges on the JNK-pathway and thereby subsequently also on inducing PCD, a function completely opposite to previous observations in other tissues (Araki et al., 2019; Parvy et al., 2019). These results also indicate an unprecedented role for an AMP as a signal transducer enabling tissue-autonomous crosstalk between immune and stress pathways. Dependent on the extent of JNK-inhibition by the local, Drs-dependent immune response and thus the integrated decision of both on the state of the tissue’s homeostasis, the gland epithelium attracts hemocytes as part of a wider, cellular immune response. By virtue of inhibiting JNK-signaling, tissue-autonomous and cellular immune responses antagonize each other, a balance that determines continuous hypertrophic growth or its restriction (Figure 8). The latter has far reaching implications for therapeutic approaches that need to consider the adverse effects that stimulating immune responses might have on tissue growth after damage and under stress.

**Figure 8.**
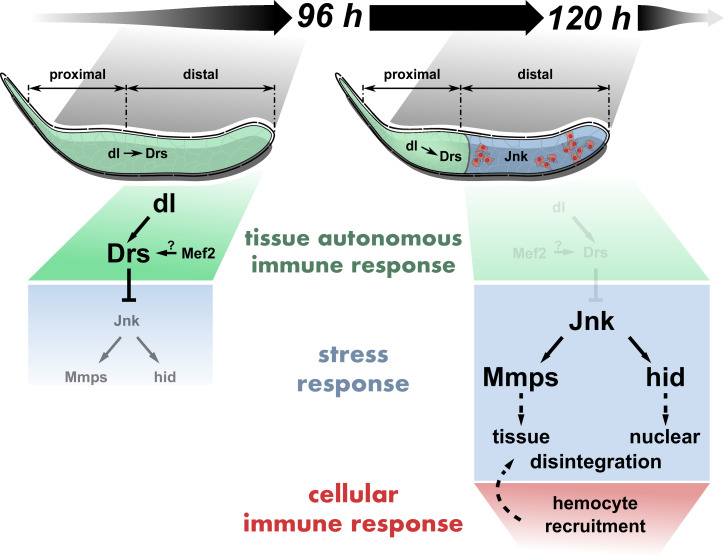
Tissue-autonomous antagonizes cellular immune response via JNK-inhibition in *Ras^V12^*-glands . dl-mediated Drs expression inhibits JNK activation in the entire *Ras^V12^*-gland until 96 hr after egg deposition (AED). At 120 hr AED, dl and thus Drs expression is reduced to the PP, derepressing full JNK-activation in the DP. Consequently, JNK-dependent expression of hid and Mmp2 participate in stimulating nuclear and tissue disintegration, which eventually leads to the interference with tissue growth and integrity by the cellular immune response.

### Drs is expressed as part of a genuine tissue-autonomous immune response

The SGs of *Drosophila* larvae are an integral part of its gastrointestinal system and the lumen of the mature glands forms a continuum with the exterior. As such the glands are constantly exposed to microbial and pathogenic influences, which predestines them to act as a dedicated immunological barrier epithelium. However, raising larvae with *Ras^V12^*-glands under strictly sterile conditions corroborated the authenticity of the immune response as tissue-autonomous and with high likelihood independent of exogenous or systemically distributed pathogenic stimuli. This is further emphasized by the dependency of Drs expression on the tissue-specific overexpression on *Ras^V12^* and tissue-autonomous manipulations (i.e. *Drs* or *jnk^DN^* overexpression) leading to the inhibition of JNK-activation and hemocyte recruitment. The activation of immune effectors in the absence of exogenous or endogenous pathogens is also consistent with the definition of sterile inflammation and aligns with finding in other models (Shaukat et al., 2015; Kenmoku et al., 2017; Asri et al., 2019). However, Drs is embedded into a wider spatio-temporally regulated activation of immune effectors and immune mechanisms providing immunocompetence to the PP until 120 hr AED and thus constituting a genuine immune response (Figure 3C–D; Figure 3—figure supplement 1B–C). Follow-up studies will determine the mode of their activation under physiological and sterile conditions and thus clarify their nature in the context of inflammation and immunity.

Apart from dl and Mef2 neither the homeobox transcription factor Caudal as in the adult glands nor any other of the canonical members belonging to the Toll- and imd-pathway are involved in Drs expression (Hauling et al., 2014; Ferrandon et al., 1998; Ryu et al., 2004). Under wild-type conditions, dl is expressed throughout the entire gland epithelium until 96 hr AED, but only remains expressed in the PP at 120 hr AED (Figure 2B). This spatio-temporal expression pattern in turn determines to a large extent the expression of Drs in *Ras^V12^*-glands essentially separating the gland at 120 hr AED into an immunocompetent duct-proximal and a stress-responsive duct-distal compartment (Figure 2B; Figure 2—figure supplement 3A; Figure 8). Due to the absence of Drs in the DP at 120 hr AED, stress-responsive JNK-signaling finally exceeds a critical threshold leading to elevated Mmp2- and hid-expression. This stimulates the onset of PCD and opening of the basal membrane as an important prerequisite for attachment of hemocytes that are subsequently recruited to the surface of the SGs (Figure 4B,D; Figure 8; Hauling et al., 2014). To the contrary, dl continues to induce Drs in the PP of *Ras^V12^*-glands until 120 hr AED in line with the complete absence of hemocyte recruitment to this part of the gland (Figure 1F; Figure 1—figure supplement 1G–H). However, Drs becomes less dependent on dl between 96 hr and 120 hr AED. While its precise role in Drs-regulation especially in relation to dl remains to be elucidated, Mef2 might influence Drs-expression directly or indirectly parallel to ceasing dl-influence (Figure 2—figure supplement 3B–C).

### Drosomycin impinges on JNK feedback activation

In depth analysis of wound regeneration and tumor formation has shed light on the intricate architecture of the JNK-pathway and its signal propagation (Santabárbara-Ruiz et al., 2015; Pinal et al., 2018). This has led to the discovery of feedback- or self-sustenance-loops as part of JNK-signaling (Fogarty et al., 2016; Pérez et al., 2017; Shlevkov and Morata, 2012; Muzzopappa et al., 2017). Similarly, several lines of evidence validated the existence of a complex quantitatively and qualitatively regulated activation of the JNK-pathway in *Ras^V12^*-glands. In fact, the strong reduction of jnk activation upon knock-down of the initiator caspase Dronc in the *Ras^V12^*-background at 120 hr AED indicates that a feedforward-loop is also part of the propagation of JNK-activation in hypertrophic glands (Figure 7D,F; Figure 7—figure supplement 1A–B). Consistently, even sole hid overexpression in SGs led to Dronc as well as jnk activation emphasizing the presence of this feedback-regulation as part of the JNK-pathway further (Figure 7B–C,E).

In general, feedback loops serve as a predestined platform to integrate additional signals via crosstalk with other pathways to dynamically modulate the originally transmitted signal and thus either amplify or weaken the response (Kholodenko, 2006; Antebi et al., 2017). Here, we describe a novel mode of signal attenuation by the tissue-autonomous immune response that rather than eliminating an exogenous stimulus directly interferes with the signal propagation in the JNK-feedback loop. Fundamentally, this interaction is part of an emerging picture of crosstalk between immune and stress responses involved in organ growth and maintenance in *Drosophila* (Wu et al., 2015; Liu et al., 2015; Parisi et al., 2014; Hauling et al., 2014).

Drs regulates the signal propagation of the intracellular module of the JNK-pathway and throughout our experiments only directly Drs-expressing cells prevented *Ras^V12^*-induced cell disintegration and PCD. However, it remains an outstanding question whether Drs functions exclusively cell-autonomously and intracellularly or whether secreted Drs operates in an autocrine manner too. Clonal analysis and rescue experiments will serve this purpose in the future. Further work on the effector mechanism of Drs will also elucidate further details about the components of the JNK-feedback loop in- or directly regulated by Drs. This will also contribute to mapping the manifold modes of immune-stress-crosstalk in *Drosophila* and find general patterns among them beyond a sole dependency on the specific context.

### Drs promotes hypertrophic growth and inhibits PCD

As our *Drs,Ras^V12^*-experiments indicated, under conditions of continuous growth and therefore chronic stress induction, the ability to suppress the JNK-pathway in a Drs-dependent manner supports continuous, hypertrophic growth of *Ras^V12^*-glands and the survival of the tissue. Moreover, a prolongation of Drs-expression beyond its endogenous decrease inhibits the induction of PCD and the recognition of the cellular immune response and thus renders the hypertrophic gland unchallenged.

In fact, while Ras/MAPK-signaling in mitotic tissues crucially suppresses apoptosis by downregulating hid expression, this effect is revoked in hypertrophic *Ras^V12^*-glands (Bergmann et al., 1998; Kurada and White, 1998). Although the reason for this difference remains to be elucidated, it is in fact Drs which operates as the inhibitor of apoptotic inducers in hypertrophic glands. This function is central to the suppression of PCD in *Ras^V12^*-glands (Figure 6A).

This differs fundamentally from the pro-apoptotic function of AMPs, which was recently described for two tumor models. In both, disc (discs large, *dlg)* (Parvy et al., 2019) and leukemic tumors (mxc^mbn1^) (Araki et al., 2019), AMPs were shown to target tumor cells and limit tumor size by inducing apoptosis. In addition to the differences between the tumorous tissues (i.e. proliferative discs and lymph glands), the fact that Drs is induced locally in SGs and acts tissue-autonomously may explain its different activities.

### Hypertrophic SGs are a remarkable system to discover buffer mechanisms

Being incapable of cell proliferation, damaged postmitotic tissues cannot rely on regenerative cell plasticity like imaginal discs or stem cell-derived tissue regeneration as in the *Drosophila* adult midgut (Ohlstein and Spradling, 2006; Herrera et al., 2013; Herrera and Morata, 2014; Schuster and Smith-Bolton, 2015; Ahmed-de-Prado and Baonza, 2018). Instead, they need to cope with endogenous and exogenous influences via elaborate mechanisms to prevent or buffer detrimental consequences.

Here, we show that continued *Ras^V12^*-expression in the larval SG overrides the dependency on nutritional cues and stimulates excess endoreplications that eventually have damaging effects on the tissue integrity by inducing elevated levels of stress. Uninterrupted induction of endoreplications has its natural limits in every system, even in SGs that are already polyploid. Eventually, continuous induction of more endocycles is challenged by nutritional restrictions in synthesizing more DNA, replication stress, spatial limitations in the gland nuclei and continuously more unsynchronized metabolic turnover. Hence, in spite of the anti-apoptotic function *Ras^V12^* conveys in mitotic tissues, unrestricted stimulation of excess endoreplications ultimately leads to cell death. Since this characterizes the final collapse of tissue homeostasis, it also allows to study the extent of buffering capacity conveyed by immune and stress-responsive signaling. While JNK-signaling has been shown to be seminal during development (i.e. tissue morphogenesis) (Agnès et al., 1999; Zeitlinger and Bohmann, 1999), its activation in *Ras^V12^*-glands appears however rather likely to be due to its function in relaying stress signals, emphasizing the presence of stress as part of hypertrophic growth further.

Thus, hypertrophic *Ras^V12^*-glands constitute an outstanding system to study the involvement of tissue-autonomous immune and stress-induced responses to buffer deviation from homeostasis.

### Immune surveillance theory

According to the immune surveillance theory, the immune system has evolved to reduce the risk of somatic cells accumulating cancerous mutations (Burnet, 1957; Burnet, 1970). In order to reduce the danger of cell-transformation, cells express or expose molecules upon recognition of stress or damage during transformation. These markers are sensed by the immune system, which in turn eradicates the potentially harmful cells (Jung et al., 2012; Vantourout et al., 2014; Schmiedel and Mandelboim, 2018). Given the absence of exogenous or endogenous pathogenic agents, the activation of immune effectors (i.e. Drs) in the here presented system is most likely a consequence of sensing Danger or Damage Associated Molecular Patterns during hypertrophic gland overgrowth (Matzinger, 1994; Seong and Matzinger, 2004). However, the immune surveillance theory remains controversial, since tumor-associated inflammation was also shown to promote rather than suppress tumor growth (Balkwill and Mantovani, 2001; Mantovani et al., 2008). Our model bridges the gap between these two opposing views, since the effects of the tissue-autonomous and cellular immune responses appear to be antagonistic regarding the regulation of JNK-activation and thus ultimately PCD. In fact, only the integration of the various stress and immune mechanisms in hypertrophic *Ras^V12^*-glands allows a concerted decision to eradicate a putatively dangerous cell via inducing PCD or not. Given the evolutionary conservation from insects to mammals of signaling pathways that govern growth control (Edgar, 2006), it is likely that mechanisms to detect and counteract a loss in regulation of these pathways, such as stress and immune pathways, are similarly conserved between both phyla.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Genetic reagent (*D. melanogaster*)	UAS-dl^RNAi^	Bloomington	36650	
Genetic reagent (*D. melanogaster*)	UAS-l(2)gl^RNAi^	VDRC	109604/KK	Rives-Quinto et al., 2017
Genetic reagent (*D. melanogaster*)	UAS-imd^RNAi^	VDRC	101834/KK	Bosch et al., 2005
Genetic reagent (*D. melanogaster*)	UAS-Fadd^RNAi^	VDRC	100333/KK	
Genetic reagent (*D. melanogaster*)	UAS-key^RNAi^	VDRC	100257/KK	
Genetic reagent (*D. melanogaster*)	UAS-Rel^RNAi^	VDRC	108469/KK	Cammarata-Mouchtouris et al., 2020
Genetic reagent (*D. melanogaster*)	UAS-spz^RNAi^	VDRC	105017/KK	Panettieri et al., 2020
Genetic reagent (*D. melanogaster*)	UAS-Tl^RNAi^	VDRC	1000788/KK	Alpar et al., 2018
Genetic reagent (*D. melanogaster*)	UAS-cad^RNAi^	VDRC	49562/KK	
Genetic reagent (*D. melanogaster*)	UAS-Stat92E^RNAi^	VDRC	106980/KK	Recasens-Alvarez et al., 2017
Genetic reagent (*D. melanogaster*)	UAS-Dronc^RNAi^	VDRC	100424/KK	Kale et al., 2015
Genetic reagent (*D. melanogaster*)	UAS-Dronc^RNAi^	VDRC	23035/GD	Florentin and Arama, 2012
Genetic reagent (*D. melanogaster*)	UAS-Myd88^RNAi^	VDRC	25402/GD	Li et al., 2020
Genetic reagent (*D. melanogaster*)	UAS-pll^RNAi^	VDRC	2889/GD	Wu et al., 2015
Genetic reagent (*D. melanogaster*)	UAS-Dif^RNAi^	VDRC	30578/GD	Wu et al., 2015
Genetic reagent (*D. melanogaster*)	UAS-Dif^RNAi^	VDRC	30579/GD	Wu et al., 2015
Genetic reagent (*D. melanogaster*)	UAS-Drs^RNAi^	VDRC	2703/GD	
Genetic reagent (*D. melanogaster*)	UAS-dfr^RNAi^	S. Certel		
Genetic reagent (*D. melanogaster*)	UAS-hid^RNAi^	VDRC	8269/GD	Nagata et al., 2019
Genetic reagent (*D. melanogaster*)	UAS-foxo^RNAi^	VDRC	107786/KK	McLaughlin et al., 2019
Genetic reagent (*D. melanogaster*)	UAS-grh^RNAi^	VDRC	33680/GD	
Genetic reagent (*D. melanogaster*)	UAS-Mef2^RNAi^	Bloomington	38247	Zhao et al., 2020
Genetic reagent (*D. melanogaster*)	UAS-Nrf2^RNAi^	VDRC	101235/KK	Brock et al., 2017
Genetic reagent (*D. melanogaster*)	UAS-Nrf2^RNAi^	VDRC	108127/KK	Brock et al., 2017
Genetic reagent (*D. melanogaster*)	UAS-Sox14^RNAi^	VDRC	107146/KK	Wang et al., 2020
Genetic reagent (*D. melanogaster*)	DrsGFP	W.-J. Lee		
Genetic reagent (*D. melanogaster*)	TRE-GFP1b	D. Bohmann		
Genetic reagent (*D. melanogaster*)	UAS-Drs	B. Lemaitre		
Genetic reagent (*D. melanogaster*)	UAS-CecA1	B. Lemaitre		
Genetic reagent (*D. melanogaster*)	dl^15^	Y. Engström		
Genetic reagent (*D. melanogaster*)	Myd88^KG03447^	Y. Engström		
Genetic reagent (*D. melanogaster*)	UAS-hid	M.Suzanne		
Genetic reagent (*D. melanogaster*)	UAS-Mmp2^#4^	A. Page-McCaw		
Genetic reagent (*D. melanogaster*)	UAS-Mmp1^APM1037^	A. Page-McCaw		
Genetic reagent (*D. melanogaster*)	UAS-Mmp1^APM3099^	A. Page-McCaw		
Genetic reagent (*D. melanogaster*)	UAS-Ras^V12^	Bloomington	4847	
Genetic reagent (*D. melanogaster*)	Bx^MS1096^	Bloomington	8860	
Genetic reagent (*D. melanogaster*)	UAS-jnk^DN^	Bloomington	6409	UAS-bsk^DN^
Genetic reagent (*D. melanogaster*)	tubP-Gal80^ts^	Bloomington	7108	
Genetic reagent (*D. melanogaster*)	Mmp2^k00604^	Bloomington	10358	
Genetic reagent (*D. melanogaster*)	10xStat92E-GFP	Bloomington	26197	
Genetic reagent (*D. melanogaster*)	UAS-p35.H	Bloomington	5072	
Genetic reagent (*D. melanogaster*)	UAS-mCD8::mRFP	Bloomington	27400	
Genetic reagent (*D. melanogaster*)	vkg^G00454^	Flytrap		Ref. 100; CollagenIV
Antibody	Anti-Hemese (mouse monoclonal)	István Andó	H2	IF(1:5)
Antibody	Anti-pJNK (mouse monoclonal)	Cell Signaling Technology	Cat#:9255	IF (1:250)
Antibody	Anti-cleaved caspase 3 (rabbit polyclonal)	Cell Signaling Technology	Cat#:9661	IF(1:200)
Antibody	Anti-dorsal (mouse monoclonal)	DSHB	7A4-39	IF(1:50)
Antibody	Anti-mouse-IgG-Alexa546 (goat polyclonal)	ThemoFisher Scientific	Cat#: A-11030	IF(1:500)
Antibody	Anti-rabbit-IgG-Alexa568 (goat polyclonal)	ThemoFisher Scientific	Cat#: A-11011	IF(1:500)
Recombinant DNA reagent	Drs (cDNA clone)	DGRC	LP03851	
Recombinant DNA reagent	CecA1 (cDNA clone)	DGRC	IP21250	
Sequence-based reagent	oligo(dT)_16_-primer	ThermoFisher Scientific	Cat#:8080128	
Sequence-based reagent	Drs_F	This paper	qPCR primers	gaggagggacgctccagt
Sequence-based reagent	Drs_R	This paper	qPCR primers	ttagcatccttcgcaccag
Sequence-based reagent	AttD_F	This paper	qPCR primers	gtttatggagcggtcaacg
Sequence-based reagent	AttD_R	This paper	qPCR primers	tctggaagagattggcttgg
Sequence-based reagent	TIMP_F	This paper	qPCR primers	aacagagcgtcatggcttca
Sequence-based reagent	TIMP_R	This paper	qPCR primers	tcacaccaaaacaggtggca
Sequence-based reagent	Upd1_F	This paper	qPCR primers	cgggtgatcgcttcaatc
Sequence-based reagent	Upd1_R	This paper	qPCR primers	ctgcggtactcccgaaag
Sequence-based reagent	Upd2_F	This paper	qPCR primers	aagttcctgccgaacatgac
Sequence-based reagent	Upd2_R	This paper	qPCR primers	atccttgcggaacttgtactg
Sequence-based reagent	Upd3_F	This paper	qPCR primers	actgggagaacacctgcaat
Sequence-based reagent	Upd3_R	This paper	qPCR primers	gcccgtttggttctgtagat
Sequence-based reagent	Hid_F	This paper	qPCR primers	tctacgagtgggtcaggatgt
Sequence-based reagent	Hid_R	This paper	qPCR primers	gcggatactggaagatttgc
Sequence-based reagent	Rpr_F	This paper	qPCR primers	gatcaggcgactctgttgc
Sequence-based reagent	Rpr_R	This paper	qPCR primers	actgtgactcccgcaagc
Sequence-based reagent	Grim_F	This paper	qPCR primers	atcgatgaccatgtcggagt
Sequence-based reagent	Grim_R	This paper	qPCR primers	cgcagagcgtagcagaagat
Sequence-based reagent	MMP1_F	This paper	qPCR primers	gtttccaccaccacacagg
Sequence-based reagent	MMP1_R	This paper	qPCR primers	gcagaggcgggtagatagc
Sequence-based reagent	MMP2_F	This paper	qPCR primers	tttcgatgcggacgagac
Sequence-based reagent	MMP2_R	This paper	qPCR primers	gccacgttcagaaaattggt
Sequence-based reagent	PUC_F	This paper	qPCR primers	cgtcatcatcaacggcaat
Sequence-based reagent	PUC_R	This paper	qPCR primers	aggcggggtgtgtttctat
Sequence-based reagent	RPL32_F	This paper	qPCR primers	cggatcgatatgcta
Sequence-based reagent	RPL32_R	This paper	qPCR primers	cgacgcactctgttg
Peptide, recombinant protein	RNase-free DNase I	ThermoFisher Scientific	Cat#:EN0521	
Peptide, recombinant protein	SuperscriptIII	ThermoFisher Scientific	Cat#:18080-093	
Peptide, recombinant protein	Phalloidin-546	Molecular probes	Cat#:A22283	
Commercial assay or kit	KAPA SYBR FAST qPCR Master Mix (2x) kit	Kapa Biosystems; Sigma-Aldrich	KR0389, v9.13	
Commercial assay or kit	RNAqueous-Micro Kit	ThermoFisher Scientific	Cat#:AM1931	
Commercial assay or kit	RNAqueous Kit	ThermoFisher Scientific	Cat#:AM1912	
Commercial assay or kit	Experion RNA StdSens Reagents and Supplies	Bio-Rad	Cat#:700-7154	
Commercial assay or kit	Experion RNA StdSens Chips	Bio-Rad	Cat#:700-7153	
Chemical compound, drug	Vancomycin	Sigma-Aldrich	Cat#:V2002	
Chemical compound, drug	Metronidazole	Sigma-Aldrich	Cat#:M3761	
Chemical compound, drug	Neomycin	Sigma-Aldrich	Cat#:N1876	
Chemical compound, drug	Carbenicillin	Sigma-Aldrich	Cat#:C1389	
Chemical compound, drug	Sodium Hypochlorite solution	Fisher Scientific	Cat#:10401841	
Chemical compound, drug	DAPI	Sigma-Aldrich	D9542	
Software, algorithm	ImageJ	Fiji contributors	v1.52n	https://imagej.nih.gov/ij/
Software, algorithm	Zen software	Zeiss	Blue edition	
Software, algorithm	kallisto	Bray et al., 2016	v0.44.0	https://pachterlab.github.io/kallisto/
Software, algorithm	sleuth	Pimentel et al., 2017	v0.30.0	https://pachterlab.github.io/sleuth/
Software, algorithm	GOstats	Falcon and Gentleman, 2007	v2.48.0	https://github.com/Bioconductor/GOstats/
Software, algorithm	AnnotationDbi	Pagès et al., 2020	v1.44.0	https://github.com/Bioconductor/AnnotationDbi/
Software, algorithm	org.Dm.eg.db	Carlson, 2019	v3.7.0	http://bioconductor.org/packages/org.Dm.eg.db/
Software, algorithm	RNAseq_sg_ analysis.Rmd	This paper		https://github.com/robertkrautz/sg_analysis/; Krautz, 2021; copy archived at swh:1:rev:82c91040d3434b215c04cfce11cf73f70300e099
Software, algorithm	RNAseq_motif_ enrichment.Rmd	This paper		https://github.com/robertkrautz/sg_analysis/
Software, algorithm	scanner.ijm	This paper		https://github.com/robertkrautz/sg_analysis/
Software, algorithm	RcisTarget	Aibar et al., 2017	v1.6.0	https://www.bioconductor.org/packages/release/bioc/html/RcisTarget.html
Software, algorithm	biomaRt	Durinck et al., 2009	v2.42.1	https://bioconductor.org/packages/release/bioc/html/biomaRt.html
Software, algorithm	Biostrings	Pàges et al., 2020	v2.54.0	https://bioconductor.org/packages/release/bioc/html/Biostrings.html
Software, algorithm	PWMEnrich	Stojnic and Diez, 2020	v4.22.0	https://www.bioconductor.org/packages/release/bioc/html/PWMEnrich.html

### Fly husbandry and stocks

All crosses were reared on standard potatomash/molasses medium under tempered conditions (see 'Staging') in a 12 hr dark/12 hr light-cycle. Drs-GFP (W.-J. Lee), UAS-dfr^RNAi^ (S.Certel), TRE-GFP1b (D. Bohmann), UAS-Drs and USA-CecA1 (B. Lemaitre), dl^15^ and Myd88^KG03447^ (Y. Engström), UAS-hid (M.Suzanne), UAS-Mmp2^#4^, UAS-Mmp1^APM1037^, and UAS-Mmp1^APM3099^ (A. Page-McCaw) were kind gifts from the indicated donors. The following stocks were provided by the Bloomington *Drosophila* Stock Center: UAS-Ras^V12^ (4847), Bx^MS1096^ (8860), UAS-jnk^DN^ (UAS-bsk^DN^; 6409), tubP-Gal80^ts^ (7108), Mmp2^k00604^ (10358), 10xStat92E-GFP (26197), UAS-p35.H (5072), and UAS-mCD8::mRFP (27400). RNAi-lines were sourced from the Bloomington Stock Center and the Vienna *Drosophila* Resource Center and are detailed in Supplementary file 3. The generation of the CollagenIV flytrap line vkg^G00454^ was described in Morin et al., 2001. Please, see Supplementary file 1 for a complete list of experimental crosses.

### Staging

Virgins were collected for 3–7 days before setting crosses. Initially, crosses were kept on standard food without antibiotics for 48 hr at 25°C. Eggs were collected for 6 hr (Immunohistochemistry and qPCR) or for 2 hr (RNASeq) at 25°C. When necessary, precollections were performed for 2 hr at 25°C prior to the actual collection. Egg collections were incubated for 24 hr at 29°C or for hid experiments 48 hr at 18°C and replicates of 24 hatched 1st instar larvae were afterwards transferred to vials with 3 ml standard food supplemented with Neomycin (0.1 mg·ml^−1^, Sigma-Aldrich, N1876), Vancomycin (0.1 mg·ml^−1^, Sigma-Aldrich, V2002), Metronidazol (0.1 mg·ml^−1^, Sigma-Aldrich, M3761) and Carbenicillin (0.1 mg·ml^−1^, Sigma-Aldrich, C1389). After incubation at 29°C for another 72 hr (96 hr AED) or 96 hr (120 hr AED), 3^rd^ instar larvae were prepared for dissection or pictures were taken of whole larvae with a Leica MZ FLIII Fluorescence Stereomicroscope. For hid experiments, transferred larvae were incubated for 197 hr at 18°C, shifted to 29°C for 12 hr and finally dissected. To exclude microbial contamination and maintain germ-free conditions, BxGal4;;DrsGFP/UAS-Ras^V12^-eggs were dechorionated with a 50% Sodium Hypochlorite solution (Fisher Scientific, 10401841) immediately after collection and transferred to vials with apple-agar supplemented with Nipagin, Propionic acid and the same antibiotics as above. Larvae were then analyzed at 24 hr and 48 hr AED.

### Drs reporter assay

Replicates of *Drosophila* larvae (n = 24 larvae·replicate^−1^; N > 6 replicates) at 96 hr AED were screened for Drs-GFP reporter signals. Three phenotypes were distinguished: (1.) ‘Full’ SG pattern includes GFP signal across the entire PP and GFP^+^-cells with reduced intensity in the DP. (2.) ‘Partial’ SG is GFP^+^ throughout the PP, but less pronounced in DP with reduced signal intensity and fewer GFP^+^-cells. (3.) ‘None’ phenotype lacks signal throughout the entire gland. Distribution of phenotypes were scored per replicate and significance calculated for the ‘None’-phenotype via Dunn’s test after performing the Kruskal-Wallis rank sum test.

### qPCR

Total RNA of dissected SGs was isolated with the RNAqueous-Micro Kit (ThermoFisher Scientific, AM1931) and from whole larvae with the RNAqueous Kit (ThermoFisher Scientific, AM1912) according to the instructors manual. Residual genomic DNA was digested with RNase-free DNaseI (ThermoFisher Scientific, EN0521) and cDNA reverse transcribed with SuperscriptIII (ThermoFisher Scientific, 18080–093) while using oligo(dT)_16_-primer (ThermoFisher Scientific, 8080128). Quality of all prepared totalRNA-extractions was evaluated on a 5 mM Guanidinium Thiocyanate-agarose gel, for optimization purposes on a BioRad Experion system (RNA StdSens Assay, 7007153, 7007154) and totalRNA for sequencing was run on a 2100 Bioanalyzer Instrument (Agilent Technologies, 5067–1511). qPCR reactions were set as technical triplicates with KAPA SYBR FAST qPCR Master Mix (KR0389, v9.13) including 200 nM final concentration of forward and reverse primers and run on a Rotor-Gene Q 2plex HRM machine (9001550). See supplementary file 2 for list of all used qPCR primers. The number of biological replicates acquired and assayed in the experiment represented in the individual figures are denoted underneath the respective graphs.

### RNASeq library preparation and analysis

To avoid variability and thus confounding influences among the various RNASeq sample groups, we controlled rigorously for age of female parents, larval density to avoid larval crowding, age differences as well as developmental age itself and bacterial influences by using axenic culture conditions. For each genotype, three biological replicates were dissected with 30 pairs of SGs for the three groups including whole glands and 60 pairs of PPs for the corresponding group to acquire 5 µg of total RNA. No power or sample size calculations were performed. Replicate numbers were determined by the available resources and funds.

Poly(A)-containing mRNA molecules from totalRNA-samples were purified with oligo(dT)-magnetic beads, subsequently fragmented and cDNA synthesized with random primers using the TruSeq RNA Sample Preparation Kit v2. Adapter ligation and PCR-amplification precede cluster formation with a cBot cluster generation system. All samples were sequenced on a HiSeq 2500 Illumina Genome Sequencer as PE50. Reads were pseudoaligned with kallisto (v0.44.0) to a transcriptome index derived from all *Drosophila* transcript sequences of the dmel release r6.19. Subsequent analysis of transcript abundances was performed in R with sleuth (v0.30.0) including principal component analysis for dimensionality reduction, statistical and differential expression analysis based on the beta statistic derived from the wald test. Enriched gene ontology terms were identified by calculating hypergeometric p-values via the GOstats (v2.48.0) R package. Gene IDs were converted via the AnnotationDbi (v1.44.0) package and the reference provided with the org.Dm.eg.db (v3.7.0) database and geneset intersections visualized as UpSetR plot (v1.3.3). Please, see the accompanied R markdown (i.e. ‘RNAseq_sg_analysis.Rmd’) deposited on GitHub for details (https://github.com/robertkrautz/sg_analysis). The data is available under the accession number GSE138936 on the NCBI Gene Expression Omnibus.

### Detection of enriched motifs and Mef2 visualization

Significantly, differentially up- (i.e. q < 0.001 and b > 1) or downregulated (i.e. q < 0.001 and b < −1) genesets were determined for all three sample populations by subsetting q- and b-values as determined by sleuth with the latter indicating fold-change over expression in BxGal4>w^1118^-control crosses. The RcisTarget R package (v1.6.0) together with the accompanied file including all dm6 motif rankings (i.e. ‘dm6-5kb-upstream-full-tx-11species.mc8nr.feather’) were used for motif enrichment analysis in the various genesets and adding annotations. Enriched motifs were manually screened for functionally related motif groups (e.g. ‘NFkB’ with dl-, Dif-, Rel-relaetd motifs) and motifs plotted according to their affiliation to these groups.

The sequence of the ‘dm6’ genome assembly was acquired as fasta-file from the Ensembl database and nucleotide sequence frequencies across the genome calculated via customized functions including all major chromosomes. In parallel, promoter sequences for all ‘dm6’ genes were collected via the biomaRt package (v2.42.1) and converted into a DNAStringSet with the Biostrings package (v2.54.0). A curated list of all ‘dm6’ transcription factor motifs as position probability matrices was obtained from the Cis-BP database and converted to position weight matrices (PWMs) with the help of the PWMEnrich R package (v4.22.0) by using the above cacluated nucleotide sequence frequencies. Based on these PWMs and all promoter sequences, background scores for all ‘dm6’ transcription factor motifs across all promoters of the ‘dm6’ genome were quantified. Sequences for the wider Drs-locus and the shared Dif-/dl-loci environments were obtained via biomaRt and the enrichment of the Mef2-motif ‘M08214_2.00_Mef2’ compared to all background scores was calculated via PWMEnrich. Mef2 motif enrichment scores were plotted as a function of the location of the detected motif in the screened loci (i.e. Dif/dl; Drs) with the help of the novel, devised function geom_bar_rastr(), which servers as an extension to the ggrastr R package. For details please follow the entire computational workflow as provided in ‘RNAseq_motif_enrichment.Rmd’ deposited on GitHub (https://github.com/robertkrautz/sg_analysis).

### Immunohistochemistry

PPs of staged larvae were inverted in PBS, unnecessary organs removed and samples fixed in 4% paraformaldehyde for 20 min. Subsequently, samples were washed three times for each 10 min in PBS or PBST (1% TritonX-100). Blocking was performed with 0.1% BSA in PBS (H2) or 5% BSA in PBST (anti-CC3, anti-pJNK and anti-dl). Samples were then incubated in primary antibodies dissolved in blocking buffer for 12 hr at 4°C or 1 hr at room temperature (RT). Primary antibodies comprised rabbit anti-cleaved caspase 3 (1:200, Cell Signalling Technology, 9661), mouse anti-pJNK (1:250, Cell Signalling Technology, 9255), mouse anti-dl (1:50, DSHB, 7A4), and mouse anti-Hemese (1:5; gift from István Andó). After washing as prior to blocking, secondary antibodies were applied together with DAPI (1:500; Sigma-Aldrich; D9542) and when necessary Alexa Fluor 546 Phalloidin (1:500, ThermoFisher Sceintific, A22283) in blocking buffer for 1 hr at RT. As secondary antibodies goat anti-Mouse-IgG-Alexa546 (H+L; 1:500; ThermoFisher Scientific; A-11030) and goat anti-Rabbit-IgG-Alexa568 (H+L; 1:500; ThermoFisher Scientific; A-11011) were employed. Final washing as prior to blocking preceded dissection of the samples in PBS and separation of SGs. Tissues were mounted in Fluoromount-G (SouthernBiotech) and analyzed with a Zeiss LSM780 confocal microscope. Images were extracted with Zen software (Blue edition) for further processing either in Adobe Photoshop CS5 Extended (v12.0.4 × 64) or Inkscape (v0.92).

### ROS-staining

H2DCFDA (D399, Thermo Fisher Scientific) was reconstituted in DMSO just prior to the experiment. This stock solution was further diluted to 10 µM in PBS. Freshly dissected glands were incubated in the 10 µM- working solution for 30 min in the dark. Three 5-min wash steps in PBS ensured removal of excess H2DCFDA-dye. Glands were mounted with PBS and confocal pictures obtained with the Zeiss LSM780 microscope system.

### Hemocyte- / pJNK- / CC3- quantification and size measurement

Pictures of stained glands were taken with a Zeiss Axioplan two microscope equipped with an ACHROPLAN ×4 lens and a Hamamatsu ORCA-ER camera (C4742-95). Images were extracted with AxioVision software (v40V 4.8.2.0) and analyzed with ImageJ. Cumulated area of hemocyte attachment, pJNK or CC3 fluorescence per SG or per SG part was filtered in the Red-channel and gland size determined by outlining glands, PPs or DPs with the 'Polygon selection'-tool. The distribution of hemocytes in *Drosophila* can be approximated by a natural logarithm, which required transformation of hemocyte attachment- and SG-areas before calculating ratios (Sorrentino, 2010). Normality across all samples of a particular genotype and where necessary separated by gland part (i.e. proximal or distal) or time (i.e. 96 hr and 120 hr AED) was evaluated with the Shapiro-Wilk-test and by bootstrapping via the fitdistrplus R package (v1.0.11). Significant differences between experimental groups were determined for pairwise comparisons via the Student’s t-test after validating un-/equal variance via the Bartlett’s test. Data and statistical analysis was performed in R. No power or sample size calculations were performed. All experiments were performed at least twice, while preparing and acquiring meaurements for all specimens and replicates of the respective experimental set-up. The amount of replicates was determined as a trade-off between reproducibility (maximum number) and feasibility of the experimental procedure to ensure same treatment and timing for all specimens. No measurements were categorized as outliers or excluded. Effect sizes were calculated by normalizing the effect and the reference samples by the mean of the reference samples, which anchors the reference mean at ‘1’ and reports all deviations from it in procent.

### Nuclei volume

Z-stacks of entire SGs were captured with a Zeiss LSM780 confocal microscope for DAPI signal. Obtained stacks were further processed in ImageJ via the '3D Objects Counter'-plugin (v2.0.1.). Proximal and distal compartments were defined with the 'Polygon selection'-tool. Transfer of the region of interest to all z-stack slices, signal thresholding, object identification and volume determination were integrated in a macro workflow. Data were plotted as average nucleus volume for all nuclei of individual glands or gland parts. Representative sections of individual z-stack slices showing the transition between proximal and distal compartments were cropped and added for illustration. Statistics were performed similar to the analysis of Hemocyte-, pJNK- and CC3- quantifications.

### Drs-dl-correlation

BxGal4;;DrsGFP>Ras^V12^-glands were stained for dl (mouse anti-dl-Ab; 1:50, DSHB, 7A4) and genomic DNA (DAPI), whereafter z-stacks were obtained on a Zeiss LSM780 confocal microscope. Proximal and distal gland compartments were delineated as regions of interest (ROI) in ImageJ with the ‘Polygon selection’-tool and nuclei therein defined via their DAPI-signal and the ‘3D Objects counter’-ImageJ plugin. Transfer of the 3D-nulei outlines across the dl- and Drs-channels via the ImageJ ‘RoiManager 3D’ (v3.96) allowed quantifying an accumulated intensity of the corresponding signals per nucleus. Data analysis was conducted in R including calculation of linear regression and Pearson coefficients for correlations between nuclei-wide Drs- and dl-signal for individual gland compartments and visualization of all nuclei data points after log_10_-normalization for all five screened samples.

### Driver expression strength

DrsGFP-reporter or Phalloidin-stained, GFP-glands were captured with the ‘Zeiss Axioplan two microscope / ACHROPLAN 4x lens / Hamamatsu ORCA-ER camera (C4742-95) / AxioVision software (v40V 4.8.2.0)’-system. ROIs were added manually to the imaged glands to outline their position in ImageJ with the ‘Polygon selections’-tool. Feret diameter and angle were measured to delineate the longitudinal axis of each gland. For each position along the longitudinal axis, the corresponding rectangular line region intersecting with the glands ROI is determined and the encapsulated average fluorescence intensity measured. This workflow is implemented as ImageJ-macro (i.e. ‘scanner.ijm’) for screening of entire picture batches and available on GitHub (https://github.com/robertkrautz/sg_analysis). The resulting data was further analyzed in R to bin and align measurements along the longitudinal axis. Measurements were further averaged and normalized per bin across all screened glands. Given the statistically limited amount of observations (i.e. 200–350 bins), a loess function was used for smoothing the mean during visualization as implemented in geom_smooth() (i.e. span = 0.05).

### Probe synthesis and in situ hybdridization

cDNAs for the Drs (LP03851) and CecA1 (IP21250) loci were obtained from DGRC and plasmids transformed into DH5α according to the supplier’s instructions. Extracted plasmids were linearized (EcoRI 20 U/µl, 10x EcoRI buffer, BSA 20 mg/ml in ddH2O), purified with phenol:chloroform:isoamyl alcohol (24:24:1/125:24:1) and precipitated (3M sodium acetate, ice-cold 100% Ethanol) for 30 min. In vitro transcription (5x transcription buffer, 1 µg template DNA, 10x Digoxigenin-11-UTP rNTP; Roche; 11277073910, 20U Ribolock; Fermentes; EO0381, T7 polymerase; ThermoFisher Scientific; EP0111) was performed for 3 hr at 37°C. The remaining DNA template was digested with DNase I for 15 min at 37°C and digestion terminated with ammonium acetate (DEPC-H_2_O:7.8M NH_4_Ac:100% Ethanol – 1:0.5:3). The transcribed RNA was precipitated, purified and diluted in hybridization buffer (6.57 mg/ml Torula RNA; Sigma-Aldrich; R6625, 65% deionized formamide, 6.5x Saline sodium citrate [SSC], 65 µg/ml heparin, 0.1% Tween-20).

SGs were dissected in PBS, fixed in paraformaldehyde (4% PFA in PBSTw: 0.1% Tween-20 in PBS) for 40 min at room temperature (RT), washed four times in PBSTw for 5 min and transferred to Methanol. Permeabilization was performed for 1 hr in Ethanol, followed by washing once in Methanol for 5 min and twice in PBSTw for each 5 min. The samples were treated with Proteinase K (30 µg/ml; ThermoFisher Scientific; EO0491) for 6 min, washed twice with glycine (2 mg/ml) for 1 min, fixed for 20 min in 4% PFA and washed four times in PBSTw for each 5 min.

Prior to hybridization, glands were pre-treated with hybridization buffer (HYB: 5 mg/ml Torula RNA, 50% deionized formamide, 5x SSC, 50 µg/ml heparin, 0.1% Tween-20) for 1 hr before incubation with either CecA1- or Drs-probe overnight, both at 60°C (in HYB with 3% Dextran). To avoid unspecific binding, samples were stringently washed at 60°C once with HYB-wash solution (50% formamide, 2x SSC, and 0.1% Tween-20) for 30 min, twice with 2x SSCTw, and trice with 0.2 x SSCTw for 20 min. At RT, samples were washed once with PBSTw for 5 min, blocked with sheep serum (8% in PBSTw; Sigma-Aldrich; S2263) for 1 hr and incubated with alkaline phosphatase coupled to anti-digoxigenin-antibody (1:4000 in PBSTw with 8% sheep serum; Roche; 1093274) at 4°C. Washing proceeded four times with PBSTw for each 15 min, twice with TNTw buffer (Tris-NaCl-Tween – 0.1M:0.1M:0.1%; pH 8) for each 15 min and twice with alkaline phosphatase buffer (100 mM Tris-HCL pH 9.5, 100 mM NaCl, 50 mM MgCL_2_, 0.1% Tween-20) for each 5 min. Staining was perfomed with BCIP (5-bromo-4-chloro-3-indolyl-phosphate 4-toluidine salt: 0.175 mg/ml; Roche; 11383221001), NBT (4-nitro-blue-tetrazolium chloride: 0.3375 mg/ml; Roche; 11383213001) and levamisole (0.001 M) in alkaline phosphatase buffer. Stained samples were washed with alkaline phosphatase buffer for 5 min, TNTw for 15 min and PBSTw for 15 min. Washed samples were mounted in Fluoromount G (SouthernBiotech) and capturesd with Leica Firecam (v3.4.1) using a Leica DFC300x FX digital color camera coupled to a Leica MZ16 microscope. All experiments were performed at least twice including all specimens dissected from the entire set of replicates. The amount of replicates was determined as a trade-off between reproducibility and the amount of samples that could be processed with specific equipment of limited supply (i.e. sieves for sample transfer between buffers).

## Data Availability

All sequencing data has been deposited at NCBI GEO under the record GSE138936. The following dataset was generated: KrautzRKKhaliliDKTheopold T2019Transcriptomes of whole hypertrophic Drosophila salivary glands and separated proximal gland partsNCBI Gene Expression OmnibusGSE138936

# Supplementary material for: Tissue-autonomous immune response regulates stress signaling during hypertrophy
**Source:** eLife. 2020 Dec 30;9:e64919. doi: 10.7554/eLife.64919
**Supplement:** Supplementary file 1.

***Supplementary File 1***

***Figure 1***

**A-C**

☿ w^1118^,BxGal4;;UAS-GFP x ♂ w^1118^

☿ w^1118^,BxGal4;;UAS-GFP x ♂ w^1118^;;UAS-Ras^V12^

**D**

☿ w^1118^,BxGal4 x ♂ w^1118^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Ras^V12^

**E-F**

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;;UAS-Ras^V12^

***Figure1-figure supplement 1***

**A**

☿ w^1118^,BxGal4,UAS-mCD8::RFP x ♂ w^1118^

☿ w^1118^,BxGal4,UAS-mCD8::RFP x ♂ w^1118^;;UAS-Ras^V12^

**B**

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;;UAS-Ras^V12^

**C**

☿ w^1118^,BxGal4;;UAS-GFP x ♂ w^1118^

☿ w^1118^,BxGal4;;UAS-GFP x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4;;UAS-GFP x ♂ y,w^1118^;UAS-l(2)gl^RNAi^

☿ w^1118^,BxGal4;;UAS-GFP x ♂ w^1118^;UAS-l(2)gl^RNAi^;UAS-Ras^V12^

**D-F**

☿ w^1118^,BxGal4 x ♂ w^1118^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4 x ♂ y,w^1118^;UAS-l(2)gl^RNAi^

☿ w^1118^,BxGal4 x ♂ w^1118^;UAS-l(2)gl^RNAi^;UAS-Ras^V12^

**G-H**

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ y,w^1118^;UAS-l(2)gl^RNAi^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;UAS-l(2)gl^RNAi^;UAS-Ras^V12^

**I**

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;;UAS-Ras^V12^

***Figure 2***

**A**

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^

☿ w^1118^,BxGal4;;Drs-GFP x ***♂*** w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;UAS-imd^RNAi^; UAS-Ras^V12^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^ ;UAS-Fadd^RNAi^; UAS-Ras^V12^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;UAS-key^RNAi^; UAS-Ras^V12^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;UAS-Rel^RNAi^; UAS-Ras^V12^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;UAS-spz^RNAi^; UAS-Ras^V12^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;UAS-Tl^RNAi^; UAS-Ras^V12^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;UAS-Myd88^RNAi^; UAS-Ras^V12^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;UAS-pll^RNAi^; UAS-Ras^V12^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;UAS-Dif^RNAi^; UAS-Ras^V12^ (30578/GD)

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;UAS-Dif^RNAi^; UAS-Ras^V12^ (30579/GD)

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;UAS-dl^RNAi^; UAS-Ras^V12^

**B**

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^

☿ w^1118^,BxGal4;;Drs-GFP x ***♂*** w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4;;Drs-GFP x ***♂*** y^1^,sc*,v^1^,sev^21^;UAS-dl^RNAi^

☿ w^1118^,BxGal4;;Drs-GFP x ***♂*** w^1118^;UAS-dl^RNAi^;UAS-Ras^V12^

**C**

☿ w^1118^,BxGal4 x ♂ w^1118^

☿ w^1118^,BxGal4 x ***♂*** w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4 x ♂ w^1118^;dl^15^/CyO,GFP;UAS-Ras^V12^

☿ w^1118^,BxGal4;dl^15^/CyO,GFP x ♂ w^1118^;dl^15^/CyO,GFP;UAS-Ras^V12^

***Figure 2-figure supplement 1***

**A-A’’**

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;;UAS-Ras^V12^

***Figure 2-figure supplement 2***

**A**

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;UAS-cad^RNAi^;UAS-Ras^V12^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;UAS-dfr^RNAi^;UAS-Ras^V12^

**B**

☿ w^1118^,BxGal4;;Drs-GFP x ***♂*** w^1118^;;UAS-Ras^V12^

**C**

☿ w^1118^,BxGal4 x ♂ w^1118^

☿ w^1118^,BxGal4 x ***♂*** w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4 x ***♂*** y^1^,sc*,v^1^,sev^21^;UAS-dl^RNAi^

☿ w^1118^,BxGal4 x ***♂*** w^1118^;UAS-dl^RNAi^;UAS-Ras^V12^

**D**

☿ w^1118^,BxGal4 x ♂ w^1118^

☿ w^1118^,BxGal4 x ♂ w^1118^;dl^15^/CyO,GFP

☿ w^1118^,BxGal4 x ***♂*** w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4 x ♂ w^1118^;dl^15^/CyO,GFP;UAS-Ras^V12^

☿ w^1118^,BxGal4;dl^15^/CyO,GFP x ♂ w^1118^ ;dl^15^/CyO,GFP

☿ w^1118^,BxGal4;dl^15^/CyO,GFP x ♂ w^1118^;dl^15^/CyO,GFP;UAS-Ras^V12^

**E**

☿ w^1118^,BxGal4 x ♂ w^1118^

☿ w^1118^,BxGal4 x ♂ w^1118^;Myd88^KG03447^/CyO,GFP

☿ w^1118^,BxGal4 x ***♂*** w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4 x ♂ w^1118^;Myd88^KG03447^/CyO,GFP;UAS-Ras^V12^

☿ w^1118^,BxGal4;Myd88^KG03447^/CyO,GFP x ♂ w^1118^ ;Myd88^KG03447^/CyO,GFP

☿ w^1118^,BxGal4;Myd88^KG03447^/CyO,GFP x ♂ w^1118^;Myd88^KG03447^/CyO,GFP;UAS-Ras^V12^

***Figure 2-figure supplement 3***

**A**

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;UAS-dl^RNAi^;UAS-Ras^V12^

**B**

☿ w^1118^,BxGal4 x ♂ w^1118^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;UAS-l(2)gl^RNAi^;UAS-Ras^V12^

**C**

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;UAS-Stat92E ^RNAi^;UAS-Ras^V12^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;UAS-foxo ^RNAi^;UAS-Ras^V12^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;UAS-grh^RNAi^;UAS-Ras^V12^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;UAS-Mef2^RNAi^;UAS-Ras^V12^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;UAS-Nrf2^RNAi^;UAS-Ras^V12^ (101235/KK)

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;UAS-Nrf2^RNAi^;UAS-Ras^V12^ (108127/GD)

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;UAS-Sox14^RNAi^;UAS-Ras^V12^

***Figure 3***

**A-E**

☿ w^1118^,BxGal4 x ♂ w^1118^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;UAS-l(2)gl^RNAi^;UAS-Ras^V12^

**F**

☿ w^1118^,BxGal4;TREGFP1b/CyO,GFP x ♂ w^1118^

☿ w^1118^,BxGal4;TREGFP1b/CyO,GFP x ***♂*** w^1118^;;UAS-Ras^V12^

***Figure 3-figure supplement 1***

**A-C**

☿ w^1118^,BxGal4 x ♂ w^1118^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;UAS-l(2)gl^RNAi^;UAS-Ras^V12^

**D**

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;;UAS-Ras^V12^

**E**

☿ w^1118^,BxGal4 x ♂ w^1118^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4 x ***♂*** y^1^,sc*,v^1^,sev^21^;UAS-dl^RNAi^

☿ w^1118^,BxGal4 x ***♂*** w^1118^;UAS-dl^RNAi^;UAS-Ras^V12^

☿ w^1118^,BxGal4 x ♂ w^1118^;UAS-CecA1

☿ w^1118^,BxGal4 x ♂ w^1118^;UAS-CecA1;UAS-Ras^V12^

**F**

☿ w^1118^,BxGal4;10xStat92E-GFP x ♂ w^1118^

☿ w^1118^,BxGal4;10xStat92E-GFP x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4;10xStat92E-GFP x ♂ w^1118^;UAS-l(2)gl^RNAi^;UAS-Ras^V12^

***Figure 3-figure supplement 2***

**A**

☿ w^1118^,BxGal4 x ♂ w^1118^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4 x ♂ w^1118^;UAS-l(2)gl^RNAi^;UAS-Ras^V12^

**B**

☿ w^1118^,BxGal4;TREGFP1b/CyO,GFP x ♂ w^1118^

☿ w^1118^,BxGal4;TREGFP1b/CyO,GFP x ***♂*** w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4;TREGFP1b/CyO,GFP x ♂ y,w^1118^;UAS-l(2)gl^RNAi^

☿ w^1118^,BxGal4;TREGFP1b/CyO,GFP x ♂ w^1118^;UAS-l(2)gl^RNAi^;UAS-Ras^V12^

***Figure 4***

**A**

☿ w^1118^,BxGal4 x ♂ w^1118^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Drs

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Drs,UAS-Ras^V12^

☿ w^1118^,BxGal4 x ♂ w^1118^,UAS-jnk^DN^

☿ w^1118^,BxGal4 x ♂ w^1118^,UAS-jnk^DN^;; UAS-Ras^V12^

**B-D**

☿ w^1118^,BxGal4;vkg^G00454^/CyO,GFP x ♂ w^1118^

☿ w^1118^,BxGal4;vkg^G00454^/CyO,GFP x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4;vkg^G00454^/CyO,GFP x ♂ w^1118^;;UAS-Drs

☿ w^1118^,BxGal4;vkg^G00454^/CyO,GFP x ♂ w^1118^;;UAS-Drs,UAS-Ras^V12^

☿ w^1118^,BxGal4;vkg^G00454^/CyO,GFP x ♂ w^1118^,UAS-jnk^DN^

☿ w^1118^,BxGal4;vkg^G00454^/CyO,GFP x ♂ w^1118^,UAS-jnk^DN^;; UAS-Ras^V12^

**E**

☿ w^1118^,BxGal4 x ♂ w^1118^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Ras^V12^

**F-G**

☿ w^1118^,BxGal4 x ♂ w^1118^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4;Mmp2^k00604^/CyO,GFP x ♂ w^1118^

☿ w^1118^,BxGal4;Mmp2^k00604^/CyO,GFP x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4;Mmp2^k00604^/CyO,GFP x ♂ w^1118^;Mmp2^k00604^/CyO,GFP;UAS-Ras^V12^

***Figure 4-figure supplement 1***

**A**

☿ w^1118^,BxGal4 x ♂ w^1118^

☿ w^1118^,BxGal4,UAS-mCD8::RFP x ♂ w^1118^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4,UAS-mCD8::RFP x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4,UAS-mCD8::RFP x ♂ w^1118^;;UAS-Drs

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Drs,UAS-Ras^V12^

**B**

☿ w^1118^,BxGal4;vkg^G00454^/CyO,GFP x ♂ w^1118^

☿ w^1118^,BxGal4;vkg^G00454^/CyO,GFP x ♂ w*;UAS-Mmp1^APM3099^/CyO,Tb

☿ w^1118^,BxGal4;vkg^G00454^/CyO,GFP x ♂ w*;UAS-Mmp1^APM1037^/TM3

☿ w^1118^,BxGal4;vkg^G00454^/CyO,GFP x ♂ w*;UAS-Mmp2^#4^/CyO

**C**

☿ w^1118^,BxGal4 x ♂ w^1118^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4;Mmp2^k00604^/CyO,GFP x ♂ w^1118^

☿ w^1118^,BxGal4;Mmp2^k00604^/CyO,GFP x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4;Mmp2^k00604^/CyO,GFP x ♂ w^1118^;Mmp2^k00604^/CyO,GFP;UAS-Ras^V12^

**D**

☿ w^1118^,BxGal4 x ♂ w^1118^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Drs

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Drs,UAS-Ras^V12^

☿ w^1118^,BxGal4 x ♂ w^1118^,UAS-jnk^DN^

☿ w^1118^,BxGal4 x ♂ w^1118^,UAS-jnk^DN^;; UAS-Ras^V12^

***Figure 5***

**B**

☿ w^1118^,BxGal4 x ♂ w^1118^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Drs

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Drs,UAS-Ras^V12^

**C-F**

☿ w^1118^,BxGal4;;TREGFP1b ♂ w^1118^

☿ w^1118^,BxGal4;;TREGFP1b x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4;;TREGFP1b x ♂ w^1118^;;UAS-Drs

☿ w^1118^,BxGal4;;TREGFP1b x ♂ w^1118^;;UAS-Drs,UAS-Ras^V12^

***Figure 5-figure supplement 1***

**A**

☿ w^1118^,BxGal4;;Drs-GFP ♂ w^1118^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^,UAS-jnk^DN^

☿ w^1118^,BxGal4;;Drs-GFP x ♂ w^1118^,UAS-jnk^DN^;; UAS-Ras^V12^

**B**

☿ w^1118^,BxGal4 x ♂ w^1118^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4 x ♂ w^1118^,UAS-jnk^DN^

☿ w^1118^,BxGal4 x ♂ w^1118^,UAS-jnk^DN^;; UAS-Ras^V12^

***Figure 5- figure supplement 2***

**A**

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4 x ♂ w^1118^;UAS-Drs^RNAi^;UAS-Ras^V12^

**B**

☿ w^1118^,BxGal4 x ♂ w^1118^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4 x ♂ w^1118^;UAS-Drs^RNAi^

☿ w^1118^,BxGal4 x ♂ w^1118^;UAS-Drs^RNAi^;UAS-Ras^V12^

**C-D**

☿ w^1118^,BxGal4 x ♂ w^1118^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Drs

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Drs,UAS-Ras^V12^

☿ w^1118^,BxGal4 x ♂ w^1118^;UAS-Drs^RNAi^;UAS-Ras^V12^

**E-H**

☿ w^1118^,BxGal4;TREGFP1b/CyO,GFP x ♂ w^1118^

☿ w^1118^,BxGal4;TREGFP1b/CyO,GFP x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4;TREGFP1b/CyO,GFP x ♂ w^1118^;;UAS-Drs

☿ w^1118^,BxGal4;TREGFP1b/CyO,GFP x ♂ w^1118^;;UAS-Drs,UAS-Ras^V12^

☿ w^1118^,BxGal4;TREGFP1b/CyO,GFP x ♂ w^1118^;UAS-Drs^RNAi^

☿ w^1118^,BxGal4;TREGFP1b/CyO,GFP x ♂ w^1118^;UAS-Drs^RNAi^;UAS-Ras^V12^

***Figure 5-figure supplement 3***

**A-C**

☿ w^1118^,BxGal4 x ♂ w^1118^

☿ w^1118^,BxGal4,UAS-mCD8::RFP x ♂ w^1118^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4,UAS-mCD8::RFP x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4,UAS-mCD8::RFP x ♂ w^1118^;;UAS-Drs

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Drs,UAS-Ras^V12^

***Figure 6***

**A**

☿ w^1118^,BxGal4 x ♂ w^1118^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Drs

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Drs,UAS-Ras^V12^

☿ w^1118^,BxGal4 x ♂ w^1118^;UAS-Drs^RNAi^;UAS-Ras^V12^

**C-D**

☿ w^1118^,BxGal4 x ♂ w^1118^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4 x ♂ w^1118^,UAS-jnk^DN^

☿ w^1118^,BxGal4 x ♂ w^1118^,UAS-jnk^DN^;; UAS-Ras^V12^

☿ w^1118^,BxGal4 x ♂ w^1118^;UAS-p35

☿ w^1118^,BxGal4 x ♂ w^1118^;UAS-p35;UAS-Ras^V12^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Drs

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Drs,UAS-Ras^V12^

**E-F**

☿ w^1118^,BxGal4;TREGFP1b/CyO,GFP x ♂ x w^1118^

☿ w^1118^,BxGal4;TREGFP1b/CyO,GFP x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4;TREGFP1b/CyO,GFP x ♂ w^1118^;;UAS-Drs

☿ w^1118^,BxGal4;TREGFP1b/CyO,GFP x ♂ w^1118^;;UAS-Drs,UAS-Ras^V12^

***Figure 6-figure supplement 1***

**A-B**

☿ w^1118^,BxGal4;TREGFP1b/CyO,GFP x ♂ w^1118^

☿ w^1118^,BxGal4;TREGFP1b/CyO,GFP x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4;TREGFP1b/CyO,GFP x ♂ w^1118^;;UAS-Drs

☿ w^1118^,BxGal4;TREGFP1b/CyO,GFP x ♂ w^1118^;;UAS-Drs,UAS-Ras^V12^

☿ w^1118^,BxGal4;TREGFP1b/CyO,GFP x ♂ w^1118^;;UAS-Drs^RNAi^

☿ w^1118^,BxGal4;TREGFP1b/CyO,GFP x ♂ w^1118^;UAS-Drs^RNAi^;UAS-Ras^V12^

**C-D**

☿ w^1118^,BxGal4 x ♂ w^1118^

☿ w^1118^,BxGal4,UAS-mCD8::RFP x ♂ w^1118^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4,UAS-mCD8::RFP x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4,UAS-mCD8::RFP x ♂ w^1118^;;UAS-Drs

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Drs,UAS-Ras^V12^

**E-F**

☿ w^1118^,BxGal4 x ♂ w^1118^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4;;UAS-hid^RNAi^/TM6B x ♂ w^1118^

☿ w^1118^,BxGal4;;UAS-hid^RNAi^/TM6B x ♂ w^1118^;;UAS-Ras^V12^

***Figure 7***

**B-C,E**

☿ w^1118^,BxGal4;tubGal80^ts^ x ♂ w^1118^

☿ w^1118^,BxGal4;tubGal80^ts^ x ♂ w^*^; UAS-hid

☿ w^1118^,BxGal4;tubGal80^ts^ x ♂ w^1118^;;UAS-Drs

☿ w^1118^,BxGal4;tubGal80^ts^ x ♂ w^1118^;UAS-hid;UAS-Drs

**D,F**

☿ w^1118^,BxGal4 x ♂ w^1118^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4 x ♂ w^1118^;UAS-Dronc^RNAi^ (23035/GD)

☿ w^1118^,BxGal4 x ♂ w^1118^;UAS-Dronc^RNAi^; UAS-Ras^V12^ (23035/GD)

***Figure 7-figure supplement 1***

**A-B**

☿ w^1118^,BxGal4 x ♂ w^1118^

☿ w^1118^,BxGal4 x ♂ w^1118^;;UAS-Ras^V12^

☿ w^1118^,BxGal4 x ♂ w^1118^;UAS-Dronc^RNAi^ (23035/GD)

☿ w^1118^,BxGal4 x ♂ w^1118^;UAS-Dronc^RNAi^;UAS-Ras^V12^ (23035/GD)

☿ w^1118^,BxGal4 x ♂ w^1118^;UAS-Dronc^RNAi^ (100424/KK)

☿ w^1118^,BxGal4 x ♂ w^1118^,UAS-Dronc^RNAi^;UAS-Ras^V12^ (100424/KK)

# Supplementary material for: Tissue-autonomous immune response regulates stress signaling during hypertrophy
**Source:** eLife. 2020 Dec 30;9:e64919. doi: 10.7554/eLife.64919
**Supplement:** Supplementary file 2.

***Supplementary File 2.***

| ***Gene*** | ***qPCR forward primer*** | ***qPCR reverse primer*** |
| --- | --- | --- |
| Drosomycin | 5’-gaggagggacgctccagt-3’ | 5’-ttagcatccttcgcaccag-3’ |
| AttD | 5'-gtttatggagcggtcaacg-3' | 5'-tctggaagagattggcttgg-3' |
| TIMP | 5’-aacagagcgtcatggcttca-3’ | 5’-tcacaccaaaacaggtggca-3’ |
| Upd1 | 5’-cgggtgatcgcttcaatc-3’ | 5’-ctgcggtactcccgaaag-3’ |
| Upd2 | 5’-aagttcctgccgaacatgac-3’ | 5’-atccttgcggaacttgtactg-3’ |
| Upd3 | 5’-actgggagaacacctgcaat-3’ | 5’-gcccgtttggttctgtagat-3’ |
| Hid | 5’-tctacgagtgggtcaggatgt-3’ | 5’-gcggatactggaagatttgc-3’ |
| Reaper | 5’-gatcaggcgactctgttgc-3’ | 5’-actgtgactcccgcaagc-3’ |
| Grim | 5’-atcgatgaccatgtcggagt-3’ | 5’-cgcagagcgtagcagaagat-3’ |
| Mmp1 | 5’-gtttccaccaccacacagg-3’ | 5’-gcagaggcgggtagatagc-3’ |
| Mmp2 | 5’-tttcgatgcggacgagac-3’ | 5’-gccacgttcagaaaattggt-3’ |
| Puc | 5’-cgtcatcatcaacggcaat-3’ | 5’-aggcggggtgtgtttctat-3’ |
| Rpl32 | 5’-cggatcgatatgcta-3’ | 5’-cgacgcactctgttg-3’ |

# Supplementary material for: Tissue-autonomous immune response regulates stress signaling during hypertrophy
**Source:** eLife. 2020 Dec 30;9:e64919. doi: 10.7554/eLife.64919
**Supplement:** Supplementary file 3.

***Supplementary File 3.***

| ***Transgenic line*** | ***Source*** | ***Identifier*** | ***Reference*** |
| --- | --- | --- | --- |
| UAS-dl^RNAi^ | Bloomington | 36650 |  |
| UAS-l(2)gl^RNAi^ | VDRC | 109604/KK | (107) |
| UAS-imd^RNAi^ | VDRC | 101834/KK | (108) |
| UAS-Fadd^RNAi^ | VDRC | 100333/KK |  |
| UAS-key^RNAi^ | VDRC | 100257/KK |  |
| UAS-Rel^RNAi^ | VDRC | 108469/KK | (109) |
| UAS-spz^RNAi^ | VDRC | 105017/KK | (110) |
| UAS-Tl^RNAi^ | VDRC | 100078/KK | (111) |
| UAS-cad^RNAi^ | VDRC | 49562/KK |  |
| UAS-Stat92E^RNAi^ | VDRC | 106980/KK | (112) |
| UAS-Dronc^RNAi^ | VDRC | 100424/KK | (113) |
| UAS-Dronc^RNAi^ | VDRC | 23035/GD | (114) |
| UAS-Myd88^RNAi^ | VDRC | 25402/GD | (115) |
| UAS-pll^RNAi^ | VDRC | 2889/GD |  |
| UAS-Dif^RNAi^ | VDRC | 30578/GD |  |
| UAS-Dif^RNAi^ | VDRC | 30579/GD |  |
| UAS-Drs^RNAi^ | VDRC | 2703/GD |  |
| UAS-dfr^RNAi^ | S. Certel |  |  |
| UAS-hid^RNAi^ | VDRC | 8269/GD | (116) |
| UAS-foxo^RNAi^ | VDRC | 107786/KK | (117) |
| UAS-grh^RNAi^ | VDRC | 33680/GD |  |
| UAS-Mef2^RNAi^ | Bloomington | 38247 | (118) |
| UAS-Nrf2^RNAi^ | VDRC | 101235/KK | (119) |
| UAS-Nrf2^RNAi^ | VDRC | 108127/KK | (119) |
| UAS-Sox14^RNAi^ | VDRC | 107146/KK | (120) |

How the deposited data were processed for this re-analysis (not part of the article)

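The transcriptomes of 4 groups of larval salivary glands at 96 hr AED were processed, with 3 replicates each, namely entire glands of w1118, RasV12 and lglRNAi;RasV12 larvae (30 pairs per replicate) and the isolated proximal parts (PP) of lglRNAi;RasV12-glands (60 pairs per replicate). Conditions and replicate numbers were taken from the sample titles and the paper's methods. The label of the PP in the sample descriptions differs from the paper's text, which calls it the proximal part, and the paper's term was used. The labels also place a Drs-GFP reporter in the driver line of every cross, whereas the paper's supplementary list of crosses names it only for those with the l(2)gl RNAi, and what this means for the counts was not tested. Poly(A)-selected libraries were sequenced as paired-end reads, and the paper's text calls this total RNA sequencing.

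The authors pseudoaligned the reads with kallisto to an index of all transcripts of Drosophila melanogaster and deposited, for each library and transcript, the estimated counts, which are expected counts that can be fractional where reads are shared between transcripts and are not normalized. The deposited tables also hold the TPM that kallisto computed from these counts and the effective length of each transcript, scaled by the authors' run of kallisto to 1000000 per library. The sums of the TPM columns were checked and were 1000000 in each of the 12 libraries. The authors' differential expression was computed with sleuth from kallisto's bootstraps, which were not used here. Ontology terms, binding motifs and raw reads were not analysed here.

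Each table lists 30503 transcripts. Of these, 30279 were matched by their identifier to a gene of the Ensembl annotation of the dm6 assembly, and the 224 transcripts without a match held between 0.197% and 0.359% of the counts of a library. Counts were summed to 13825 genes, of which 12786 had any count, and rounded. Sums per gene rather than transcripts were the unit of the tests, a choice made here. The paper describes its sleuth analysis as one of transcript abundances, and its text does not state whether genes were called per transcript or per gene. Of the genes looked up, upd2, lncRNA:roX1 and lncRNA:roX2 were not quantified. The total of the estimated counts per library was between 27584224 and 73043536. A floor of 3 counts corresponded to between 0.041 and 0.109 counts per 1000000 (CPM), and where all libraries of a group were at or below this floor a fold change is given as a lower bound against it. Floors cover counting error only, and reads without molecular identifiers are not independent molecules.

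Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Libraries were normalized by TMM, genes were filtered by edgeR's filter with a minimum count of 10 by group, and the remaining 9012 genes were tested in a model of all 12 libraries with the quasi-likelihood test and Benjamini-Hochberg adjustment within each of 6 comparisons. The comparisons were each of the 3 groups with RasV12 against w1118-glands, lglRNAi;RasV12-glands against RasV12-glands, and the PP against both groups of entire glands. A gene was taken as differentially expressed at a log2 fold change of at least 1 in either direction and an adjusted p of at most 0.05. The paper states its limits for sleuth's beta, whose scale its text leaves unclear, so the limit on the fold change may differ from the paper's. The standard error of a log2 fold change was computed from the test statistic. CPM values in the text are TMM-normalized, and each error is the SD over 3 replicates. A comparison of 3 replicates to 3 has 10 splits, so that an exact permutation test of a single gene cannot give a p below 0.1, and no such p is given.

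Genes are named where the paper names them for its RNA sequencing. In addition, for each comparison and direction, the 3 differentially expressed genes with the largest fold change are named if their replicates do not overlap between the groups and their mean is at least 1 CPM in the higher group. Further genes that are named singly, such as the members of small sets, were chosen after their values were seen. The lists of JNK targets, cell death, EGFR, JAK-STAT, AMP and Toll and Imd genes were written beforehand, and the 30 immune genes were copied from Figure 3C.

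Replicates of different groups share the numbers 1 to 3 in their titles, and whether equal numbers mark a common preparation is not stated in the paper's text. The deposited labels number the PP-replicates differently from the titles. The titles were used, so that the pairing of the PP-replicates with the other groups is uncertain. The residuals of same-numbered libraries had a mean Pearson's r between -0.14 and 0.20 across genes, and a model with the replicate number as a block is reported beside the gene counts, the sets and the main genes where r was above 0.1 in size. The number at the end of the deposited labels was treated as a possible batch. It is shared by all w1118-replicates, RasV12-replicates 2 and 3 and PP-replicate 1, a different number is shared by RasV12-replicate 1 and all lglRNAi;RasV12-replicates, and PP-replicates 2 and 3 each have a number of their own. Between pairs of replicates of a group, Spearman's rho across genes was between 0.987 and 0.997, and counts differed by more than counting noise (chi-square per degree of freedom between 14.4 and 202).

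The alternatives were DESeq2's size factors, library size without TMM, leaving out the 20 genes with the highest mean count, DESeq2 1.42.0 with its Wald test, limma 3.58.1 with its trend option on log2(TPM + 1) and log2(TPM + 0.1), no filter on low counts, sleuth's default filter of at least 5 counts in at least 47% of the libraries, fits of only the groups compared, the replicate block, a fit of transcripts, an adjusted p under 0.001, a fold change of at least e, and leaving out each replicate in turn. The TPM were not normalized between libraries beyond their common total. Sleuth's filter was applied in fits of only the groups compared. The tests were also tested on simulated data with 200 changed genes among 8931 and a dispersion of 0.02, where edgeR recovered 200 with 0 false calls, DESeq2 200 and limma 199. By the adjusted p alone, without the limit on the fold change, the false calls were 2 in edgeR, 14 in DESeq2 and 111 in limma. The planted changes were all larger than the limit on the fold change, balanced in direction and placed in genes with ample counts, so that a nearly full recovery was likely from the start. All libraries otherwise shared the same mean profile. The unequal share of the top genes between groups and changes in genes near the floor were thus not simulated. Principal components were computed on normalized counts, centred and not log-transformed, with log2 CPM (prior count of 2), TPM and the counts without the top 20 genes as alternatives. Fisher's exact test was computed in R, tables were handled with data.table 1.17.8, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1 in Python 3.11.15, and figures were drawn with matplotlib 3.10.9.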

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

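Of the tests of the results that follow, those of the chromosomes and of the other splits of the libraries were chosen before their result was seen, and all others only after it.

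A number of genes changed in opposite directions in the PP and in entire glands when each was compared to w1118-glands, which drew attention because the effects of 2 groups under the same comparison differ. Between RasV12-glands and the PP there were 36 such genes, 6 higher in RasV12-glands and lower in the PP and 30 with the reverse pattern. Between entire lglRNAi;RasV12-glands and the PP there were 26, with 4 and 22 in these directions. In the direct comparisons, 36 of the 36 and 26 of the 26 were differentially expressed, but since the genes were chosen for this pattern, the direct test adds little. Scaling of the libraries was tested as an explanation. With library size in place of TMM, 40 of the 62 pairs of gene and group still showed opposite directions (21 of 36 and 19 of 26), with DESeq2's size factors 35 of 36 and 23 of 26 did, and in the limma-trend fit on log2(TPM + 1) 9 of 36 and 5 of 26. In all, library size gave 33 and 29 genes with opposite directions. With library size, the smallest direct difference between the PP and entire glands among these 62 pairs was 2.19 on the log2 scale. The median over all genes was then 0.06 in both direct comparisons. These values argue against a scale factor common to all genes as the source of this difference in these pairs. Whether a gene lay on opposite sides of w1118-glands changed with the setting. Since the genes were chosen for this pattern, a contribution of scaling to that part remains open. The share of the proximal part in the tissue is a candidate explanation that cannot be told apart from an effect of the genotype in the PP, because the PP of w1118-glands was not analysed here. The transcription factor gene trh, used as a marker of position along the gland, was higher in the PP than in entire lglRNAi;RasV12-glands by 1.21 on the log2 scale (adjusted p 0.00123, edgeR's quasi-likelihood test). However, trh was lower in entire lglRNAi;RasV12-glands than in w1118-glands by 1.01 (adjusted p 0.00216 from edgeR) and did not differ detectably between the PP and w1118-glands (0.21, adjusted p 0.422 from edgeR), so the 1.21 does not show a difference of position alone.

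The expression of l(2)gl, which the paper does not report from these transcriptomes, was higher in RasV12-glands than in w1118-glands by 0.71 on the log2 scale (standard error 0.14, adjusted p 0.0016, edgeR's quasi-likelihood test), in 3 of 3 replicates above every w1118-replicate, with adjusted p between 9.27e-06 and 0.0171 over the alternatives. In glands that also express the RNAi construct against it, l(2)gl was not detectably different from w1118-glands (log2 fold change 0.05, adjusted p 0.81 from edgeR), but this depended on the setting, with values between 0.01 and 0.79 and adjusted p between 0.000634 and 0.971 over the alternatives. The difference between lglRNAi;RasV12-glands and RasV12-glands was -0.66 (adjusted p 0.0132 from edgeR, between 0.000198 and 0.0978 over the alternatives). In the PP, which carries the same construct, no difference to RasV12-glands was detectable (-0.12, adjusted p 0.54 from edgeR). Reads of the RNAi construct itself could be counted on l(2)gl and hide a larger loss, and a difference of this size is possible with or without such reads, so this explanation remains open. Normalization in w1118-libraries that are filled by a few secreted proteins was tested for the missing difference to w1118-glands. With the 20 genes of highest count left out, the log2 fold change of lglRNAi;RasV12-glands against w1118-glands was 0.05, as with them. With library size in place of TMM it was 0.45 (adjusted p 0.0194 from edgeR), and its lowest value over 11 alternatives was 0.01. Leaving out the 20 genes thus corrected nothing, and library size raised the median log2 fold change of all genes in this comparison from 0.02 to 0.43, so that neither would show a hidden loss, and the missing difference cannot be told apart from an effect of normalization. No biological explanation of the increase in RasV12-glands was tested.

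AttA was at 24.9 CPM in lglRNAi;RasV12-replicate 1, compared to 1.09 and 2.08 CPM in replicates 2 and 3 and at most 4.36 CPM in w1118-glands. The paper does not report on AttA in these libraries. The ratio of replicate 1 to the mean of the others was 15.7 for AttA, 14.5 for AttB and 10.3 for AttC, but 0.866 for Drs and 1.13 for AttD. The rise was not confined to AttA, AttB and AttC. The ratio was 11.3 for CecA2, 7.31 for Mtk, 7.1 for Dro, 5.92 for DptA and 5.7 for CecB. It was 4.57 for DptB, 4.31 for CecA1, 3.3 for Def and 2.06 for CecC. Fat body tissue in this library would raise fat body genes, whose median ratio was 1.18 over 6 genes. This speaks against a larger amount of this tissue only, and fat body that was induced in this replicate alone cannot be told apart from the pattern. Reads shared between AttA and AttB were also an unlikely cause, as the ratio of their sum was 15.0. The median ratio of 5 hemocyte genes was 2.42, but 4 of the 5 were higher in PP-replicate 1 than in this library (Hml 27.9 against 22.4 CPM), and AttA was at 0.629 CPM there, which speaks against a larger amount of hemocytes as the source. No biological explanation was tested, since no condition in the design separates the larvae of this replicate from the others.

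Some genes were present in lglRNAi;RasV12-glands or RasV12-glands and at or below the floor in every replicate of the other, although the paper reports no such genes. With at least 1 CPM on average in the higher group there were 5, chosen for naming after their values were seen. Cyp12d1-d (4.19 CPM), CG43235 (1.71 CPM) and CG17684 (1.68 CPM) were present in lglRNAi;RasV12-glands, and CG13215 (5.76 CPM) and Ada1-1 (4.3 CPM) in RasV12-glands. All 5 lie on chromosome 2. Different parental stocks of the crosses are a candidate explanation, because the genotype, as the paper writes it, places the RNAi construct on chromosome 2, and genes that differ between stocks would then cluster there. However, Ada1-1 was at 0.433 CPM in the PP of the same cross, close to w1118-glands (0.492 CPM), so that a difference between stocks alone does not explain its absence from entire lglRNAi;RasV12-glands. Of the 299 genes that differed between the genotypes, 161 (53.8%) lie on chromosome 2, compared to 3306 (37.9%) of the 8713 others, an odds ratio of 1.91 (Fisher's exact test, two-sided p = 5.88e-08, or 1.06e-06 with Benjamini-Hochberg adjustment over 18 such tests, across genes that are not independent). In RasV12-glands against w1118-glands, where neither cross carries the RNAi construct, the shares on chromosome 2 were 40.8% and 37.9% (Fisher's exact test, p = 0.0444 with the same adjustment). A smaller excess was thus also found without the construct. In the PP against RasV12-glands, the lglRNAi;RasV12 cross in a different part of the gland, 39.2% of the differentially expressed genes and 38.3% of the others lie on chromosome 2. Of the 299 genes, 151 were also called in the same direction there, 58.3% of them on chromosome 2, compared to 49.3% of the remaining 148 (Fisher's exact test, two-sided p = 0.132). The values are consistent with a contribution of the parental stocks to the differences between lglRNAi;RasV12-glands and RasV12-glands (53.8% against 37.9%), and an effect of the l(2)gl knockdown on the same genes cannot be excluded, since both differ together in the design.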

How the results depend on the processing

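The alternatives were set before the data were examined, except for the library-size scaling without the top 20 genes, the natural log scale and the order with w1118 at no less than the floor, which were chosen after seeing the data. Of the tests of explanations, that of the library-size asymmetry was chosen before its result was seen and that of PC1 after it.

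The counts of genes higher and lower in each comparison stayed within 1.5 times the reported numbers with DESeq2's size factors, without the top 20 genes, with DESeq2's Wald test, without a filter, with sleuth's filter, in fits of only the groups compared, with the replicate block and in the fit of transcripts. With DESeq2's size factors, between 96.3% and 98.6% of the differentially expressed genes of a comparison were called again, and in the fit of transcripts between 39.1% and 81.4%. The set of genes shared by the 3 groups was the largest and the set in the PP alone the next under each setting run. Among named genes, apart from the fits that left out a replicate, 1146 values stayed on the same side of the limits, 27 newly passed them, 11 no longer passed them and 11 changed direction. Of the other counts, 4 moved and 20 did not, and of the other counts within gene lists 10 moved and 94 did not.

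With library size in place of TMM, the median log2 fold change of all genes shifted from 0.00 to 0.42 in RasV12-glands, from 0.02 to 0.43 in lglRNAi;RasV12-glands and from 0.10 to 0.56 in the PP, each against w1118-glands. The genes higher and lower were then 1793 and 392, 1903 and 382, and 2515 and 631. The set shared by the 3 groups held 1228 genes, the PP set 822, lglRNAi;RasV12-glands alone 164, lglRNAi;RasV12-glands with the PP 292 and RasV12-glands with the PP 173. The top 20 genes of the PP held 5 immune genes, Ras85D had rank 4 by p, 5 cell death genes were higher in the PP and 3 JAK-STAT genes in RasV12-glands, and Stat92E changed direction in RasV12-glands, to 0.27. The asymmetry may come from the few genes that fill the w1118-libraries, because with these 20 genes left out the median with library size alone was 0.04 in RasV12-glands, 0.05 in lglRNAi;RasV12-glands and 0.10 in the PP.

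In the limma-trend fit on log2(TPM + 1), the medians against w1118-glands were 0.49, 0.55 and 0.45. The TPM were not normalized between libraries, and with library size in place of TMM the medians were 0.42, 0.43 and 0.56. A shift common to all genes can therefore contribute to the changes in this fit, which do not stand apart from those with library size. The genes higher and lower were 1709 and 117 in RasV12-glands and 2048 and 115 in lglRNAi;RasV12-glands, and 321 were lower in the PP. Between lglRNAi;RasV12-glands and RasV12-glands they were 118 and 53, between the PP and lglRNAi;RasV12-glands 297 and 365, and between the PP and RasV12-glands 354 and 286. The shared set held 1077 genes, RasV12-glands alone 186, lglRNAi;RasV12-glands alone 402 and both groups of entire glands 361. The top 20 genes held 6 immune genes, and Drs had rank 1 by fold change in RasV12-glands and rank 1 in lglRNAi;RasV12-glands. There were 5 cell death genes higher in RasV12-glands and 4 in the PP, 3 JAK-STAT genes in RasV12-glands, and 0 EGFR and 0 JAK-STAT genes higher in the PP than in lglRNAi;RasV12-glands, where 5 and 2 had an unadjusted p under 0.05 in edgeR's test. Stat92E in RasV12-glands reversed to 0.49, dl in the PP against RasV12-glands to -0.09 and upd3 in the PP against lglRNAi;RasV12-glands to -0.06. The cause of these changes was not tested.

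With log2(TPM + 0.1), the genes higher and lower were 2426 and 201, 2899 and 197, and 2595 and 513 against w1118-glands. The shared set held 1563 genes, RasV12-glands alone 249, lglRNAi;RasV12-glands alone 523, both groups of entire glands 477, lglRNAi;RasV12-glands with the PP 336 and RasV12-glands with the PP 137. The top 20 genes held 7 immune genes, Ras85D had rank 1 by p, and Drs had rank 1 in RasV12-glands and rank 1 in lglRNAi;RasV12-glands. There were 4 AMP genes of the paper's list higher in lglRNAi;RasV12-glands, 5 cell death genes in RasV12-glands and 5 in the PP, 3 JAK-STAT genes in RasV12-glands and 0 in the PP against lglRNAi;RasV12-glands. Stat92E in RasV12-glands reversed to 0.51, dl in the PP against RasV12-glands to -0.09 and upd3 in the PP against lglRNAi;RasV12-glands to -0.07. As with log2(TPM + 1), the TPM were not normalized between libraries. The cause of these changes was not tested.

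When a fold change of at least e was required, 657 genes were higher and 417 lower in RasV12-glands, 680 and 389 in lglRNAi;RasV12-glands, and 939 were higher in the PP. Between lglRNAi;RasV12-glands and RasV12-glands the numbers were 82 and 69, between the PP and lglRNAi;RasV12-glands 471 and 336, and between the PP and RasV12-glands 502 and 291. The shared set held 409 genes, RasV12-glands alone 75, lglRNAi;RasV12-glands alone 64, and lglRNAi;RasV12-glands with the PP 93. Cell death genes numbered 3 in lglRNAi;RasV12-glands and 1 in the PP, and 0 EGFR and 0 JAK-STAT genes were higher in the PP than in lglRNAi;RasV12-glands. At an adjusted p under 0.001, 400 genes were lower in RasV12-glands, 372 in lglRNAi;RasV12-glands and 670 in the PP. The genes higher and lower were then 43 and 17 between lglRNAi;RasV12-glands and RasV12-glands, 365 and 181 between the PP and lglRNAi;RasV12-glands, and 427 and 157 between the PP and RasV12-glands. This limit left 1 AMP gene of the list in RasV12-glands, 1 in lglRNAi;RasV12-glands and 2 in the PP against lglRNAi;RasV12-glands, 3 cell death genes in lglRNAi;RasV12-glands, and 1 JAK-STAT gene in lglRNAi;RasV12-glands and 0 in the PP against them. Here the limits themselves are the cause, since the tests were the same.

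DESeq2's Wald test placed 5 immune genes in the top 20 of the PP and Ras85D at rank 1, changed dl in the PP against RasV12-glands to -0.02, and called 1 JNK target higher in the PP than in lglRNAi;RasV12-glands. DESeq2's size factors in edgeR also changed dl there to -0.02. With sleuth's filter in fits of only the groups compared, Ras85D had rank 1, and 1 JNK target and 2 JAK-STAT genes were higher in the PP than in lglRNAi;RasV12-glands. Ras85D also had rank 1 in such fits with the main filter, so its rank cannot be credited to sleuth's filter. In the fit of transcripts, Drs had rank 14 in RasV12-glands, 10 in lglRNAi;RasV12-glands and 5 in the PP, Stat92E in lglRNAi;RasV12-glands reversed to -0.11, dl in the PP against RasV12-glands to -0.02, and 2 JNK targets were higher in the PP than in lglRNAi;RasV12-glands. Without a filter, 2 JAK-STAT genes were higher in RasV12-glands. The cause of these changes was not tested.

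The shares of PC1 and PC2 were 47.11% and 22.97% on log2 CPM, 57.71% and 29.36% without the 20 genes of highest count, and 87.44% and 8.21% on TPM. The share of PC1 thus rests in part on a few highly expressed genes, since leaving them out lowered it to 57.71%. With genes at the floor in every w1118-replicate bounded against it, Drs had rank 2 in RasV12-glands and rank 1 in lglRNAi;RasV12-glands, and the top 20 genes of the PP held 7 immune genes.

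Over the fits that each left out a replicate, the following results left the range given by 1.5 times the reported count, by the spread between replicates or by their direction. Between lglRNAi;RasV12-glands and RasV12-glands, genes higher ranged from 110 to 160 and genes lower from 72 to 133 over 6 fits. The set of RasV12-glands with the PP ranged from 71 to 129 genes. Ras85D had ranks from 2 to 3, and Drs from 4 to 10 in RasV12-glands, from 2 to 5 in lglRNAi;RasV12-glands and from 1 to 6 in the PP. PC1 ranged from 91.1% to 95.2% and PC2 from 2.42% to 5.75%. AMP genes of the list in lglRNAi;RasV12-glands ranged from 1 to 3, JNK targets higher in the PP than in lglRNAi;RasV12-glands from 0 to 1, cell death genes from 3 to 5 in lglRNAi;RasV12-glands and from 1 to 3 in the PP, EGFR genes higher in the PP than in lglRNAi;RasV12-glands from 1 to 2, and JAK-STAT genes from 1 to 3 in RasV12-glands and from 0 to 1 in the PP against lglRNAi;RasV12-glands. The log2 fold change changed its sign for CecA1 in RasV12-glands (from -0.65 to 1.94), Def in lglRNAi;RasV12-glands (from -0.43 to 1.23), l(2)gl in lglRNAi;RasV12-glands (from -0.06 to 0.17), dl in the PP against RasV12-glands (from -0.06 to 0.13) and upd3 in the PP against lglRNAi;RasV12-glands (from -0.10 to 0.37). The cause was not tested. The counts of genes higher against w1118-glands stayed closer, from 946 to 1050 in RasV12-glands, from 961 to 1129 in lglRNAi;RasV12-glands and from 1335 to 1429 in the PP. The set shared by the 3 groups ranged from 621 to 660 genes and the PP set from 483 to 543.

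In the model with a replicate block, 1404 genes were higher and 999 lower in the PP than in w1118-glands, 762 and 494 in the PP than in RasV12-glands, and 196 and 116 in lglRNAi;RasV12-glands than in RasV12-glands. The depth limits results for genes at low counts, such as Def in w1118-glands, for which only a lower bound of its increase can be given, and AMP genes of the paper's list, of which 12 of 17 could be tested.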

Differences from the paper's values

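No test in the following paragraphs was chosen after its result was seen, apart from the natural log scale, the order bounded at the floor and the separation of w1118-glands on PC2 in the alternatives, each named where it is used. The gap in a count is taken as closed where the value is within 1.5 times the paper's.

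The paper's number of genes shared by the 3 groups is about 300 in Fig. 3A, read by eye, and 658 genes were found here. Of the alternatives set before the data were examined, only a fold change of at least e closed this gap, with 409 genes. For genes in the PP alone, the paper's number is about 310 in Fig. 3A, read by eye, against 520 here, and the gap was closed by the limma-trend fit on log2(TPM + 1) with 449 genes, an adjusted p under 0.001 with 435 and a fold change of at least e with 378. For lglRNAi;RasV12-glands alone the paper shows about 59 in Fig. 3A, read by eye, against 106 here, a gap closed without w1118-replicate 3 (87), without lglRNAi;RasV12-replicate 1 (75), at an adjusted p under 0.001 (79) and at a fold change of at least e (64). Genes shared by RasV12-glands and lglRNAi;RasV12-glands number about 90 in the paper's Fig. 3A, read by eye, against 167 here, and the values without lglRNAi;RasV12-replicate 1 (125), at an adjusted p under 0.001 (130) and at a fold change of at least e (114) closed the gap. Those shared by lglRNAi;RasV12-glands and the PP number about 64 in the paper's Fig. 3A, read by eye, against 157 here, and only a fold change of at least e closed the gap, with 93. The remaining alternatives set before the data were examined did not close these gaps. Only a fold change of at least e closed each of them, so the sizes of the sets depend on how the paper's limit on beta is read.

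The paper's number of immune genes among the top 20 of the PP is 5, and 3 were found here. Library size in place of TMM (5) and DESeq2's Wald test (5) reached the paper's number. The limma-trend fits on log2(TPM + 1) (6) and log2(TPM + 0.1) (7) exceeded it, and the fits without w1118-replicate 1 (4) or PP-replicate 2 (4) stayed below it, each within 1.5 times. Of the top 20 genes here, 11 were at or below the floor in every w1118-replicate, and with these bounded against the floor, which was chosen after seeing the values, the number was 7, also within 1.5 times. The other alternatives set before the data were examined did not close the gap.

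The paper's fold change of Ras85D in RasV12-glands is about 4 in Fig. 1D, read by eye, against a log2 fold change of 5.61 here. For Drs, the paper shows about 5.9 in RasV12-glands in Fig. 3C, read by eye, against 7.97 here, about 5.9 in lglRNAi;RasV12-glands against 8.08 here, and about 7.3 in the PP against 10.12 here. For AttD in the PP the paper shows about 7.3 in Fig. 3C, read by eye, against 10.43 here, and for CecA1 in the PP about 4.5 in Fig. 3C, read by eye, against 6.96 here. None of the alternatives set before the data were examined closed these gaps. On the natural log scale, which was chosen after seeing the values, they were 3.89 for Ras85D, 5.53, 5.60 and 7.02 for Drs, 7.23 for AttD and 4.83 for CecA1, each within the spread between replicates of the paper's value. If beta is on this scale, the paper's limit of 1 is a fold change of e.

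The paper names Ras85D as the gene with the most significant increase in RasV12-glands, and it had rank 2 by p here. It had rank 1 with DESeq2's Wald test, in fits of only the groups compared with the main or sleuth's filter, and in the limma-trend fit on log2(TPM + 0.1). The paper names Drs as the gene with the largest change in RasV12-glands, and it had rank 6 by fold change here and rank 1 in both limma-trend fits. Its rank was lower in the fit of transcripts and between 4 and 10 over the fits that left out a replicate. Of the 5 genes above Drs in the main fit, 4 were at or below the floor in every w1118-replicate. With these bounded against the floor, chosen after seeing the values, Drs had rank 2. The paper names AttD and Drs as the AMP genes with considerable expression in entire glands, and here CecC, which the paper displays in Figure 3C, was also higher in RasV12-glands (2.56) and in lglRNAi;RasV12-glands (2.40 on the log2 scale). By mean CPM in these 2 groups, AttD (6.34 and 4.53) was below CecC (27.8 and 24.8) and IM33 (13.6 and 32.7). The paper places w1118-glands apart from the other entire glands along PC2, and here their range on PC2 overlapped with that of RasV12-glands (-62319 in w1118-replicate 1 against -23872 in RasV12-replicate 3), as it did in the analysis of transcripts. On log2 CPM, without the 20 genes of highest count and on TPM, w1118-glands were separate from the other entire glands on PC2, as in the paper, which was examined after the main values were seen. In Fig. 3A the set in the PP alone is not smaller than the set shared by the groups, and here the shared set was larger, with 658 genes against 520.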

Other observations

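The counts of other splits of the libraries were chosen as a test before their result was seen, as were the tests of the label numbers, and the tests of the AMP genes in the PP were chosen only after it.

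For each of the 6 comparisons, the 6 libraries were divided in all 10 possible ways into 3 and 3, and the genes called by the same limits were counted. In RasV12-glands against w1118-glands, 1 of the 10 splits, the real one, gave as many as 1830 genes, and the same held for 1797 genes in lglRNAi;RasV12-glands and 2430 in the PP against w1118-glands, 299 in lglRNAi;RasV12-glands against RasV12-glands, 1302 in the PP against lglRNAi;RasV12-glands and 1274 in the PP against RasV12-glands. The 9 other splits gave 0 genes in every comparison, with between 76 and 1089 genes at an unadjusted p under 0.05. Including the real split, 4 splits part all 3 pairs of libraries with the same number, and of these 1 gave as many genes, while the 6 others part 1 pair. With 10 splits the share cannot fall below 0.1, so these counts do not exclude a chance division. The other splits mix the groups, so that they would give few genes whenever the groups differ.

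Because the number at the end of the labels could mark a batch that follows the genotype, RasV12-replicate 1, which shares it with the lglRNAi;RasV12-libraries, was placed between the groups. In the 241 genes that differed between lglRNAi;RasV12-glands and RasV12-replicates 2 and 3, it lay at a median of 8.9% of the way towards lglRNAi;RasV12-glands (quartiles -6.3% and 30.2%), which speaks against such a batch for most of these genes. For lglRNAi;RasV12-glands against w1118-glands the numbers do not overlap, and the same replicate was used to measure the effect of the number within a genotype. In the 1797 genes that differed between these groups, it departed from RasV12-replicates 2 and 3 by a median of 10.2% of the difference between the groups (quartiles 0% and 21.3%), which speaks against a batch as the cause of most of these differences, although a single library carries this test.

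Why several AMP genes were higher in the PP than in entire lglRNAi;RasV12-glands was tested against technical explanations. A larger amount of fat body in the PP libraries would raise fat body genes, but the median log2 fold change of 6 such genes was -1.88. Hemocytes might have been dissected with the PP, as 5 hemocyte genes had a median log2 fold change of 0.61 in the same comparison. However, 8 of the 9 AMP genes with at least 10 CPM in the PP were highest in PP-replicate 2, and 5 of the 5 hemocyte genes were lowest there, with a median ratio of 0.512 to the other PP-replicates, which speaks against hemocytes as the source of the AMP counts. Reads shared between Cecropin paralogs cannot account for the increase of the family, as the log2 ratio of the sum of 4 Cecropin genes was 4.08 (493 ± 278 CPM in the PP against 29.1 ± 15.7 CPM, SD, n = 3 each). PP-replicate 2 is also the deepest library and has a label number of its own, and without it the log2 fold change of AttD was 5.38, so the increase does not rest on this library. A difference along the gland that exists whatever the genotype cannot be told apart from an effect of RasV12 in the PP, since the PP of w1118-glands was not analysed here. The position marker trh does not settle this, as it was higher in the PP than in entire lglRNAi;RasV12-glands by 1.21 but was lower in these than in w1118-glands by 1.01 and did not differ detectably between the PP and w1118-glands (0.21, adjusted p 0.422 from edgeR).

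Between the PP-replicates, AttD differed more than Drs. The SD was 86.5% of the mean for AttD, where counting noise gives 0.652%, and 10.3% for Drs. Among the 5469 genes with at least 10 CPM in the PP, the spread of AttD was at the percentile 99.8 and that of Drs at 61.2, with a median of 8.5% over all of them. Counting noise is smaller than the spread between replicates for Drs as well, so that only the comparison to the other genes sets the 86.5% apart. A difference between the larvae or the dissections of the replicates was not tested.

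Log2 fold changes were at most weakly related to gene length, with Spearman's rho between -0.10 and 0.15 across genes, which are not independent.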
